# BMAL1 modulates glutamine supply to control haematopoietic stem and progenitor cell expansion

**DOI:** 10.1242/dev.204726

**Published:** 2026-04-15

**Authors:** Tim Petzold, Lydia K. Lutes, Keila Navarro I. Batista, Antonia Konle, Bastien Baechler, Stéphane Jemelin, Holger Gerhardt, Rachel Golub, Christoph Scheiermann, Julien Y. Bertrand

**Keywords:** HSPC, Niche, Expansion, Glutamine, Endothelial cell, Zebrafish, Mouse

## Abstract

Following specification in the dorsal aorta, haematopoietic stem and progenitor cells (HSPCs) proliferate in the HSPC niche, known as the caudal haematopoietic tissue (CHT) in zebrafish. Here, we demonstrate that *bmal1a*, a core component of the circadian clock machinery, is expressed in CHT endothelial cells (ECs) and affects HSPCs in a non-cell autonomous manner. Using endothelial cell-specific dominant-negative Bmal1a zebrafish lines, we demonstrate a striking increase in HSPC numbers in the CHT, resulting from enhanced HSPC proliferation. RNA-sequencing of dominant-negative *bmal1a* ECs sorted from the CHT shows a downregulation of *glud1a*, resulting in increased glutamine levels in the CHT. This newly discovered *bmal1a*-*glud1a*-glutamine pathway fuels HSPC expansion. We demonstrate that this glutamine synthesis pathway controlling HSPC expansion is likely conserved in the mouse fetal liver (FL) niche, in which hepatocytes are the likely source of glutamine. Together, our data uncover a previously unreported mechanism of HSPC homeostasis, in which EC BMAL1, expressed by the niche, controls the amount of bioavailable glutamine for HSPCs by regulating the expression of genes involved in glutamine synthesis.

## INTRODUCTION

Circadian rhythms are biological oscillations that regulate most physiological and behavioural processes, allowing organisms to adapt to a fluctuating environment. In mammals, circadian rhythms are sustained by transcriptional translational feedback loops (TTFL) (Hurley et al., 2016). The core mammalian clock genes include *Bmal1* and *Clock*, which encode activator proteins of the TTFL. BMAL1 and CLOCK proteins form a heterodimer complex that binds to E-Box sequences in the promoters of target genes, including the TTFL repressor circadian genes *Per* and *Cry*. Transcription of Per and Cry genes results in heterodimerisation of the PER/CRY transcription factor complex, which ultimately inhibits *Bmal1* and *Clock* expression (Scheiermann et al., 2013). Together with additional auxiliary *Rev-erb*a (*Nr1d1*) and Ror regulatory loops of *Bmal1* and *Clock*, this TTFL mediates approximately 24 h oscillations (Relógio et al., 2011; Ueda et al., 2005).

The zebrafish circadian clock architecture is very similar to that of mammals. However, due to a third round of teleost whole-genome duplication in this species, additional copies of many genes are present, including those of the circadian clock (Liu et al., 2015). Zebrafish therefore possess two paralogues of *bmal1* (Wang, 2009), three of *clock* (Wang, 2008b), four of Per genes (Wang, 2008a) and seven of Cry genes (Liu et al., 2015), adding molecular complexity to the zebrafish clock. The precise functions of the individual gene paralogues have yet to be established (Froland Steindal and Whitmore, 2019).

BMAL1 and CLOCK proteins regulate the transcription of thousands of target genes. In mammals, it is thought that BMAL1 and CLOCK drive the expression of 15% of the transcriptome (Trott and Menet, 2018), including a plethora of genes involved in metabolism (Reinke and Asher, 2019). In fact, metabolism, including cellular and organellar metabolism (Neufeld-Cohen et al., 2016), as well as blood nutrient homeostasis (Lamia et al., 2008), is one of the most rhythmic processes. Light-dark cycles have been shown to regulate haematopoietic stem and progenitor cell (HSPC) self-renewal and differentiation by cell-intrinsic metabolic re-wiring of these cells (Golan et al., 2018). Furthermore, it has previously been demonstrated that many genes involved in metabolism are under the control of BMAL1 and CLOCK in malignancies such as acute myeloid leukaemia (AML) (Puram et al., 2016). The expression of genes involved in the synthesis of amino acids such as glutamine have been shown to be altered in the absence of a functional circadian clock in the context of cancer (Wang et al., 2024), while emerging evidence also shows that circadian clock genes are expressed in oocytes and during the development of the rat embryo and primate fetus (Seron-Ferre et al., 2007), suggesting that these genes play a role during embryogenesis.

In vertebrates, haematopoiesis takes place in successive waves, starting with primitive haematopoietic cells, followed by the emergence of erythro-myeloid progenitors, and culminating with the definitive wave in which haematopoietic stem and progenitor cells (HSPCs) are generated (Bertrand and Traver, 2009). HSPCs are specified from the dorsal aorta (Bertrand et al., 2010a; Boisset et al., 2010; Kissa and Herbomel, 2010), and many recent studies have demonstrated heterogeneity in terms of developmental potential among these aorta-derived progenitors. Work in zebrafish has, for example, pointed to the existence of lymphoid-restricted progenitors (Tian et al., 2017), lymphoid-erythroid primed progenitors and lympho-myeloid primed progenitors, among others (Ulloa et al., 2021; Torcq et al., 2025). The identities of such progenitors were determined using transcriptomics analysis of sorted progenitors, or *a posteriori*, after lineage tracing; currently, there is a lack of transgenic marker lines that would allow these sub-populations to be robustly characterised *in vivo* in zebrafish. Among these HSPCs, only a rare subset fulfils the criteria of true bona fide haematopoietic stem cells (HSCs) that can contribute to adult multilineage haematopoiesis (Bertrand et al., 2010a; Tian et al., 2017; Henninger et al., 2017). However, all these definitive progenitors share a number of common features: they are derived from the aorta, their generation is dependent on Notch signalling and they all depend on the expression of *gata2b* (Butko et al., 2015). Following specification from the aorta, HSPCs colonise the caudal haematopoietic tissue (CHT) in zebrafish, or the fetal liver (FL) in mammals, via the blood circulation (Mahony and Bertrand, 2019). A crucial component of this embryonic niche is the vascular endothelium (Tamplin et al., 2015; Khan et al., 2016), which provides HSPCs with highly regulated signals allowing them to expand. While some factors controlling the vascular HSPC niche have been discovered (Cacialli et al., 2021; Mahony et al., 2016; Xue et al., 2017), a complete picture of the molecular interplay involved is lacking. In particular, the role of the circadian clock in this process is unknown.

Previous work has shown that circadian clock genes are expressed in venous ECs of the zebrafish embryo at 24 h post-fertilisation (hpf) (Gurung et al., 2022). We therefore reasoned that the clock may play a role in HSPC development in the CHT. Here, using newly generated EC-specific dominant-negative zebrafish lines, we report that the core circadian clock component *bmal1a* is a previously unknown regulator of HSPC expansion in zebrafish. We demonstrate that endothelial *bmal1a* acts as a negative regulator of HSPC proliferation in the vascular niche during zebrafish development, by controlling the expression of *glud1a*, a gene that plays a key role in the glutamine synthesis pathway. Glutamine plays an important role in cell proliferation (Yoo et al., 2020). In the context of haematopoiesis, glutamine has been shown to promote myeloid differentiation, augmenting the number of myeloid colonies in *in vitro* culture assays (Dass et al., 1984). More recently, glutamine has been shown to be important for emergency myelopoiesis in the context of systemic inflammation, by promoting myeloid cell expansion and differentiation (Pizzato et al., 2023). In this process, glutamine is converted into glutamate, then into α-ketoglutarate, which can fuel the Krebs cycle in myeloid progenitors (Pizzato et al., 2023). Finally, glutamine is also important for erythroid development, since its conversion into succinyl-CoA is essential for haem production (Burch et al., 2018). This haem production, however, produces toxic ammonium, which causes oxidative stress (Lyu et al., 2024). Detoxification of ammonium is brought about through the conversion of glutamate into glutamine via glutamine synthetase, which is upregulated in erythroid precursors (Lyu et al., 2024). Therefore, glutamine acts as an important amino acid in both steady-state and malignant haematopoiesis. As such, targeting glutamine-related pathways may provide novel treatment routes for AML and related syndromes (Xiao et al., 2023).

Our data indicate that *bmal1a* controls the expansion rate of HSPCs, by regulating the glutamine concentration in the niche. While deletion of *Bmal1* in mouse ECs did not result in a similar HSPC phenotype, this is likely due to *Glud1* being exclusively expressed by hepatocytes in the mammalian FL. When we increased the activity of Glud1 in *in toto* FL organ culture through addition of L-leucine, we observed a significant decrease in HSPC numbers, demonstrating that the role of this important metabolic pathway for HSPC expansion is also conserved in the mouse haematopoietic niche. Taken together, we have discovered a previously unknown, non-cell autonomous molecular mechanism controlling HSPC homeostasis: Bmal1 reprograms glutamine metabolism by regulating genes involved in glutamine synthesis, which governs the rate of HSPC expansion.

## RESULTS

### The core circadian clock gene *bmal1a* is expressed in the CHT vasculature

To investigate the spatio-temporal expression patterns of circadian clock genes during zebrafish development, embryos were raised in 12 h light:dark cycles before whole-mount *in situ* hybridisation (WISH) for *bmal1a*, *bmal1b* and *clocka* was performed every 6 h between 24 and 84 hpf (*in situ* images shown between 24-66 hpf). *bmal1a* was expressed in the CHT region between 24 and 42 hpf, but not at later stages (Fig. 1A,B). Furthermore, *bmal1a* expression in this region did not oscillate in a circadian manner (Fig. 1B). However, *bmal1a* showed oscillatory expression in the heads of embryos in the assessed timeframe, indicating tissue-specific expression patterns (Fig. S1). Compared to *bmal1a*, *bmal1b* was more broadly expressed along the entire trunk at 24 hpf (Fig. S2A), whereas *clocka* expression was specifically expressed in the CHT at 24 hpf (Fig. S2B). This indicates that the protein products of *bmal1a* and *clocka* may functionally interact in that region.

**Fig. 1.**
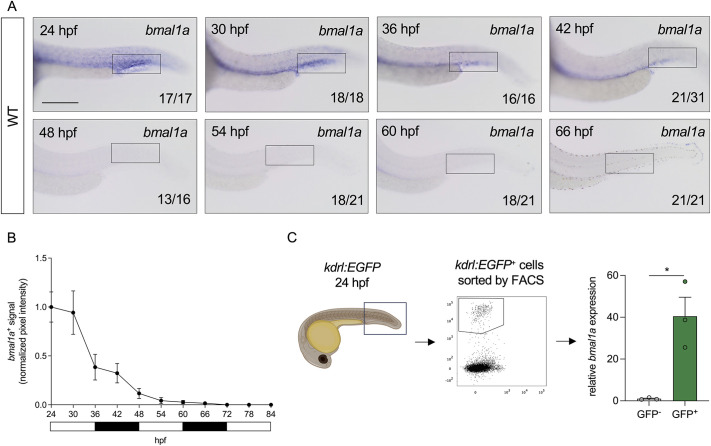
***bmal1a* is expressed in endothelial cells of the caudal haematopoietic tissue but its expression in this region is not rhythmic in embryos raised in light-dark cycles.** (A) *In situ* hybridisation of *bmal1a* from 24-66 hpf in the tails of wild-type zebrafish embryos raised in light-dark cycles. (B) Quantification of normalised *bmal1a in situ* hybridisation signal between 24 and 84 hpf in the caudal haematopoietic tissue (CHT) of wild-type zebrafish raised in light-dark cycles. *bmal1a* expression diminishes over time and is not rhythmic; *n*=9 or 10 embryos for each timepoint. (C) *kdrl:EGFP* tails were dissected at 24 hpf, before endothelial cells were isolated by FACS and *bmal1a* expression was quantified by qPCR. *bmal1a* expression is enriched in endothelial cells; *n*≈50 embryos in triplicate. Statistical significance of the differences between the two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance (*P<0.05). Rectangles in A indicate the CHT area. Scale bar: 200 μm. White and black rectangles in B denote light and dark periods. Created in BioRender by Petzold, T. (2026) https://BioRender.com/y7gmtpg. This figure was sublicensed under CC-BY 4.0 terms.

Since mouse *Bmal1* is the only non-redundant circadian clock gene (Scheiermann et al., 2018), we focused our subsequent investigations on *bmal1a* and *bmal1b*. In order to determine whether ECs are responsible for the expression observed by *in situ* hybridisation, we sorted ECs from *kdrl:EGFP* embryo tails at 24 hpf by fluorescence-activated cell sorting (FACS; for gating strategy, see Fig. S2C), before carrying out *bmal1a* and *bmal1b* qPCR (Fig. 1C, Fig. S2D). Expression of *bmal1a* and *bmal1b* were both found to be significantly enriched in tail ECs with *bmal1a* being more highly expressed than *bmal1b* (Fig. 1C, Fig. S2D). However, to avoid any potential functional redundancy, we designed a strategy that would impair the activities of both Bmal1a and Bmal1b proteins in CHT-ECs, to study their contribution(s) to the haematopoietic niche.

### Endothelial-specific dominant-negative Bmal1a results in a non-cell autonomous increase in HSPCs in the CHT

To specifically impair Bmal1a activity in ECs, we engineered a new dominant-negative (DN) *bmal1a* zebrafish line (*UAS:DN-bmal1a*). This DN *bmal1a* encodes a protein that contains the DNA-binding domain, a PAS domain required for heterodimerisation to Clock and a nuclear translocation domain (Fig. S3A). However, it lacks the C-terminal transactivation domain required by Bmal1a to induce transcription of its target genes (Gustafson et al., 2017). We reasoned that the *DN-Bmal1a* protein generated in the *UAS:DN-bmal1a* line would also occupy E-box elements and, as such, would prevent endogenous Bmal1 and Clock proteins from binding these DNA motifs.

We crossed the *UAS:DN-bmal1a* with *kdrl:GAL4* zebrafish adults, to specifically express *DN-bmal1a* in embryonic ECs. In *kdrl:GAL4;UAS:DN-bmal1a* embryos, we detected *bmal1a* throughout the whole vascular system, as determined by WISH (Fig. S3B), in contrast to CHT-specific *bmal1a* expression in wild-type controls. No gross morphological alterations were present in these double transgenic embryos. In particular, aortic vascular specification and development were unaffected in *kdrl:GAL4;UAS:DN-bmal1a* embryos, as indicated by normal *dll4* expression at 28 hpf (Fig. S3D) and *kdrl:EGFP* expression at 48 hpf (Fig. S3E). To determine whether *DN-bmal1a* efficiently disrupted circadian clock function, we performed qPCR analysis of the expression of *per2*, a known Bmal1:Clock target gene and component of the circadian architecture in both mammals (Takahashi, 2017) and zebrafish (Ruggiero et al., 2021). *per2* mRNA expression was decreased in *kdrl:GAL4;UAS:DN-bmal1a* embryos compared to controls at 36 hpf (Fig. S3C), suggesting that the construct was indeed acting as a dominant negative. *per2* expression was not totally abolished, as our dominant-negative construct was effective only in ECs, while qPCR was performed on whole embryos.

We also generated a second *DN*-*bmal1a* line that targets the highly-conserved E-K-R-R motif, which is required for binding to the E-box consensus sequence CANNTG in the promoters of target genes (Hosoda et al., 2004). Substitution of the E-K-R-R arginine at position 91 (underlined) with alanine in the mouse, results in a dominant-negative BMAL1, since it is unable to support DNA binding, while still forming a heterodimer with CLOCK (Hasegawa et al., 2019). We identified the same arginine at position 88 in zebrafish *bmal1a* and mutated the codon to encode alanine (*UAS:R88A-DN-bmal1a*, Fig. S4A)*.* Crossing the *UAS:R88A-DN-bmal1a* with *kdrl:GAL4* zebrafish adults yielded expression of *bmal1a* throughout the whole vascular system in double-positive embryos (Fig. S4B), phenocopying the *kdrl:GAL4;UAS:DN-bmal1a* line. Again, no gross morphological alterations were apparent and aortic vascular specification was unaffected, as indicated by normal *dll4* expression at 28 hpf (Fig. S4C).

We next investigated whether HSPC numbers were altered in *kdrl:GAL4;UAS:DN-bmal1a* embryos. We found no differences in *runx1* expression at 28 hpf (Fig. S5A), or *cmyb* (*myb*) expression at 36 hpf (Fig. S5B), indicating that HSPC specification was unaffected despite the expression of *DN-bmal1a* in all endothelial cells, showing that Bmal1a exerts no cell-autonomous role on HSPC emergence. We also found no differences in *cmyb*^+^ cell numbers in the CHT region at 48 (Fig. S5C) and 54 hpf (Fig. S5D), indicating that HSPCs were able to colonise the CHT normally, at least at these timepoints. However, at 60 hpf, there was an increase in the number of *cmyb*^+^ cells in the CHT of double transgenic embryos (Fig. 2A), which extended to larvae at 4.5 dpf (Fig. 2B), as determined by quantifying the *cmyb*^+^ signal area. Similar observations were made when we used the second DN construct (*UAS:R88A-DN-bmal1a*), with no difference in *runx1* expression at 28 hpf (Fig. S4D) but an increase in *cmyb* expression in larvae at 4.5 dpf (Fig. S4E). Since both our dominant-negative *bmal1a* zebrafish lines gave identical phenotypes, we chose to continue with the *UAS:DN-bmal1a* line only, throughout the rest of the study.

**Fig. 2.**
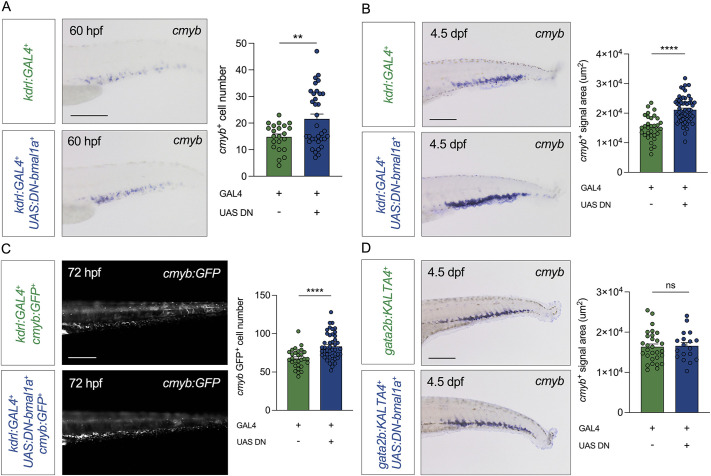
**Endothelial-specific dominant-negative *bmal1a* results in a non-cell autonomous increase in haematopoietic stem and progenitor cell numbers in the caudal haematopoietic tissue.** (A) *cmyb in situ* hybridisation and quantification in *kdrl:GAL4;UAS:DN-bmal1a* embryos and controls at 60 hpf. (B) *cmyb in situ* hybridisation and quantification in *kdrl:GAL4;UAS:DN-bmal1a* larvae and controls at 4.5 dpf. (C) *cmyb:GFP*^+^ cells and quantification in *kdrl:GAL4;UAS:DN-bmal1a;cmyb:GFP* larvae and controls at 72 hpf. (D) *cmyb in situ* hybridisation and quantification in *gata2b:KALTA4;UAS:DN-bmal1a* larvae and controls at 4.5 dpf. Statistical significance of the differences between the two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance (ns, not significant; **P<0.01, ****P<0.0001). Scale bars: 200 μm.

The increase in HSPC numbers in the CHT was corroborated by using transgenic lines that fluorescently mark HSPCs. These lines (*cmyb:GFP*, *cd41:EGFP* and *runx1:NLS-mCherry*) were crossed with *kdrl:GAL4;UAS:DN-bmal1a* double-transgenic lines, and the resulting triple-transgenic larvae were analysed by microscopy. HSPC numbers were found to be significantly increased at 72 hpf in the CHT of triple-transgenic combinations relative to controls (Fig. 2C, Figs S6A,B). The increase in HSPCs remained present at 7 dpf, as determined by *cmyb* WISH (Fig. S6C).

In order to exclude any cell-autonomous effect of our *DN-bmal1a*, we placed the construct under the control of *gata2b:KALTA4*, in order to drive *DN-bmal1a* expression specifically in HSPCs (Butko et al., 2015). We found no difference in CHT-HSPC numbers in double-transgenic larvae at 4.5 dpf (Fig. 2D). Finally, we investigated whether the EC-specific dominant-negative Bmal1a had an effect on the number of differentiated cells in the CHT. We found no difference in the numbers of neutrophils (as determined by *mpx*) (Fig. S7A), erythrocytes (*gata1*) (Fig. S7B), macrophages (*mfap4*) (Fig. S7C) or T-cells (*rag1*) (Fig. S7D) between *kdrl:GAL4;UAS:DN-bmal1a* larvae and controls at 4.5 dpf. This lack of difference in the number of differentiated cells in *kdrl:GAL4;UAS:DN-bmal1a* larvae may be attributed to the fact that the expanded HSPCs differentiate later or do not have the same differentiation potential, or that their expansion rate exceeds the rate of differentiation. Nevertheless, these findings demonstrate a role of CHT-EC-specific *bmal1a* in controlling HSPC expansion in a non-cell autonomous manner.

### Endothelial-specific dominant-negative Bmal1a results in an increased HSPC proliferation rate

Vascular morphology, such as expanded vascular plexus CHT, has a direct impact on the number of HSPCs (Xue et al., 2017; Tamplin et al., 2015). Furthermore, many factors derived from the CHT vasculature are known to positively regulate HSPC expansion (Wattrus and Zon, 2018). Thus, we reasoned that vascular morphology or the numbers of ECs in the CHT may be altered in *kdrl:GAL4;UAS:DN-bmal1a* embryos, resulting in the observed HSPC increase. However, we found no gross vascular morphological alterations in *kdrl:GAL4;UAS:DN-bmal1a;kdrl:EGFP* embryos (Fig. S3E) and the number of CHT-ECs between *kdrl:GAL4;UAS:DN-bmal1a;kdrl:nls-EGFP* zebrafish and *kdrl:GAL4;kdrl:nls-EGFP* controls was similar at 48 hpf (Fig. S3F), when some HSPCs in the CHT may still be EGFP positive after specification from the dorsal aorta endothelium, but also at 4.5 dpf (Fig. S3G), when this is likely no longer the case.

We speculated that the increase in CHT-resident HSPCs in *kdrl:GAL4;UAS:DN-bmal1a* larvae may be due to a reduced migration rate of these cells away from this niche to the kidney glomerulus, which represents the adult niche. To assess this, we performed *cmyb* WISH in *kdrl:GAL4;UAS:DN-bmal1a* larvae and controls at 4.5 and 7 dpf, before imaging and quantifying *cmyb* signal in the kidney glomeruli. At 4.5 dpf, there was reduced *cmyb* WISH signal in the kidney glomeruli in *kdrl:GAL4;UAS:DN-bmal1a* larvae (Fig. S8A), while at 7 dpf this difference was no longer present (Fig. S8B). Together, these data suggest that there is a transient delay in migration of HSPCs away from the CHT in the absence of functional endothelial Bmal1a.

We reasoned that the increase in HSPCs in the niche may also, at least in part, be due to a difference in their expansion rate in the CHT of *kdrl:GAL4;UAS:DN-bmal1a* animals. Therefore, we assessed the proliferation rate of CHT-HSPCs by staining for anti-phospho-histone 3 (PH3), a marker of mitotic cells (Hendzel et al., 1997), in *kdrl:GAL4;UAS:DN-bmal1a;cmyb:GFP* larvae and controls at 60 and 72 hpf. Triple-transgenic larvae showed a significant increase in the number of GFP^+^PH3^+^ cells in the CHT compared to controls at both 60 hpf (Fig. 3A) and 72 hpf (Fig. 3B). This indicated that the lack of functional Bmal1a in CHT-ECs results in an enhanced HSPC proliferation rate in the niche, which we decided to investigate further.

**Fig. 3.**
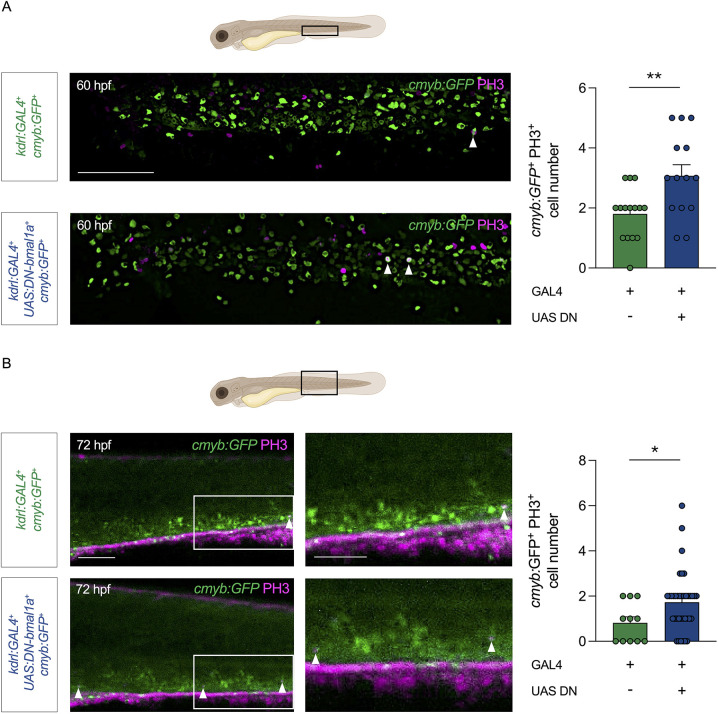
**Endothelial-specific dominant-negative *bmal1a* embryos display an increased haematopoietic stem and progenitor cell proliferation rate in the caudal haematopoietic tissue.** (A) Immunohistochemistry and quantification of *cmyb*:*GFP* and phospho-histone 3 (PH3) double-positive haematopoietic stem and progenitor cells (HSPCs) in the caudal haematopoietic tissue (CHT) of *kdrl:GAL4;UAS:DN-bmal1a;cmyb:GFP* zebrafish larvae and controls at 60 hpf. (B) Immunohistochemistry and quantification of *cmyb*:*GFP* and PH3 double-positive HSPCs in the CHT of *kdrl:GAL4;UAS:DN-bmal1a;cmyb:GFP* zebrafish larvae and controls at 72 hpf. Statistical significance of the differences between two groups was calculated using an unpaired two-tailed Student's *t*-tests assuming equal variance (*P<0.05, **P<0.01). Schematic diagrams of embryos in A and B indicate the CHT regions imaged in each respective panel. Arrowheads indicate *cmyb:GFP* and PH3 double-positive cells. Scale bars: 200 μm (A and B, left); 50 μm (B, right). Created in BioRender by Petzold, T. (2026) https://BioRender.com/i9wqnnx. This figure was sublicensed under CC-BY 4.0 terms.

### Endothelial-derived glutamine fuels definitive HSPC proliferation

We hypothesised that the lack of functional Bmal1a in CHT-ECs results in alterations in transcriptional output, leading to enhanced HSPC proliferation. To investigate this, we dissected tails of *kdrl:GAL4;UAS:DN-bmal1a;kdrl:EGFP* embryos and of *UAS:DN-bmal1a;kdrl:EGFP* controls at 36 hpf, and used FACS to isolate EGFP^+^ cells (Fig. 4A; for sorting strategy, see Fig. S9A). 

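The RNA-seq data comprise 6 libraries of sorted tail ECs at 36 hpf, 3 from kdrl:GAL4;UAS:DN-bmal1a;kdrl:EGFP embryos (DN-bmal1a) and 3 from UAS:DN-bmal1a;kdrl:EGFP embryos without the GAL4 driver (control). GAL4 is a yeast transcription factor that switches on genes placed behind its UAS sequence, so that the dominant-negative protein is made where the kdrl promoter is active. The paper gives about 60 embryos per sample, and the sample labels give about 5000 sorted cells. The authors mapped the reads to the danRer10 (GRCz10) genome with STAR, counted them per gene with HTSeq and normalized them with edgeR. They deposited 1 table of 10232 genes, each with a value in reads per 1000000 (CPM) for every library. All values above 0 (100%) were whole multiples of 1 step per library, so that the reads behind them could be recovered, and the steps equalled those given by edgeR's TMM library sizes. The recovered reads numbered 42988283, 37248181 and 51833686 in control replicates 1, 2 and 3, and 43150256, 26161915 and 55004237 in DN-bmal1a replicates 1, 2 and 3. The value of 1 read lay between 0.0178 and 0.0367 CPM. Every listed gene had reads in at least 3 libraries, so that genes with reads in fewer libraries are not covered.
The gene whose cDNA was used to make the dominant-negative transgene, bmal1a, is listed under its older symbol arntl1a. Counts per gene do not separate reads of the transgene from those of the gene itself. arntl1a had 20.6, 16.8 and 3.28 CPM in the controls and 42.9, 22.1 and 55.5 CPM in DN-bmal1a. Its log2 fold change was 1.71 (standard error 0.68, limma adjusted p = 0.402), and every DN-bmal1a library lay above every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out 1 library at a time gave log2 fold changes from 0.98 to 2.14. Fold changes were computed here on log2(CPM + 1) with limma's moderated test and Benjamini-Hochberg adjustment over all 10232 genes. The added 1 understates the change of genes with few reads.
Replicates differed from one another by more than the error of counting reads, which does not include the sampling of molecules before amplification. The common dispersion estimated by edgeR was 0.572 among the controls and 1.40 among the DN-bmal1a libraries. Between 176 and 597 genes had at least 100 reads in one control library and none in another, and between 722 and 1206 genes did so among the DN-bmal1a libraries. The number of genes without any read was 696, 34 and 422 in the controls and 722, 1760 and 865 in DN-bmal1a.

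**Figure D1:**
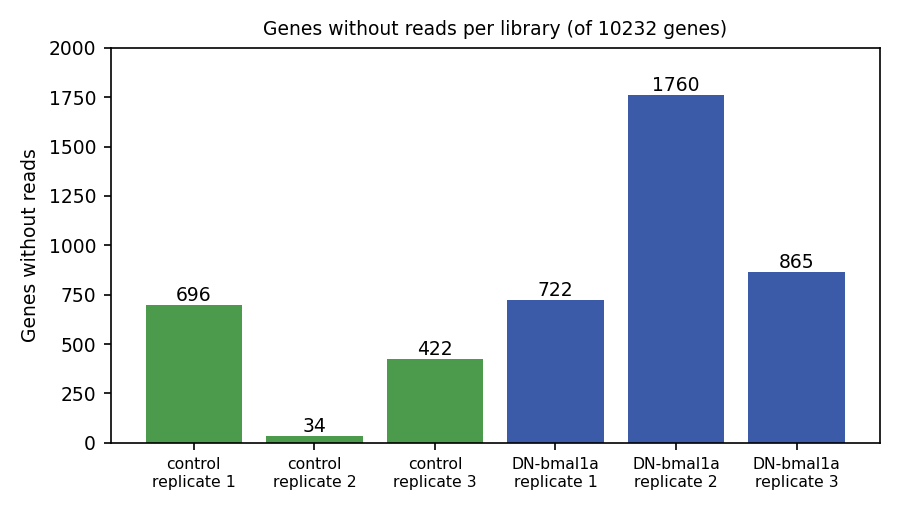
Number of genes without reads (y axis) in each of the 6 libraries (x axis), out of the 10232 genes of the table; each bar is 1 library, green for control and blue for DN-bmal1a. Control replicate 2 has 34 such genes and DN-bmal1a replicate 2 has 1760.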

We subsequently performed bulk RNA-sequencing (RNA-seq) on these ECs and found 95 differentially regulated genes between the two genotypes (Fig. 4B,C). 

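With limma on log2(CPM + 1), an adjusted p under 0.05 and a fold change of at least 2, 1 gene was differentially expressed between DN-bmal1a and control ECs. This gene, nr4a1, had 473 ± 127 CPM (SD, n = 3) in the controls and 80.9 ± 10.6 CPM (SD, n = 3) in DN-bmal1a. Its log2 fold change was -2.50 (standard error 0.24, limma adjusted p = 0.0144). At an unadjusted p under 0.05 there were 1148 genes. The values of the 3 DN-bmal1a libraries did not overlap those of the 3 controls in 1806 genes, or 17.7% of all genes, where chance gives 10%. The number differed between tests: DESeq2 on the recovered reads called 187 genes, and edgeR's quasi-likelihood test on the same reads called 0 genes, with 804 at an unadjusted p under 0.05.
The 95 genes of Table S5 all had the paper's direction in the limma fit. Of these, 1 had an adjusted p under 0.05 over all genes tested and 86 had one over the list alone, a list that was chosen from the same libraries. The highest unadjusted p among them was 0.735, for gch2, a gene named after its values were seen. In 80 of the 95 genes the groups did not overlap. Among the first genes of Table S5, zic2a had 49.7, 19.9 and 29.7 CPM in the controls and no reads in DN-bmal1a, and stab2 had 1812 ± 370 CPM (SD, n = 3) in the controls and 464 ± 228 CPM (SD, n = 3) in DN-bmal1a, with limma adjusted p values of 0.1005 and 0.108.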

The majority of differentially regulated genes were found to be downregulated in *kdrl:GAL4;UAS:DN-bmal1a;kdrl:EGFP* embryos (84/95). 

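The genes with an unadjusted limma p under 0.05 were lower in DN-bmal1a in 831 cases and higher in 317, so that 72.4% were lower. This split differed between scalings of the libraries. After quantile normalization, which gives all libraries the same distribution of values, 612 were lower and 473 higher, or 56.4% lower, and with each library rescaled to the same sum, 62.95% were lower. The median log2 fold change of all genes was -0.13 as deposited and 0.04 after quantile normalization. Without a threshold on p, 1090 genes were lower and 716 higher in all 3 DN-bmal1a libraries than in all 3 controls.
Among the genes of Table S5, the 84 that the paper lists as lower had a median log2 fold change of -2.15 on log2(CPM + 1), and the 11 that it lists as higher had a median of 1.42. The groups did not overlap in 74 of the former and 6 of the latter.

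**Figure D2:**
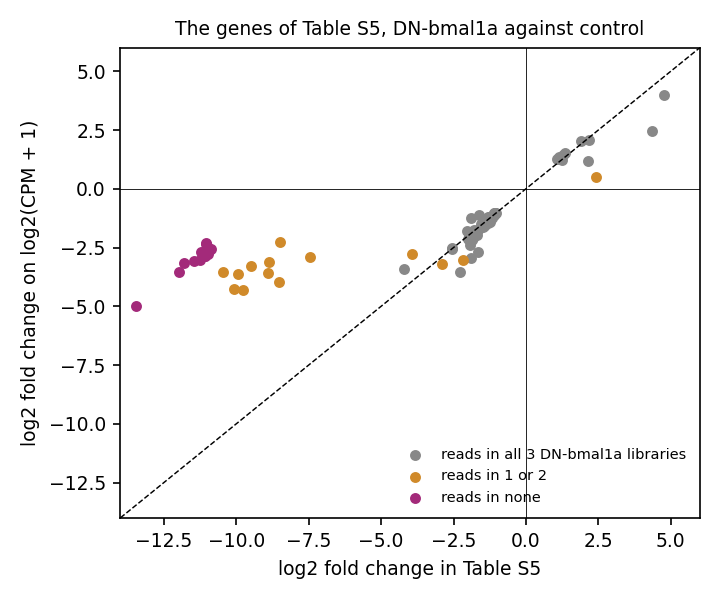
Log2 fold change of DN-bmal1a against control on log2(CPM + 1) (y axis) against the log2 fold change printed in Table S5 (x axis) for its 95 genes; each point is 1 gene, coloured by the number of DN-bmal1a libraries with reads, and the dashed line marks equal values. All points have the same sign on both axes, and the genes without reads in any DN-bmal1a library lie far above the line.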

A known direct target gene of Bmal1a, *nr1d2a* (Cho et al., 2012; Amaral and Johnston, 2012), was markedly downregulated in our RNA-seq dataset (Fig. 4B,C), providing further evidence of disrupted circadian clock function induced by the DN-Bmal1a protein.

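nr1d2a encodes a nuclear receptor of the Rev-erb family. Its values were 20.2, 7.90 and 9.33 CPM in the controls, from 838, 295 and 469 reads. In DN-bmal1a they were 0, 0.037 and 0 CPM, from 0, 1 and 0 reads. Set against a floor of 3 reads, nr1d2a was at least 161-fold lower in reads in DN-bmal1a. This bound leaves out the sampling of molecules before amplification, so that it is no bound on the change in RNA. Its log2 fold change on log2(CPM + 1), whose size is set by the added 1, was -3.63 (standard error 0.68), with an unadjusted limma p of 0.000381 and an adjusted p of 0.185 over all genes. The groups did not overlap (two-sided exact permutation test, p = 0.1). With each library left out in turn, the log2 fold change of nr1d2a stayed between -3.87 and -3.24. With at most 1 read per DN-bmal1a library, this range reflects the controls and the added 1, and is no measure of stability. On the recovered reads, its adjusted p was 0.0248 with edgeR's exact test, 9.3e-08 with DESeq2 and 0.378 with edgeR's quasi-likelihood test. The controls and the DN-bmal1a libraries each also contained many other genes with reads in 1 replicate and none in another.
The paralogue nr1d2b, chosen after its values were seen, had a log2 fold change of -1.29 (standard error 0.44, limma adjusted p = 0.357). The clock genes arntl1b, clocka and per2 changed by less than their error. arntl1b had a log2 fold change of -0.10, clocka of 0.22 and per2 of -0.0012, and the sign of each differed between ways of processing. The paper adds the fall in nr1d2a, a known target of Bmal1a, to its qPCR of per2 in whole embryos as evidence that the DN-Bmal1a protein disturbs the circadian clock.

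**Figure D3:**
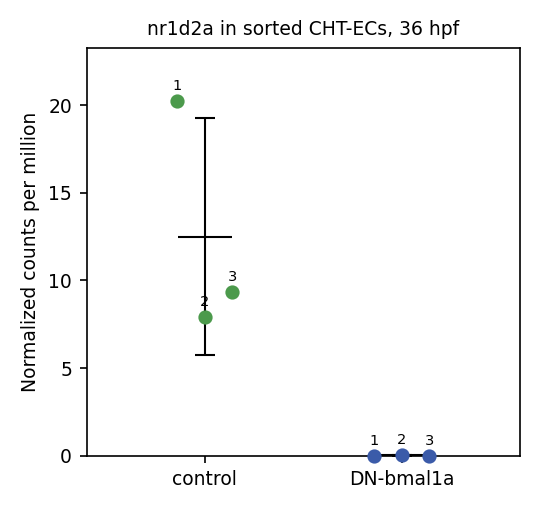
nr1d2a in normalized CPM (y axis) in the control and DN-bmal1a libraries (x axis); each point is 1 library with its replicate number, the long bar is the mean and the error bars are the SD (n = 3), not drawn below 0. The controls lie between 7.90 and 20.2 CPM and the DN-bmal1a libraries at or near 0.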

**Fig. 4.**
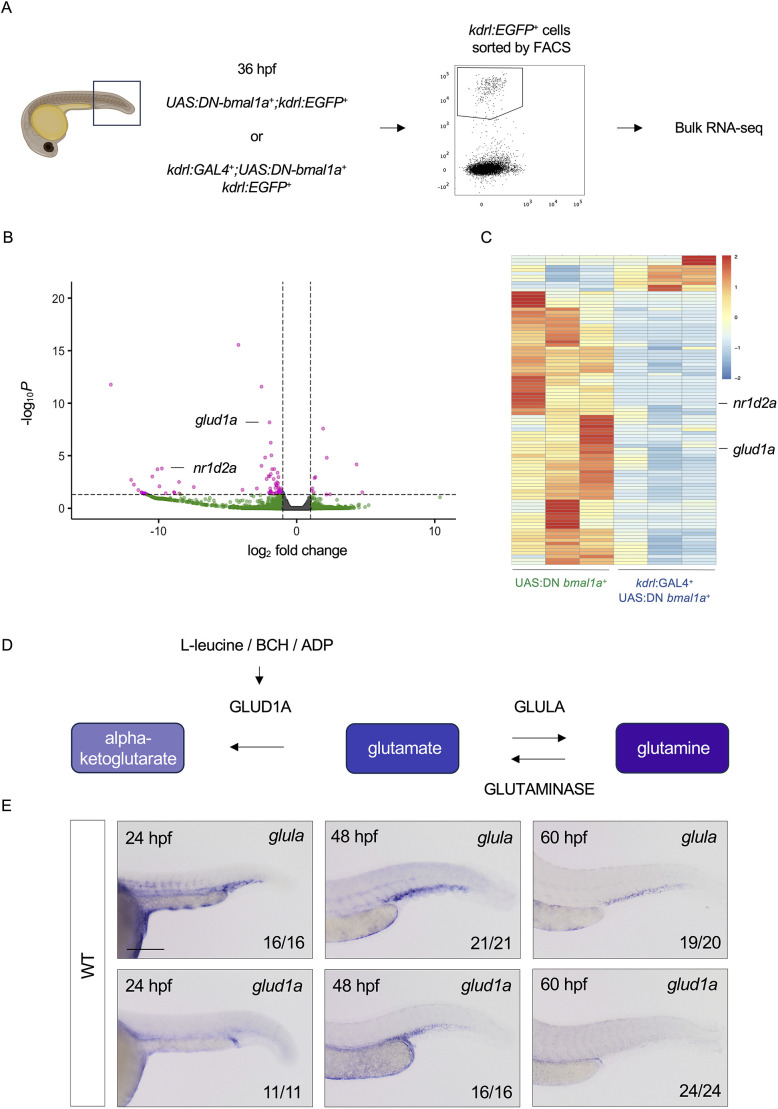
**Endothelial-specific dominant-negative *bmal1a* results in a decrease in *glud1a* expression in caudal haematopoietic tissue endothelial cells.** (A) Endothelial cells (ECs) were isolated by fluorescence-activated cell sorting (FACS) from *kdrl:GAL4;UAS:DN-bmal1a;cmyb:GFP* zebrafish embryos and controls at 36 hpf, before HSPC emergence and migration to the caudal haematopoietic tissue (CHT), and subjected to bulk RNA-sequencing; *n*≈60 embryos in triplicate for each genotype. (B) Volcano plot depicting the 95 genes that were differentially expressed in tail endothelial cells of *kdrl:GAL4;UAS:DN-bmal1a;cmyb:GFP* embryos and controls, with *glud1a* and *nr1d2a* indicated. (C) Heatmap depicting the 95 genes differentially expressed genes with *glud1a* and *nr1d2a* indicated. (D) Schematic depicting the conversion of glutamate to α-ketoglutarate and glutamine via the enzymes GLUD1A, GLULA and glutaminase. Allosteric activators of GLUD1A (L-leucine, BCH and ADP) are also depicted. (E) *In situ* hybridisation of *glula* and *glud1a* at 24, 48 and 60 hpf in wild-type embryos. The two genes are expressed in the CHT at times compatible with a role in developmental haematopoiesis. Scale bar: 200 μm. Created in BioRender by Petzold, T. (2026) https://BioRender.com/y7gmtpg. This figure was sublicensed under CC-BY 4.0 terms.

The RNA-seq data revealed that *glud1a* was downregulated in *kdrl:GAL4;UAS:DN-bmal1a;kdrl:EGFP* embryos (Fig. 4B,C), which was confirmed by qPCR (Fig. S10A) and WISH (Fig. S10B). 

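The 3 control libraries had 159, 186 and 261 CPM of glud1a, from 6582, 6936 and 13129 reads, and the 3 DN-bmal1a libraries had 122, 38.7 and 83.8 CPM, from 5288, 1056 and 4716 reads. The mean was 202 ± 53.0 CPM (SD, n = 3) in the controls and 81.7 ± 41.9 CPM (SD, n = 3) in DN-bmal1a, or 40.5% of the control mean. The log2 fold change of glud1a was -1.41 (standard error 0.39), with an unadjusted limma p of 0.00495 and an adjusted p of 0.277 over all genes. Each DN-bmal1a library lay below each control library (two-sided exact permutation test, p = 0.1). Leaving out each library in turn kept the log2 fold change between -1.77 and -0.96. Of the 28 genes named in the paper that the table lists, none had an adjusted p under 0.05 over all genes, and 7 had an unadjusted p under 0.05. Adjusted over that list alone, 6 did, but the list includes glud1a and nr1d2a, which the paper names for their change in these libraries. On the list, nr1d2a and kdrl had 0.00642, dll4 0.0309, glud1a 0.0346, and mpx and gata1a 0.0479. The log2 fold change was -0.97 for mpx, whose groups overlapped, and -2.31 for gata1a. With 0, 0 and 103 reads of gata1a in the DN-bmal1a libraries, the size of its change is set in part by the added 1. kdrl, whose promoter drives GAL4 and EGFP, had a log2 fold change of -0.96 (standard error 0.18), or 51.4% of its control mean, and dll4 of -0.66 (standard error 0.17).
For the genes of glutamine synthetase, glula had a log2 fold change of -0.64 (limma adjusted p over the list = 0.181) and glulb of 0.34 (0.239). Leaving out 1 library at a time gave -0.86 to -0.33 for glula and 0.23 to 0.44 for glulb. The paralogue glud1b, chosen after its values were seen, had 327 ± 37.6 CPM (SD, n = 3) in the controls and 272 ± 36.2 CPM (SD, n = 3) in DN-bmal1a, a log2 fold change of -0.27 (limma adjusted p = 0.611). From the lower glud1a expression, the paper reasons that glutamate could accumulate in ECs and raise the production of glutamine.

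**Figure D4:**
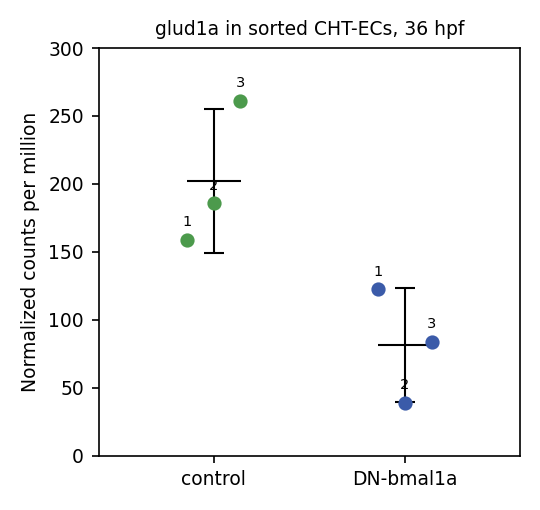
glud1a in normalized CPM (y axis) in the control and DN-bmal1a libraries (x axis); each point is 1 library with its replicate number, the long bar is the mean and the error bars are the SD (n = 3). The control libraries lie between 159 and 261 CPM and the DN-bmal1a libraries between 38.7 and 122 CPM.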

Glutamate dehydrogenase 1A (GLUD1A or GDH1), is a hexameric enzyme that catalyses the conversion of glutamate to α-ketoglutarate (Plaitakis et al., 2017; Shang et al., 2020). It counteracts the activity of GLUL (glutamate ammonia ligase), a second enzyme (glutamine synthetase) that produces glutamine *de novo* from glutamate and ammonia (Fig. 4D) (Eelen et al., 2018).

We reasoned that a downregulation of *glud1a* in our endothelial-specific *DN-bmal1a* zebrafish embryos could result in an accumulation of glutamate in ECs. This increase in the amount of available glutamate would ultimately result in an increase in glutamine production, due to an enhanced conversion of glutamate to glutamine by GLUL. To test this, we first examined the expression patterns of *glud1a* and *glul* in zebrafish by *in situ* hybridisation, to determine whether these genes are expressed in the CHT during the time of HSPC expansion. *glud1a* was found to be expressed in the CHT between 24 and 48 hpf (Fig. 4E), while *glula* (zebrafish possess three paralogues of the Glul gene family: *glula*, *glulb* and *glulc*) was expressed in the CHT between 24 and 60 hpf (Fig. 4E). Therefore, during and following aorta-derived HSPC colonisation of the CHT, *glula* may drive the production of glutamine in the niche. To investigate this hypothesis further, we quantified the amount of glutamine in the tails of 72 hpf *kdrl:GAL4;UAS:DN-bmal1a* larvae relative to controls. We observed a significant increase in the concentration of glutamine present in the EC-specific *DN-bmal1a* embryos in comparison to controls (Fig. 5A), suggesting that a reduction of Bmal1a function, and the resulting downregulation in *glud1a* expression, may ultimately account for an increased synthesis of glutamine.

**Fig. 5.**
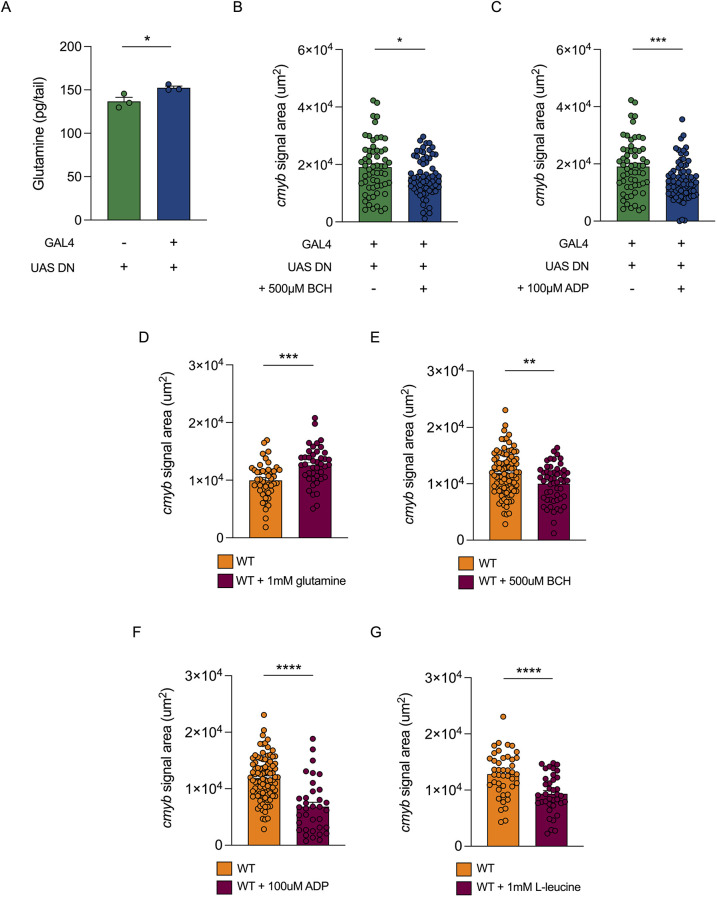
**Glutamine concentration is increased in endothelial-specific dominant-negative *bmal1a* zebrafish embryo tails and results in increased haematopoietic stem and progenitor cell numbers.** (A) Quantification of glutamine concentrations in dissected tails of *kdrl:GAL4;UAS:DN-bmal1a* larvae and controls. (B) Quantification of *cmyb in situ* hybridisation signal in *kdrl:GAL4;UAS:DN-bmal1a* larvae treated with 500 μM BCH and controls at 4.5 dpf. (C) Quantification of *cmyb in situ* hybridisation signal in *kdrl:GAL4;UAS:DN-bmal1a* larvae treated with 100 μM ADP and controls at 4.5 dpf. (D) Quantification of *cmyb in situ* hybridisation signal in wild-type larvae treated with 1 mM glutamine and controls at 4.5 dpf. (E) Quantification of *cmyb in situ* hybridisation signal in wild-type larvae treated with 500 μM BCH and controls at 4.5 dpf. (F) Quantification of *cmyb in situ* hybridisation signal in wild-type larvae treated with 100 μM ADP and controls at 4.5 dpf. (G) Quantification of *cmyb in situ* hybridisation signal in wild-type larvae treated with 1 mM L-leucine and controls at 4.5 dpf. Statistical significance of the differences between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance (*P<0.05, **P<0.01, ***P<0.001, ****P<0.0001).

Since glutamine is known to be necessary for the proliferation of many cell types, including malignant (Zhang et al., 2017; Nguyen and Duran, 2018) and stem cells (Shang et al., 2020; Yu et al., 2019), we hypothesised that the glutamine increase in the EC-specific *DN-bmal1a* embryos was the driver of the HSPC expansion phenotype observed in these animals. To investigate this, we supplemented wild-type zebrafish with 1 mM glutamine, following HSPC specification, between 48 hpf and 4.5 dpf. Glutamine supplementation resulted in increased HSPC numbers in the CHT, as determined by WISH (Fig. 5D), in line with previous *in vitro* data demonstrating the importance of glutamine for HSPC expansion (Ni et al., 2019). Together, these data suggests that the increase in glutamine production in *kdrl:GAL4;UAS:DN-bmal1a* embryos provides an explanation for the increased number of HSPCs in the CHT of these embryos.

We next investigated whether modulating GLUD1A activity affects HSPC numbers. We supplemented *kdrl:GAL4;UAS:DN-bmal1a* or wild-type zebrafish with the GLUD1A allosteric activators BCH (Han et al., 2016; Sener et al., 1981) and ADP (Li et al., 2011; Koberstein and Sund, 1973) between 48 hpf and 4.5 dpf. Supplementation of *kdrl:GAL4;UAS:DN-bmal1a* embryos with 500 μM BCH (Fig. 5B) or 100 μM ADP (Fig. 5C) resulted in decreased CHT *cmyb* signal at 4.5 dpf. Similarly, supplementation of wild-type embryos with either 500 μM BCH (Fig. 5E) or 100 μM ADP (Fig. 5F) also resulted in decreased CHT *cmyb* signal at 4.5 dpf. Wild-type embryos were then also supplemented with another allosteric activator of GLUD1A, L-leucine (Sener and Malaisse, 1980; Couee and Tipton, 1989). Supplementation of wild-type embryos with 1 mM L-leucine (Fig. 5G) also resulted in decreased CHT *cmyb* signal at 4.5 dpf.

Since the HSPC pool is very heterogeneous, we next wanted to understand which type(s) of progenitors are affected by GLUD1A activity and glutamine. To investigate this, we first treated *mindbomb* embryos with glutamine. *mindbomb* mutants are deficient for Notch signalling, and therefore lack all definitive HSPCs (Burns et al., 2005), but still produce erythromyeloid progenitors (Bertrand et al., 2010b). When treating *mindbomb* siblings with glutamine from 48 to 72 hpf, we found an increase in HSPC expansion, as determined by an increase in *cmyb* WISH signal at 72 hpf (Fig. S11A). *mindbomb^−/−^* embryos lacked *cmyb* signal in the CHT (Fig. S11B) and did not exhibit any increase following treatment with glutamine (Fig. S11B), demonstrating that only Notch-dependent aorta-derived HSPCs are sensitive to glutamine addition. To corroborate this finding, we supplemented *gata2b:KALTA4^+^;UAS:lifeact-GFP^+^* embryos with glutamine or L-leucine between 48 and 72 hpf. In line with our data using other HSPC reporter lines, we found more *gata2b:GFP^+^* HSPCs in the CHT of glutamine-treated embryos at 72 hpf (Fig. S11C). *gata2b:KALTA4^+^;UAS:lifeact-GFP^+^* embryos treated with L-leucine had fewer *gata2b:GFP^+^* cells in the CHT at 72 hpf (Fig. S11C), providing evidence that glutamine is important for the expansion of aorta-derived definitive HSPCs. Together, these results show that the *bmal1a*-*glud1a*-glutamine pathway can directly alter definitive (aorta-derived) HSPC expansion in the CHT, by modulating the amount of glutamine available to HSPCs.

### Glutamine is transported by SLC channels

Amino acids such as glutamine induce cell proliferation by activating the mTOR pathway (Jewell et al., 2015; Gonzalez et al., 2020). Glutamine is primarily transported via Slc (solute carrier)-type channels (Bhutia and Ganapathy, 2016; Yoo et al., 2020), some of which are able to carry out the export of glutamine, while others facilitate glutamine import. A further subset can both export and import glutamine (Bhutia and Ganapathy, 2016). We thus analysed the expression of Slc genes (pre-selected on their known capacity to transport glutamine) in CHT-ECs and HSPCs at 48 hpf, prior to the HSPC expansion phase. *kdrl:EGFP^+^* ECs and *ikaros:EGFP^low^* HSPCs (Mahony et al., 2018) were sorted by FACS (for sorting strategies, see Fig. S9A,B) from 48 hpf embryos and qPCR was performed to determine the expression of selected Slc genes in the sorted populations. *slc1a5* was determined to be the most highly expressed in CHT-ECs (Fig. S12A), while some other Slc genes, such as *slc38a5a* and *slc38a5b*, were also detected, albeit at a lower level. In the HSPC population, expression of importing Slc genes was analysed, as well as the expression of Slc genes encoding transporters that carry out glutamine import and export. As in ECs, *slc1a5* was determined to be the most highly expressed of the Slc genes examined in HSPCs, along with some expression of *slc38a5a*, *slc38a5b* and *slc38a2* (Fig. S12B). Together, the data demonstrate that genes encoding channels required for the transport of glutamine out of ECs and into HSPCs are expressed in the CHT at the beginning of HSPC expansion.

To probe whether SLC transporters do indeed play a role in HSPC expansion in the CHT, we treated wild-type embryos with the SLC blocker l-γ-glutamyl-*p*-nitroanilide (GPNA). GPNA was originally thought to be a specific Slc1a5 channel inhibitor (Esslinger et al., 2005), but has recently been shown to also block the activity of other sodium-dependent SLCs (Bröer et al., 2016) and also system L amino acid transporters, such as LAT1 and LAT2 (Chiu et al., 2017). Treating wild-type embryos with GPNA from 48 hpf to 4.5 dpf resulted in a complete loss of HSPCs in the CHT, as determined by *cmyb* WISH (Fig. S12F), indicating that glutamine transport into HSPCs may indeed be crucial not only for HSPC expansion but also for their survival.

### Loss of fetal liver endothelial *Bmal1* does not affect HSPC numbers in the mouse

Finally, we wanted to determine whether the HSPC expansion phenotype observed in the absence of functional EC-Bmal1a in zebrafish is conserved in mammals. To investigate this, we used a tamoxifen-inducible EC-specific mouse *Bmal1* KO line: *Cdh5*:*Cre^ERT2^*;*Bmal1^flox/flox^*. Pregnant mice were injected interperitoneally (i.p.) with 1 mg tamoxifen at embryonic day (E)10.5, following HSPC specification (Fig. S13A). Subsequently, embryo FLs were harvested at E13.5 and analysed by flow cytometry. ECs, as well as LSKs (lineage-negative Sca-1^+^ c-Kit^+^ HSPCs), were also isolated by FACS for gene expression analyses by qPCR (for the FACS gating strategy, see Fig. S14) and the purity of these populations was confirmed by qPCR analysis of *Cdh5* (Fig. S15A) and *Cmyb* (Fig. S15B) expression. *Bmal1* expression was reduced in FACS-sorted *Cdh5*:*Cre^ERT2^*;*Bmal1^flox/flox^* FL-ECs relative to controls (Fig. S13B), but this was not the case in sorted FL-LSKs (Fig. S13C), demonstrating EC-specific *Bmal1* deficiency.

Next, we assessed the impact of the EC-specific *Bmal1* KO on FL LSK numbers in mouse embryos at E13.5. We did not observe differences in LSK numbers in *Cdh5*:*Cre^ERT2^*;*Bmal1^flox/flox^* embryos compared to controls (Fig. S15C,D). Furthermore, we found that expression of the cell proliferation markers, *Mki67* (Fig. S15E) and *Ccnb2* (cyclin B2) (Fig. S15F) were unchanged in FL-LSKs between the two genotypes. Together, these results suggest that the HSPC expansion phenotype observed in the zebrafish CHT is not conserved in the analogous region in the mouse embryo: the FL.

We focused on investigating whether the *Glud1*-glutamate-*Glul*-glutamine pathway was affected in EC-specific *Bmal1* KO mouse embryos. *Glud1* expression was quantified in sorted FL-ECs by qPCR. *Glud1* expression was unchanged in *Cdh5*:*Cre^ERT2^*;*Bmal1^flox/flox^* ECs, relative to controls (Fig. S13D). This lack of transcriptional control of *Glud1* by Bmal1 in mouse FL-ECs provides an explanation as to why the HSPC expansion phenotype present in *kdrl:GAL4;UAS:DN-bmal1a* zebrafish was not recapitulated in *Cdh5*:*Cre^ERT2^*;*Bmal1^flox/flox^* mouse embryos. Furthermore, when analysing previously published single-cell transcriptomic data of human FL cells (Popescu et al., 2019), including ECs (Fig. S16A) and hepatocytes (Fig. S16B), we found that *Glud1* is in fact specifically expressed by hepatocytes but not ECs (Fig. S16C).

### The *Glud1*-glutamate-*Glul*-glutamine signalling axis is conserved in the mouse fetal liver

We next investigated whether the *Glud1*-glutamate-*Glul*-glutamine pathway is nevertheless conserved in the mouse FL. To assess this, we set up FL organ cultures in a glutamine-free medium before supplementing these with either glutamine or L-leucine, which is the allosteric activator of Glud1. After 48 h in culture, FL pieces in each condition were pooled (see Materials and Methods for details), and the resulting cell suspension was analysed by cytometry to measure the number of LSKs (Fig. 6A). All samples were fully acquired to determine the cell viability and total cell counts. Supplementation of FL organ cultures with glutamine or L-leucine did not affect cell viability (Fig. 6B) or total cell numbers (Fig. 6C) relative to glutamine-free controls. While the addition of glutamine did not alter the total number of LSKs (Fig. 6D) or their percentages (Fig. 6E), supplementation with L-leucine decreased the number of LSKs in organ cultures (Fig. 6D,E), similar to what was observed in zebrafish. Therefore, the importance of the *Glud1*-glutamate-*Glul*-glutamine axis in regulating HSPC expansion appears to be conserved in the mouse FL niche but is likely to be active in hepatocytes, rather than in ECs.

**Fig. 6.**
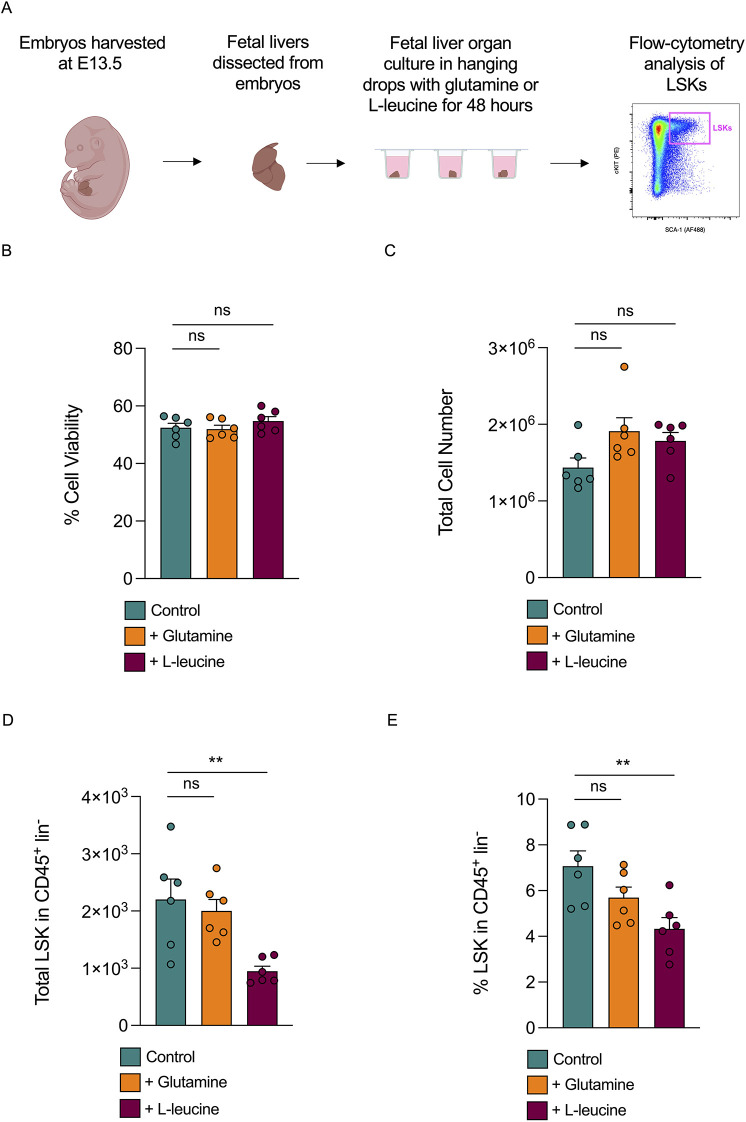
**Increasing GLUD1 activity in mouse fetal liver organ culture results in a decrease in LSKs (lineage-negative Sca-1^+^ c-Kit^+^ haematopoietic stem cells).** (A) Schematic of fetal liver organ culture experiments. Dissected fetal liver pieces were cultured with glutamine or L-leucine, or without either (controls) for 48 h prior to flow cytometry analysis. (B) Viability (percentage of live cells) of fetal liver organ culture cells in controls, or when supplemented with glutamine (2 mM or 10 mM, see Materials and Methods) or 10 mM L-leucine. (C) Total fetal liver organ culture cell numbers in controls, or when supplemented with glutamine (2 mM or 10 mM) or 10 mM L-leucine. (D) Total LSKs in CD45^+^ lin^−^ cells in controls or when supplemented with glutamine (2 mM or 10 mM) or 10 mM L-leucine. (E) Percentage of LSKs in CD45^+^ lin^−^ cells in controls, or when supplemented with glutamine (2 mM or 10 mM) or 10 mM L-leucine. Statistical significance of the differences between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance (ns, not significant; **P<0.01). Created in BioRender by Petzold, T. (2026) https://BioRender.com/59ytymc. This figure was sublicensed under CC-BY 4.0 terms.

## DISCUSSION

A complete identification of genetic factors that govern HSPC expansion remains incomplete. Here, we have discovered a previously unreported mechanism by which HSPC expansion is controlled in the haematopoietic niche through regulation of the quantity of glutamine available for HSPCs from the niche microenvironment. We have demonstrated that the precise control of bioavailable glutamine is, at least in part, carried out by the core circadian clock component *bmal1a* in zebrafish, through regulation of *glud1a* expression. Our data also suggest that Bmal1a promotes the migration of HSPCs away from the CHT. Whether Bmal1a also plays a role in the regulation of HSPC immigration into the CHT in zebrafish will be interesting to investigate in future work. Furthermore, subsequent investigations using high-resolution 3D imaging of HSPCs in the CHT, kidney glomeruli and thymus may also enhance our understanding of HSPCs in these structures in the context of EC Bmal1a loss of function. Nevertheless, this study contributes to an expanding body of work implicating circadian clock genes not only in metabolic control (Reinke and Asher, 2019; Marcheva et al., 2013), but also in stem cell biology (Weger et al., 2017; Dierickx et al., 2018) and haematopoiesis (Golan et al., 2019; Mendez-Ferrer et al., 2009).

While previous studies focused on mechanisms that regulate HSPCs in a cell-autonomous manner, here we demonstrate that Bmal1 in zebrafish exerts its control on HSPC expansion non-cell autonomously. As such, along with previously reported transcription factors that control the HSPCs in CHT, such as Tfec (Mahony et al., 2016) and Klf6a (Xue et al., 2017), we demonstrate that Bmal1a is a newly identified transcriptional regulator of HSPCs in the niche. Puram et al. previously showed that human HSPCs possess robust rhythmic expression of *Per2*, which is a direct target gene of BMAL1 (Puram et al., 2016). Contrary to this, our data in the zebrafish demonstrate that *bmal1a* expression in CHT-ECs does not cycle and is present only at 24-42 hpf. As such, the role of Bmal1a in regulating CHT-resident HSPCs occurs in a non-rhythmic manner. Interestingly non-rhythmic circadian clock gene expression has previously also been shown to also occur in the fetal liver in rats (Varcoe et al., 2013; Wharfe et al., 2011), suggesting that the lack of rhythmic circadian clock gene expression in the embryonic HSPC expansion niche is conserved across species. Further research will be required to better understand the mechanisms that induce rhythmic circadian clock gene expression in some tissues but not others.

Our study indicates that the *bmal1a*-*glud1a*-*glula*-glutamine pathway functions as a previously unidentified metabolic crosstalk between CHT-ECs and HSPCs, in line with a recent study showing a similar mechanism to enhance satellite cell proliferation during muscle regeneration (Shang et al., 2020). In their study, Shang and colleagues showed that *Glud1*-knock-out macrophages synthesise more glutamine, which is then exported out of these cells before being taken up by satellite cells, boosting their expansion and subsequent muscle regeneration. Their study was caried out in the context of muscle damage, in which the tissue must regenerate, and a downregulation in *Glud1* to generate additional glutamine was beneficial. Similarly, our research demonstrates how expression of *bmal1a* and its downstream target *glud1a* are lost in CHT-ECs prior to the arrival of HSPCs in the niche. This downregulation in *glud1a* expression then results in increased glutamine production at the time it is required by incoming HSPCs. We suggest that this *bmal1a-glud1a-glula*-glutamine axis, acting in a highly time-sensitive manner, represents a newly identified homeostatic control mechanism to precisely regulate HSPC numbers in the CHT. With this in mind, it is tempting to speculate that the mis-regulation of *glud1a* expression or protein activity may be a contributing factor in uncontrolled haematopoietic cell expansion in blood cancers, as leukaemia cells are known to be dependent on glutamine (Gregory et al., 2019; Sancerni et al., 2022).

Our Slc gene expression data in ECs and HSPCs in the CHT suggest that the encoded channels may facilitate the export of glutamine out of ECs, before allowing uptake of glutamine into HSPCs. We found *slc1a5* to be the most highly expressed glutamine export gene in CHT-ECs. Previous reports also showed high expression of *slc1a5* in both human (Oburoglu et al., 2014) and mouse (Ni et al., 2019) HSPCs. While SLC1A5 has been shown to be important for HSPC commitment to the erythroid lineage (Oburoglu et al., 2014), we find it also plays an important role in HSPC expansion. SLC1A5-mediated cellular import of neutral amino acids such as glutamine is known to stimulate mammalian target of rapamycin complex 1 (mTORC1) signalling (Nicklin et al., 2009; Bhutia et al., 2015), a well-known driver of cell growth and proliferation, by activating anabolic processes such as DNA and protein synthesis (Valvezan and Manning, 2019; Mossmann et al., 2018; Saxton and Sabatini, 2017). In our study, we used GPNA, which blocks SLC-mediated glutamine transport but also inhibits the uptake of other neutral amino acids (Bhutia and Ganapathy, 2016; Chiu et al., 2017; Fuchs and Bode, 2005), rendering it difficult to discern the relative contribution that a lack of glutamine export or uptake has on the phenotype observed. Recently however, Miklas et al. demonstrated that zebrafish and neonatal mouse hearts can regenerate through cardiomyocyte de-differentiation and proliferation, resulting from glutamine-driven mTORC1 activation (Miklas et al., 2022). Taken together, these previous findings and the data we present in this article suggest that mTORC1 is likely to be a key component of the molecular pathway by which EC-derived glutamine induces HSPC proliferation, although further research will be required to confirm this hypothesis.

The data generated from our EC-specific *Bmal1*-KO mouse embryo experiments demonstrate that *Glud1* expression is not regulated by Bmal1 in FL-ECs, providing an explanation as to why FL LSK numbers were unaltered in these animals in comparison to controls. However, our data indicate that the *Bmal1*-*Glud1*-*Glul*-glutamine pathway is likely conserved in the FL, but that it is not predominantly active in ECs as in the zebrafish CHT. Rather, single-cell transcriptome analyses of human FL cells suggests that this pathway is active in hepatocytes in mammals. Through evolution from teleosts, such as zebrafish, to mammals, HSPCs expand in a niche that has become increasingly more complex (Mahony and Bertrand, 2019): while the CHT in zebrafish is a transient vascularised tissue (Tamplin et al., 2015), the FL in mammals is a bona fide organ containing hepatocytes. Mouse FL hepatocytes have been shown to express *Bmal1* (Ceccacci et al., 2023), *Glud1* (Ceccacci et al., 2023) and *Glul* (Kuo et al., 1988), when glutamine is known to be present in, and exported from, hepatocytes (Gebhardt and Coffer, 2013; Watford, 2000). The cell-type expression differences between key regulators of the HSPC niche in zebrafish and mammals was recently highlighted in another study in which we reported that *ifi30* (*ifi30a*), a gene that plays an important role in promoting HSPC expansion by detoxifying the niche from ROS, is specifically expressed in zebrafish CHT-ECs, but is only expressed in macrophages in the human FL (Cacialli et al., 2021). This, together with our findings in the present study, demonstrates how, although the HSPC niche has evolved in complexity over time, crucial genetic pathways, such as the *bmal1a*-*glud1a*-*glula*-glutamine axis, have remained conserved.

In this article, we have elucidated a molecular pathway through which Bmal1 reprograms glutamine metabolism in the HSPC niche of both zebrafish and mouse, by controlling genes involved in glutamine synthesis. This ultimately changes glutamine availability in the niche, affecting HSPC expansion. Our findings reveal a previously unreported, non-cell autonomous, homeostatic mechanism that controls embryonic HSPC proliferation. Our mouse data demonstrate the sensitivity of the LSK population (containing bona fide HSCs) in response to Glud1 activity modulation. The lack of robust markers to discriminate HSCs from other progenitor subsets in the zebrafish model means we were unable to tease apart which of the definitive HSPC subsets respond to glutamine; this will be interesting and important to clarify in the future. Manipulation of the *bmal1a-glud1a-glula*-glutamine axis identified in this work may lead to new strategies to precisely control HSPC proliferation *ex vivo*, which could pave the way for greatly improved regenerative medicine protocols.

## MATERIALS AND METHODS

### Ethical statement

All animals, zebrafish and mice, were raised in accordance to FELASA and Swiss guidelines (Alestrom et al., 2020). All animal procedures and experiments were performed in strict accordance with all mandatory guidelines (EU and Swiss directives on the protection of animals used for scientific purposes), and approved and carried out in accordance with the guidelines of the animal research committee of Geneva [Commission Cantonale pour les Expériences sur les Animaux (CCEA) and the Office fédéral de la santé alimentaire et des affaires vétérinaires (OSAV)], under licence GE/178/19. All efforts were made to comply to the 3R guidelines.

### Mouse models and timed matings

*Tg*(*Cdh5*:*Cre^ERT2^*^+/−^;*Bmal1^flox/flox^*) (referred to as *Cdh5*:*Cre^ERT2+/−^;Bmal1^flox/flox^* throughout) mice were generated by crossing *Tg*(*Cdh5*:*Cre^ERT2+/+^*) (referred to as *Cdh5*:*Cre^ERT2^* throughout) (B6) mice (a gift from R. Adams, Max Planck Institute for Molecular Biomedicine, Münster, Germany) with *Tg*(*Bmal1^flox/flox^*) (referred to as *Bmal1^flox/flox^* throughout) (B6) mice (Jackson Laboratories) at ENVIGO. For timed matings, *Tg*(*Cdh5*:*Cre^ERT2+/−^;Bmal1^flox/flox^*) (referred to as *Cdh5*:*Cre^ERT2^*:*Bmal1^flox/flox^*) mice were crossed with *Tg*(*Bmal1^flox/flox^*) mice to generate *Cdh5*:*Cre^ERT2^*-positive and -negative littermate controls. One female mouse was placed with a single male for 12 h overnight and subsequently examined for the presence of a copulation plug. This finding was used as an indicator of potential pregnancy, and marked as embryonic day (E) 0.5. At E10.5, pregnant females were intraperitoneally (i.p.) injected with 1 mg tamoxifen (prepared as described below). At E13.5, pregnant females were euthanised and the fetal livers of the embryos were harvested for FACS and qPCR analysis. A sample of the remaining embryonic tissue was also kept for genotyping of the embryos by PCR.

### Fetal liver organ cultures

For fetal liver organ cultures, E13.5 FLs were dissected from wild-type C57BL/6 pregnant mice, and the culture was performed as previously described (Bertrand et al., 2005, 2006). Briefly, each FL was cut into eight pieces, and each piece was placed into single wells of a 60-well Terasaki plate containing 30 μl of medium composed of RPMI (deprived of glutamine), 10% fetal calf serum, penicillin/streptomycin (10 U/ml), 0.1% β-mercaptoethanol and HEPES (25 mM). The plates were then inverted and placed in an incubator at 37°C for 48 h. Glutamine (Sigma-Aldrich) was added to produce a final medium concentration of either 2 mM or 10 mM. L-leucine (Sigma-Aldrich) was added to a final medium concentration of 10 mM. Each condition was tested on six different FLs and two independent experiments were performed. At the end of the culture, all the eight pieces originating from the same FL were consolidated for FACS analysis. Since no differences were found for the readouts tested between the 2 mM or 10 mM glutamine conditions, data for these were collated.

### Tamoxifen preparation

Tamoxifen powder was purchased from Sigma (T5648-5G). The power was first dissolved in ethanol at 50 mg/ml, then diluted with castor oil to 25 mg/ml. Before injection, the tamoxifen solution was further diluted to 5 mg/ml with 1×phosphate-buffered saline (PBS). Pregnant females were i.p. injected with 200 μl of the 5 mg/ml tamoxifen solution at E10.5.

### Zebrafish husbandry

AB* zebrafish, as well as transgenic zebrafish lines were kept in a 14/10 h light/dark cycle at 28.5°C. Embryos were obtained as described previously (Westerfield, 2000). Embryos were staged by hours-post fertilisation (hpf) as described previously (Kimmel et al., 1995). In this study, the zebrafish *mindbomb^ta52b^* (Itoh et al., 2003) mutant was used, as well as the following transgenic zebrafish lines: *Tg(kdrl:GAL4)^bw9^* (Kim et al., 2014) (referred to as *kdrl:GAL4*), *Tg(gata2b:KALTA4)^sd32^* (Butko et al., 2015) (referred to as *gata2b:KALTA4*), *Tg(kdrl:EGFP)^s843^* (Jinn et al., 2005) (referred to as *kdrl:EGFP*)*, Tg(kdrl:EGFP-NLS)* (Blum et al., 2008) (referred to as *kdrl:nls-EGFP*), *Tg(cmyb:GFP)^zf169^* (North et al., 2007) (referred to as *cmyb:GFP*), *Tg(Mmu.Runx1:NLS-mCherry)^cz2010^* (Tamplin et al., 2015) (referred to as *runx1:mCherry*), *Tg(CD41:EGFP)* (Lin et al., 2005) (referred to as *cd41:EGFP*), *Tg(ikaros:EGFP)^fr101^* (referred to as *ikaros:EGFP*) and *Tg(UAS:lifeact-GFP)^mu271^* (Butko et al., 2015). Zebrafish embryos were treated with 0.003% 1-phenyl-2-thiourea (PTU, Sigma P7629) starting at 24 hpf to prevent pigmentation.

### Generation of transgenic animals

For *Tg(UAS:DN-bmal1a)* and *Tg(UAS:R88A-DN-bmal1a)* zebrafish generation, a Tol2 vector containing 4xUAS promoter, the coding sequence (including a STOP codon) and a poly-adenylation signal sequence was generated by subcloning. The Tol2 *UAS:R88A-DN-bmal1a* construct was generated by first generating a *UAS:full-length bmal1a* construct, before carrying out site-directed mutagenesis of this using a QuikChange II kit (Agilent). AB* zebrafish embryos were co-injected with 50 pg of the final Tol2 vector along with 50 pg of *tol2 transposase* mRNA. Injected F0s were mated with AB* zebrafish, and the resulting F1 offspring were screened by PCR to assess germline integration of the Tol2 construct. Primers used for the generation of the *UAS:DN-bmal1a* and *UAS:R88A-DN-bmal1a* constructs, and for genotyping of UAS lines are listed in Tables S2 and S3, respectively.

### Whole-mount *in situ* hybridisation and analyses

Whole-mount *in situ* hybridisation was performed on 4% paraformaldehyde-fixed embryos, as described previously (Thisse and Thisse, 2008). Digoxigenin-labelled *runx1*, *cmyb*, *dll4*, *mpx*, *gata1*, *mfap4* (*mfap4.1*) and *rag1* probes were previously described (Mahony et al., 2016; Petzold et al., 2025). *bmal1a*, *bmal1b*, *clocka, glula*, *glud1a*, *slc1a5*, *slc38a5a* and *slc38a5b* digoxigenin-labelled probes were synthesised using an RNA labelling kit (SP6/T7; Roche), using primers listed in Table S1. RNA probes were generated by linearisation of TOPO-TA or ZeroBlunt vectors (Invitrogen) containing the PCR-amplified cDNA sequences.

### Immunofluorescence

Transgenic fluorescent embryos were embedded in 1% agarose in a glass-bottomed dish. Immunofluorescence double staining was performed as described previously (Gao et al., 2015), with chicken anti-GFP (1:400; Life Technologies, A10262) and rabbit anti-phospho-histone 3 (PH3) antibodies (1:250; Abcam, ab308373). AlexaFluor 488-conjugated anti-chicken secondary antibody (1:1000; Life Technologies, A11039) and AlexaFluor 594-conjugated anti-rabbit secondary antibody (1:1000; Life Technologies, A11012) were used to reveal the primary antibodies.

### Zebrafish chemical treatments

All compounds used in this study were purchased from Sigma-Aldrich. Zebrafish were treated with glutamine at a final concentration of 1 mM, BCH at 500 μM, ADP at 100 μM, L-leucine at 1 mM and GPNA at 500 μM. Zebrafish were exposed to compounds in 0.003% 1-phenyl-2-thiourea (PTU, Sigma, P7629) E3 (fish) water in multiwell plates between 48 hpf and 4.5 dpf, unless stated otherwise. Compound water was replaced every 12 h. Following exposure, embryos were fixed in 4% paraformaldehyde.

### Glutamine assay

Tails of 72 hpf *kdrl:GAL4;UAS:DN-bmal1a* larvae and *kdrl:GAL4* controls were dissected. Three independent experiments were carried out using clutches of ∼35 embryos per condition. The glutamine concentration per embryo tail was then quantified using a colorimetric glutamine assay kit following the manufacturer's protocol (Abcam, ab197011).

### Microscopy

Whole-mount *in situ* hybridisation images were taken on an Olympus MVX10 microscope in 100% glycerol. Fluorescent images were taken with an Olympus IX83 microscope. Representative fluorescent confocal images in Fig. 3A were taken using an upright 3i spinning-disc confocal microscope and a Zeiss Plan-Apochromat water-dipping objective. Representative fluorescent confocal images in Fig. 3B were taken using a Nikon inverted A1r spectral microscope. Fluorescent confocal images in Fig. 3A are 3D maximum projection images from *z*-stack acquisitions, while fluorescent confocal images in Fig. 3B were taken in 2D. All images were taken using the CellSens Dimension software (Olympus) apart from confocal images, which were taken using the NIS-Elements Advanced Research software (Nikon).

### Image processing and quantification

All images were processed using Fiji ImageJ (NIH) (Schindelin et al., 2012). *bmal1a*, *runx1* and *cmyb in situ* hybridisation signal intensity of the desired region was quantified as described previously (Dobrzycki et al., 2018). Quantification of *cmyb*-, *mpx*- and *mfap4*-positive cell numbers in the desired region in *in situ* hybridisation images was carried out manually using the counter tool following image inversion, sharpening and enlarging the region of interest of each image in Fiji ImageJ, as was carried out previously (Cacialli et al., 2021, 2022). *cmyb*, *gata1* and *rag1 in situ* hybridisation expression area in particular regions was measured manually in Fiji ImageJ, as has been carried out previously (Lundin et al., 2020; Soto et al., 2021; Klaus et al., 2022; Ghersi et al., 2023; Cacialli et al., 2021; Aleman et al., 2026). In all *in situ* hybridisation quantifications, aortic signals along the trunk to the end of the yolk tube extension, and CHT signals from the end of the yolk tube extension to the end of the tail were quantified, respectively. *kdrl:nls-EGFP*, *cmyb:GFP*-, *cd41:EGFP^low^*- and *runx1:nls-mCherry*-positive cell numbers in the CHT were quantified manually from 2D images using the counter tool following image inversion, sharpening and enlarging the region of interest of each image in Fiji ImageJ, as was carried out previously (Cacialli et al., 2021, 2022). Positive cells from the end of the yolk tube extension to the end of the tail were quantified.

### Fluorescence activated cell sorting

Whole-zebrafish embryos or tail dissections were incubated with a liberase-blendzyme 3 (Roche) solution for 90 min at 33°C, then dissociated and resuspended in 0.9× PBS/1% fetal calf serum, as described previously (Cacialli et al., 2021). We distinguished and excluded dead cells by staining them with SYTOX-red (Life Technologies) or DRAQ7 (Thermo Fischer Scientific). Cell sorting was performed using an Aria II (BD Biosciences, software diva v6.1.3) or BIORAD S3 cell sorter. Cell suspensions were passed through a 40 mm filter prior to FACS. Data were acquired on a LSR2Fortessa (BD Biosciences, software diva8.0.2) and analysed with FlowJo. Fetal livers were dissociated into 1% BSA in PBS by pipetting, and then underwent red blood cell lysis using RBC Lysis Buffer (Biolegend, 420302) for 5 min at room temperature. Cells were then washed and blocked with FcR Blocking Reagent (mouse; 1:50) from Miltenyi Biotec (130-092-75) for 15 min at room temperature. Cells were surface stained with CD31 (clone MEC13.3), Sca1 (clone D7), CD45 (clone 30-F11), cKit (CD117; clone2B8) and lineage (CD19, clone 6D5; GR1, clone RB6-8C5; TER119, clone TER-119; and CD3, clone 145-2C11) antibodies (1:100) for 15 min on ice. DAPI was used to distinguish live cells (2 μg per 1 million cells; AppliChem, A4099). Cells were analysed and sorted using an Aria Fusion cell sorter (BD Biosciences) and flow cytometry data analysed using FlowJo software (BD). For qPCR, cells were directly sorted into Qiagen RLT lysis buffer (79216).

### Quantitative real-time PCR and analyses

Total RNA was extracted using RNeasy minikit (Qiagen) and reverse transcribed into cDNA using a Superscript III kit (Invitrogen). Quantitative real-time PCR (qPCR) was performed using a KAPA SYBR FAST Universal qPCR Kit (KAPA BIOSYSTEMS) and run on a CFX connect real-time system (Bio-Rad). All qPCR primers used for gene expression in zebrafish and mouse are listed in Table S4. All qPCR experiments were performed using technical triplicates. Experiments were each repeated three times and fold-change averages from each experiment were combined.

### Bulk RNA-sequencing and analyses

The total RNAs of sorted GPF^+^ cells from the tails of 36 hpf *kdrl:EGFP* embryos were extracted using a QIAGEN RNeasy Mini Kit. The mRNA sequencing libraries were generated using a SMARTer Nextera kit for Illumina. The library preparations were sequenced on an Illumina Hiseq 4000 platform and 150 bp paired-end reads were generated. The fastq files were mapped to the UCSC Danio rerio danRer10 (GRCz10) genome with STAR v2.7.0f (Dobin et al., 2013). The biological QC was performed with picard tools. The number of reads mapping to each gene feature of the UCSC Danio rerio danRer10 reference was prepared with HTSeq v0.9.1 (HTseq-count) (Putri et al., 2022; Anders et al., 2015). The differential expression analysis was performed with the statistical analysis R/Bioconductor package edgeR 1.34.1 (Robinson et al., 2010), with a multiple testing Benjamini and Hochberg correction FDR 5% and a fold-change threshold of 2. Differentially expressed genes are listed in Table S5.

### Data analyses

Statistical significance between two samples was calculated using unpaired two-tailed Student's *t*-tests assuming unequal variance. At least three independent experiments were carried out in all cases, unless stated otherwise. In all experiments, normality was assumed and variance was comparable between groups. Sample size was selected empirically according to previous experience in the assessment of experimental variability. The investigators were blinded for all transgenic zebrafish and mouse flow cytometry experiments, both during the experiments and the quantification. Circadian rhythmicity in Fig. S1 was determined by cosinor analysis (Spadaro et al., 2020; Refinetti et al., 2007). Numerical data are the mean±s.e.m., unless stated otherwise. Statistical calculations and the graphs for the numerical data were performed using Prism 10 software (GraphPad Software). Details of the statistical analyses for the bulk RNA-seq experiment are provided in the corresponding section.

## Supplementary Material

10.1242/develop.204726_sup1 Supplementary information

# Supplementary material for: BMAL1 modulates glutamine supply to control haematopoietic stem and progenitor cell expansion
**Source:** Development. 2026 Apr 15;153(8):dev204726. doi: 10.1242/dev.204726
**Supplement:** Supplementary information

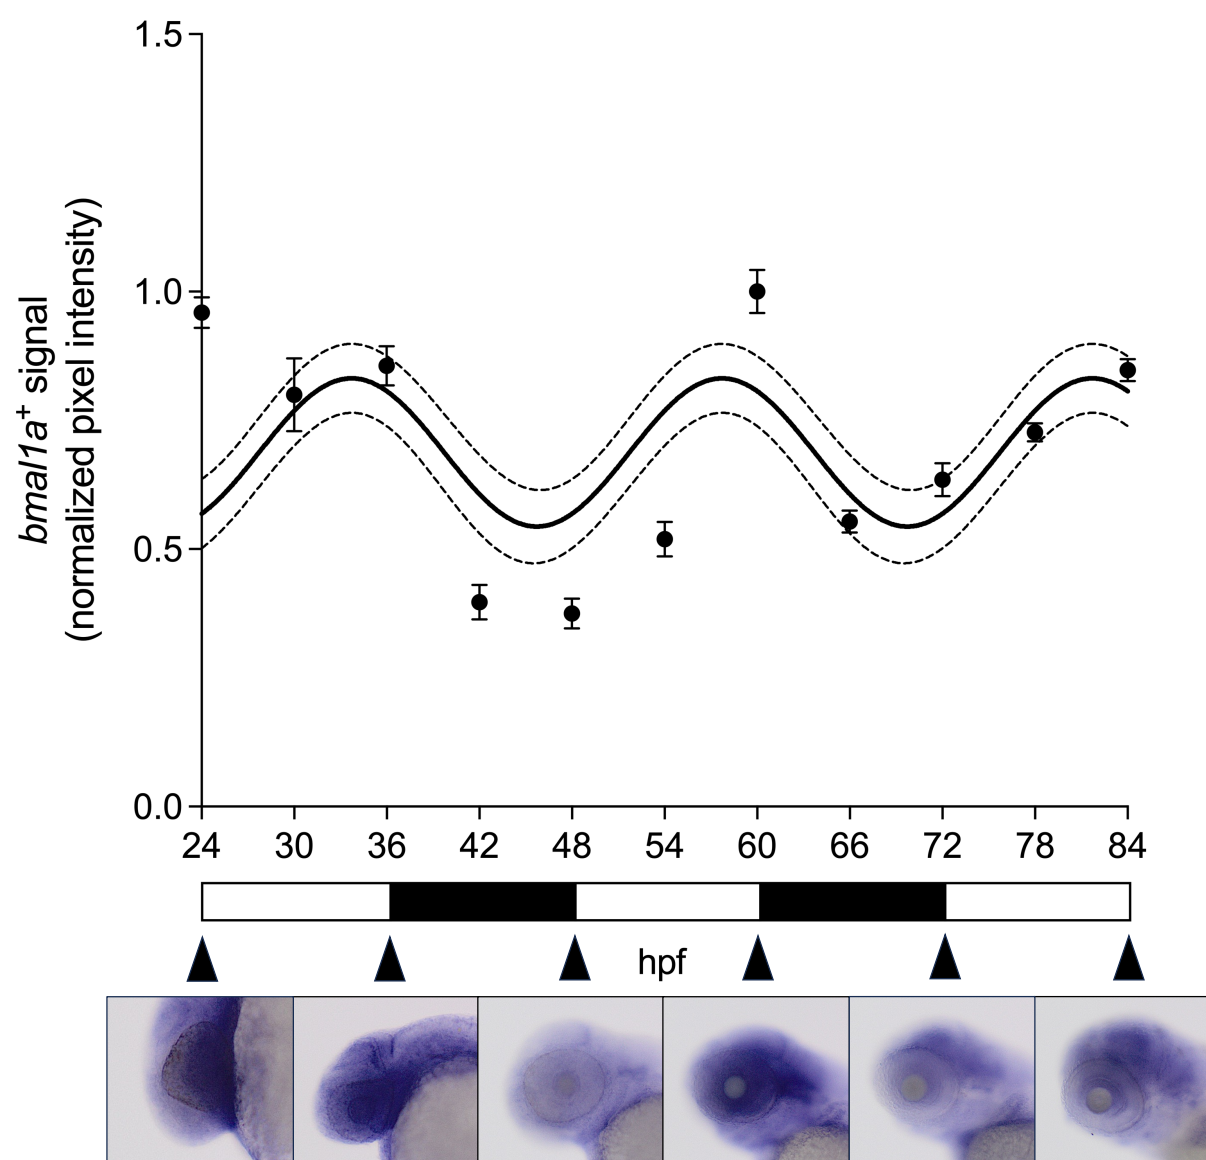

**Fig. S1. *bmal1a* is expressed rhythmically in the heads of zebrafish embryos raised in light-dark cycles.** Quantification of normalised *bmal1a* *in situ* hybridisation signal between 24-84 hpf in the heads of wild-type zebrafish raised in light-dark cycles;  $n=9-10$  embryos or larvae for each timepoint. Images under the graph are representative *in situ* images of embryo / larvae heads every 12 hours. Circadian rhythmicity was determined by cosinor analysis.

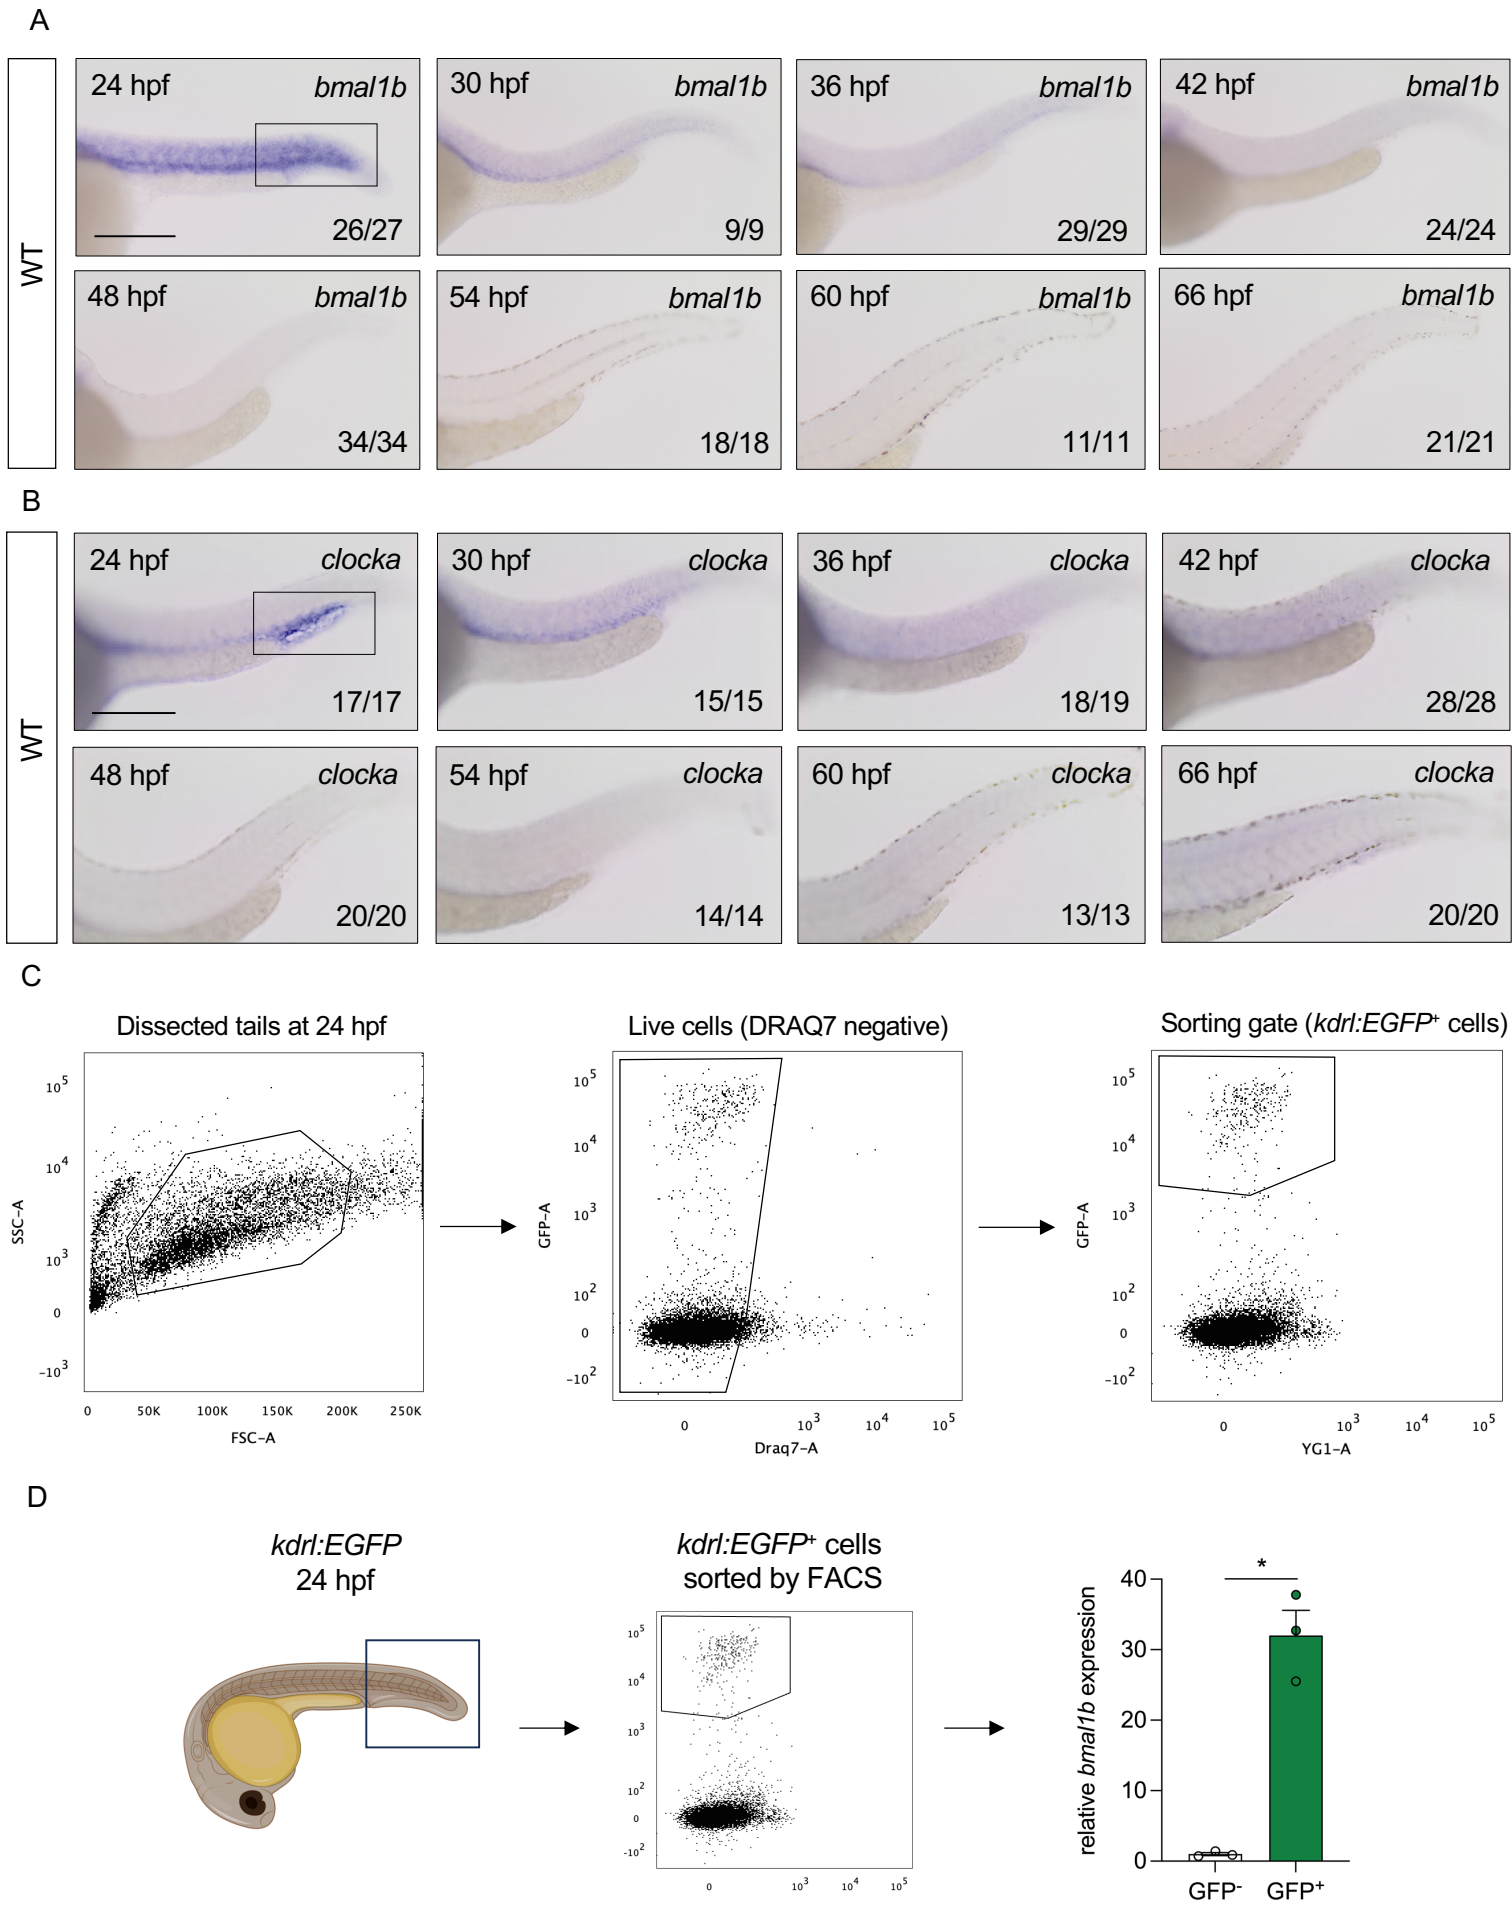

**Fig. S2. Circadian clock genes are expressed in the CHT at 24 hpf.** **A.** *in situ* hybridisation of *bmal1b* from 24-66 hpf in the tails of zebrafish embryos raised in light-dark cycles. **B.** *in situ* hybridisation of *clocka* from 24-66 hpf in the tails of zebrafish embryos raised in light-dark cycles. **C.** Fluorescence activated cell sorting (FACS) plots to depict the strategy used to sort endothelial cells from the tails of *kdr1:EGFP* embryos at 24 hpf. **D.** *kdr1:EGFP* tails were dissected at 24 hpf before endothelial cells were sorted by FACS and *bmal1b* expression was quantified by qPCR;  $n \approx 50$  embryos in triplicate. Rectangles in **A** and **B** indicate the CHT area. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bars: 200  $\mu$ m. Created in BioRender by Petzold, T. (2026) <https://BioRender.com/y7gmtpg>. This figure was sublicensed under CC-BY 4.0 terms.

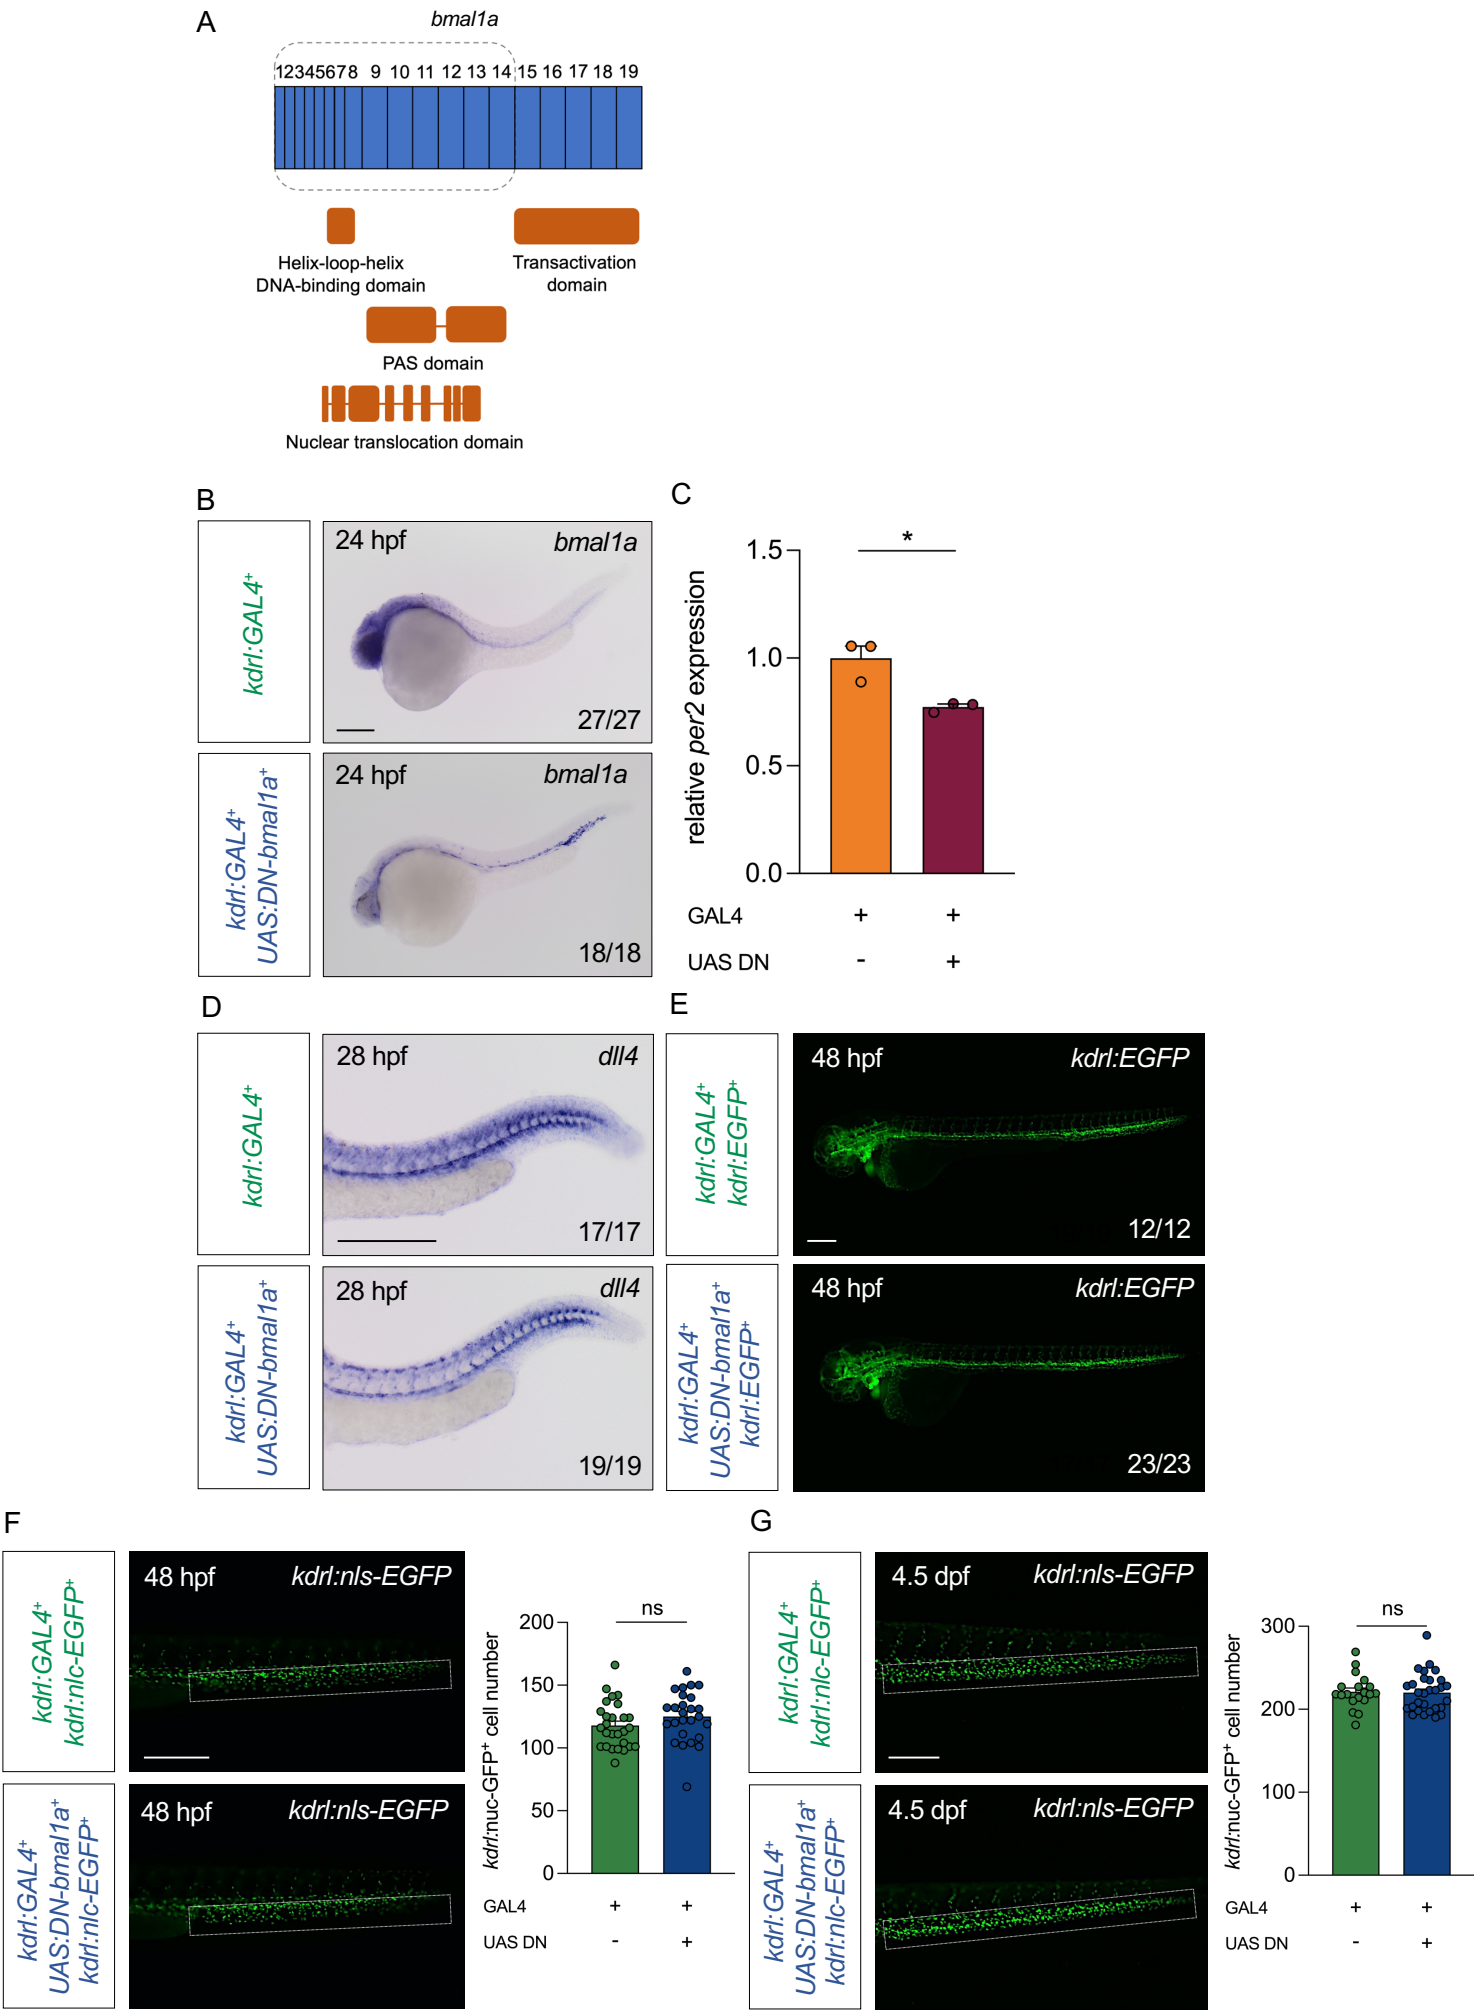

**Fig. S3. Loss of the Bmal1a transactivation domain in endothelial-specific dominant-negative Bmal1a zebrafish embryos reduces target gene expression but does not alter vascular development.** **A.** Schematic showing the region of the *bmal1a* gene (within the dotted line) that was cloned from cDNA for the generation of the *UAS:DN-bmal1a* zebrafish line. Exons are indicated in blue (numbered 1-19) and protein domains are indicated in orange. Note the exclusion of the transactivation domain in the cloned fragment. **B.** *in situ* hybridisation of *bmal1a* in *kdrl:GAL4;UAS:DN-bmal1a* embryos and controls at 24 hpf. **C.** qPCR analysis of *per2* expression in whole *kdrl:GAL4;UAS:DN-bmal1a* embryos and controls at 36 hpf;  $n \sim 30$  embryos in triplicate for each genotype. **D.** *in situ* hybridisation of *dll4* in *kdrl:GAL4;UAS:DN-bmal1a* embryos and controls at 28 hpf. **E.** *kdrl:EGFP* fluorescence in *kdrl:GAL4;UAS:DN-bmal1a;kdrl:EGFP* embryos and controls at 48 hpf. **F.** *kdrl:nls-EGFP* fluorescence and GFP<sup>+</sup> cell quantification in the CHT of *kdrl:GAL4;UAS:DN-bmal1a;kdrl:nls-EGFP* embryos and controls at 48 hpf. **G.** *kdrl:nls-EGFP* fluorescence and GFP<sup>+</sup> cell quantification in the CHT of *kdrl:GAL4;UAS:DN-bmal1a;kdrl:nls-EGFP* larvae and controls at 4.5 dpf. Rectangles in **F** and **G** indicate the CHT area in which cells were quantified. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bars: 200  $\mu$ m.

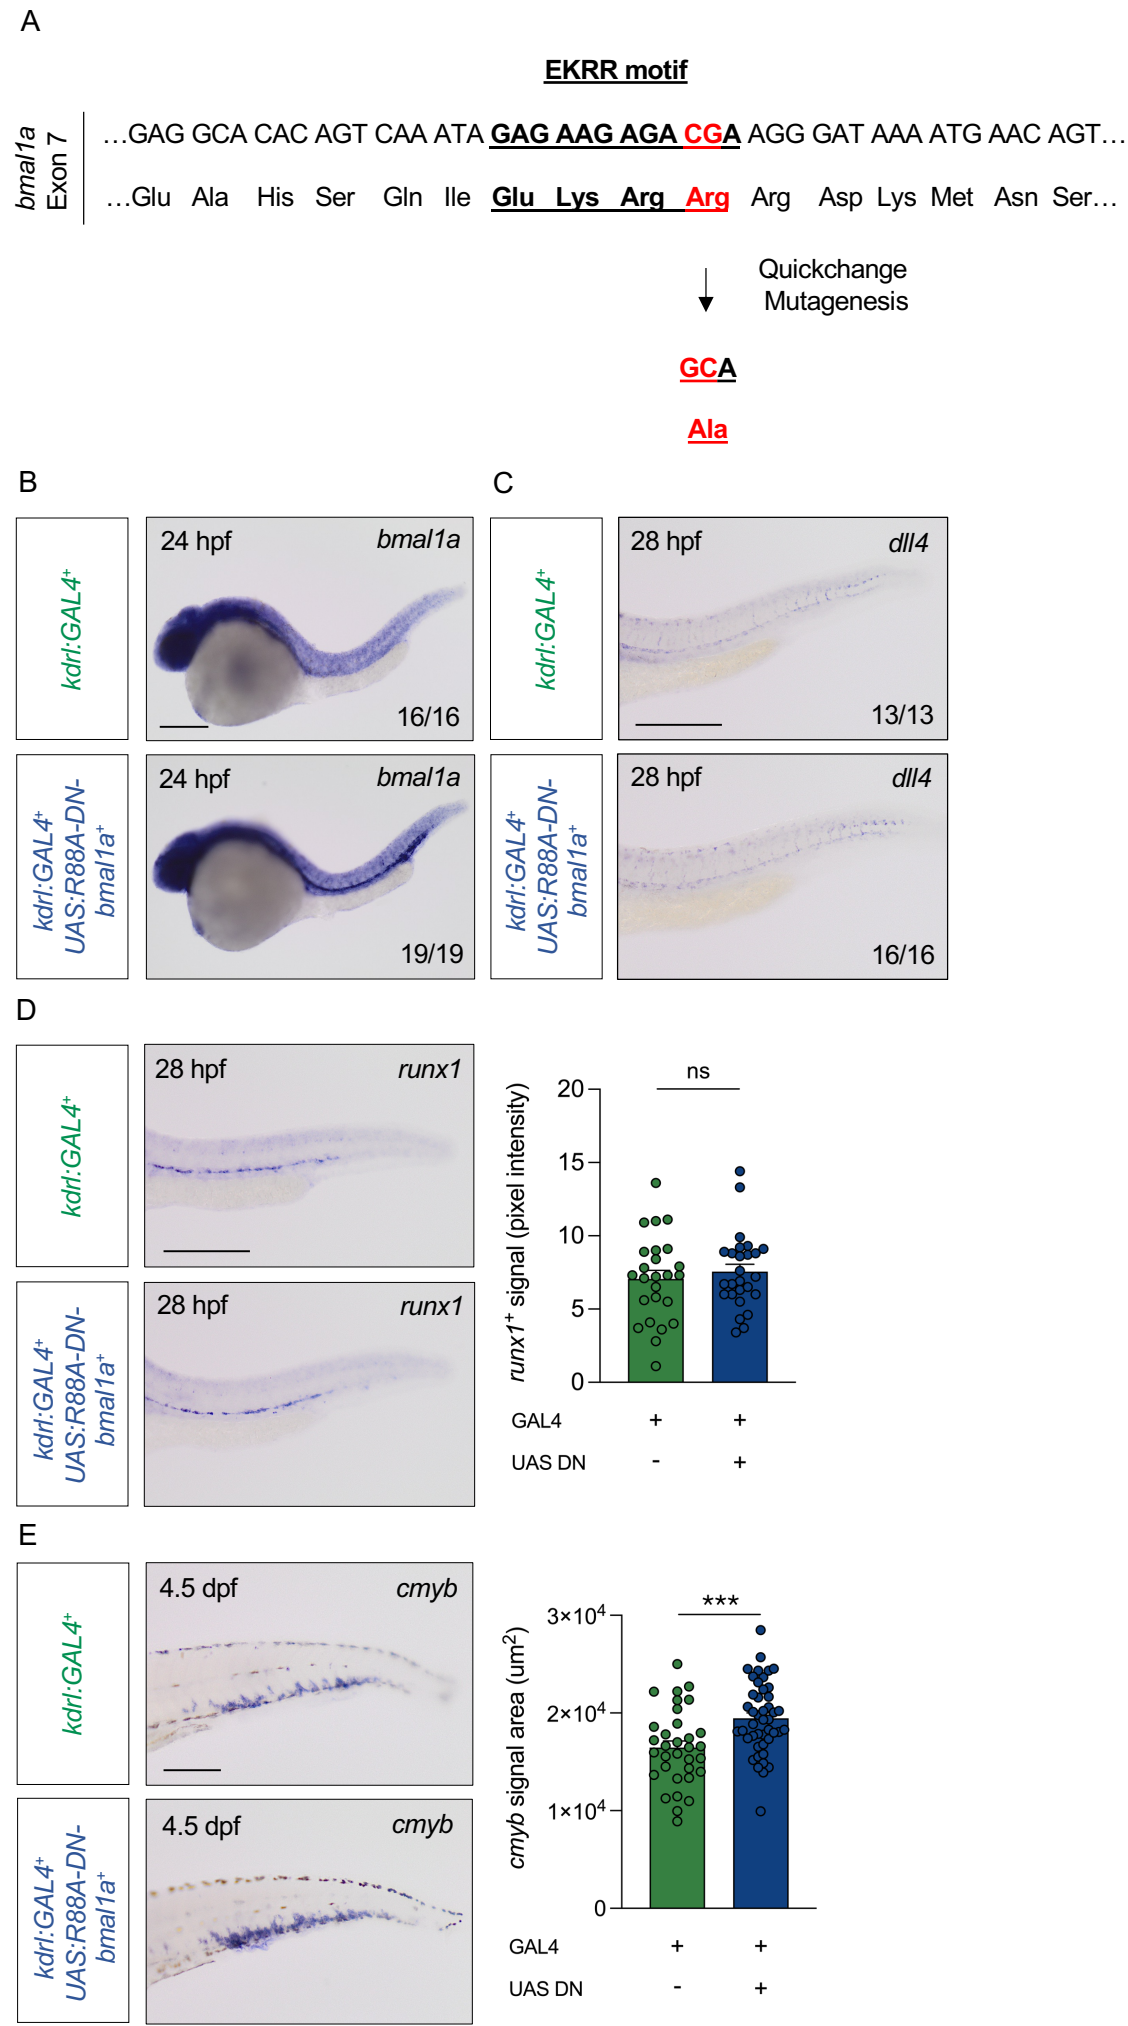

**Fig. S4. Endothelial-specific R88A-DN-*bmal1a* results in an increase in the number of HSPCs in the CHT at 4.5 dpf.** **A.** Experimental schematic showing the R88A amino acid change in the *bmal1a* EKRR motif induced by quickchange mutagenesis. **B.** *in situ* hybridisation of *bmal1a* in *kdrl:GAL4;UAS:R88A-DN-bmal1a* zebrafish embryos and controls at 24 hpf. **C.** *in situ* hybridisation of *dll4* in *kdrl:GAL4;UAS:R88A-DN-bmal1a* embryos and controls at 28 hpf. **D.** *runx1* *in situ* hybridisation and quantification in *kdrl:GAL4;UAS:R88A-DN-bmal1a* embryos and controls at 28 hpf. **E.** *cmyb* *in situ* hybridisation and quantification in *kdrl:GAL4;UAS:R88A-DN-bmal1a* larvae and controls at 4.5 dpf. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bars: 200  $\mu$ m.

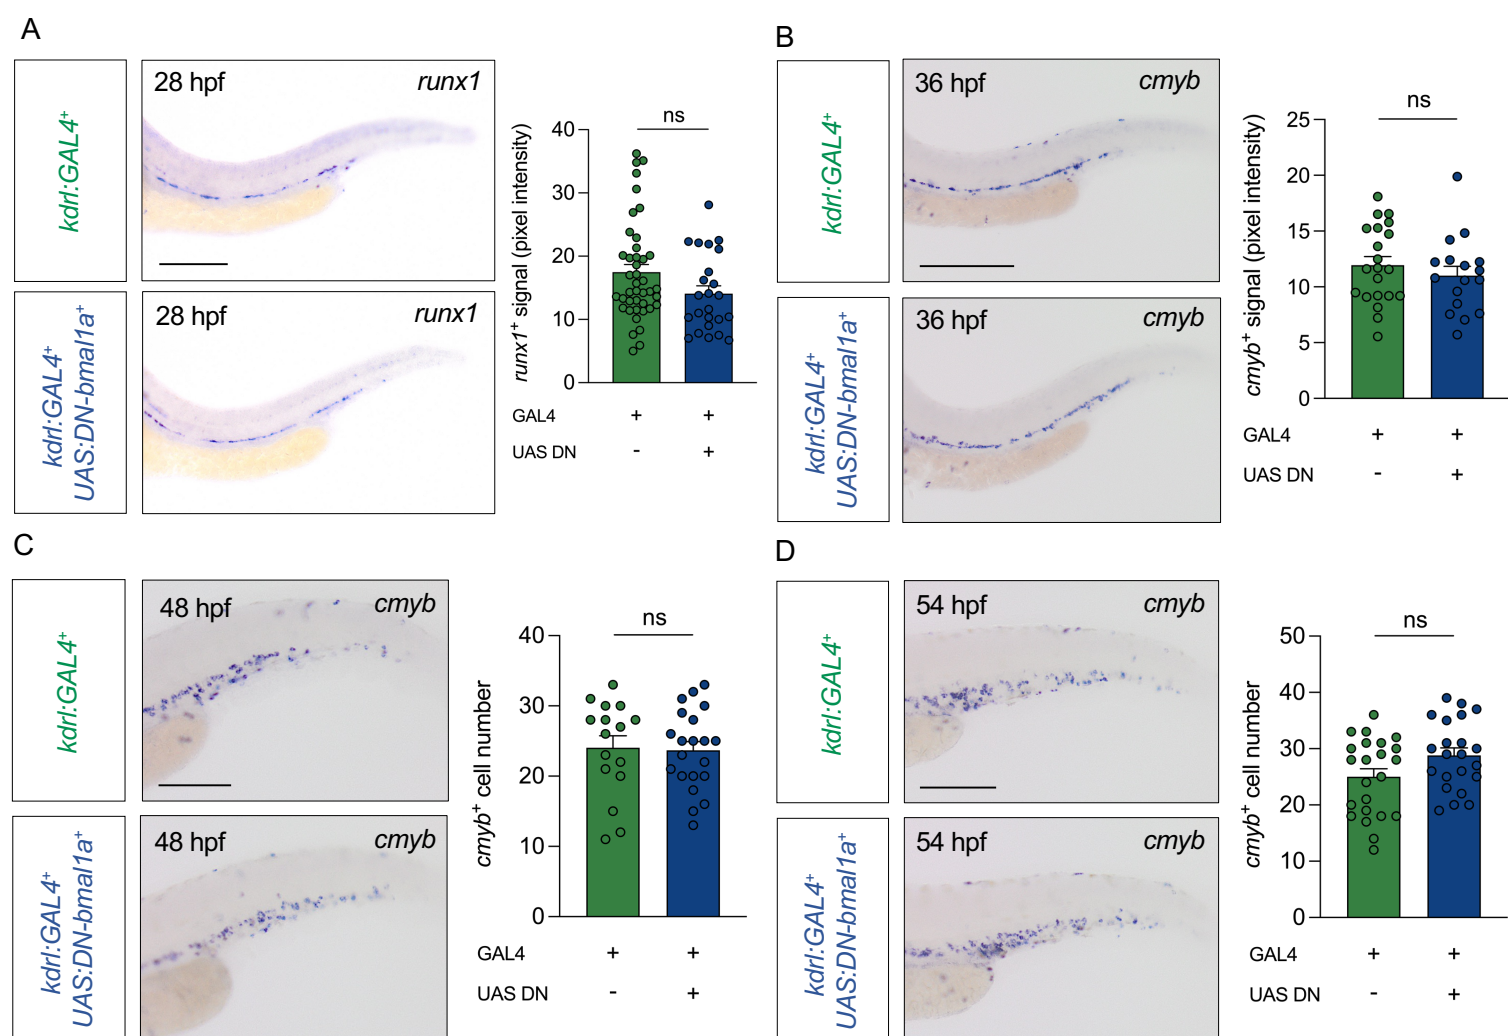

**Fig. S5. Endothelial-specific dominant-negative *bmal1a* does not result in an increase in HSPC numbers in the CHT between 28 and 54 hpf.** **A.** *runx1* in situ hybridisation and quantification in *kdr1:GAL4;UAS:DN-bmal1a* zebrafish embryos and controls at 28 hpf. **B.** *cmyb* in situ hybridisation and quantification in *kdr1:GAL4;UAS:DN-bmal1a* embryos and controls at 36 hpf. **C.** *cmyb* in situ hybridisation and quantification in *kdr1:GAL4;UAS:DN-bmal1a* embryos and controls at 48 hpf. **D.** *cmyb* in situ hybridisation and quantification in *kdr1:GAL4;UAS:DN-bmal1a* embryos and controls at 54 hpf.

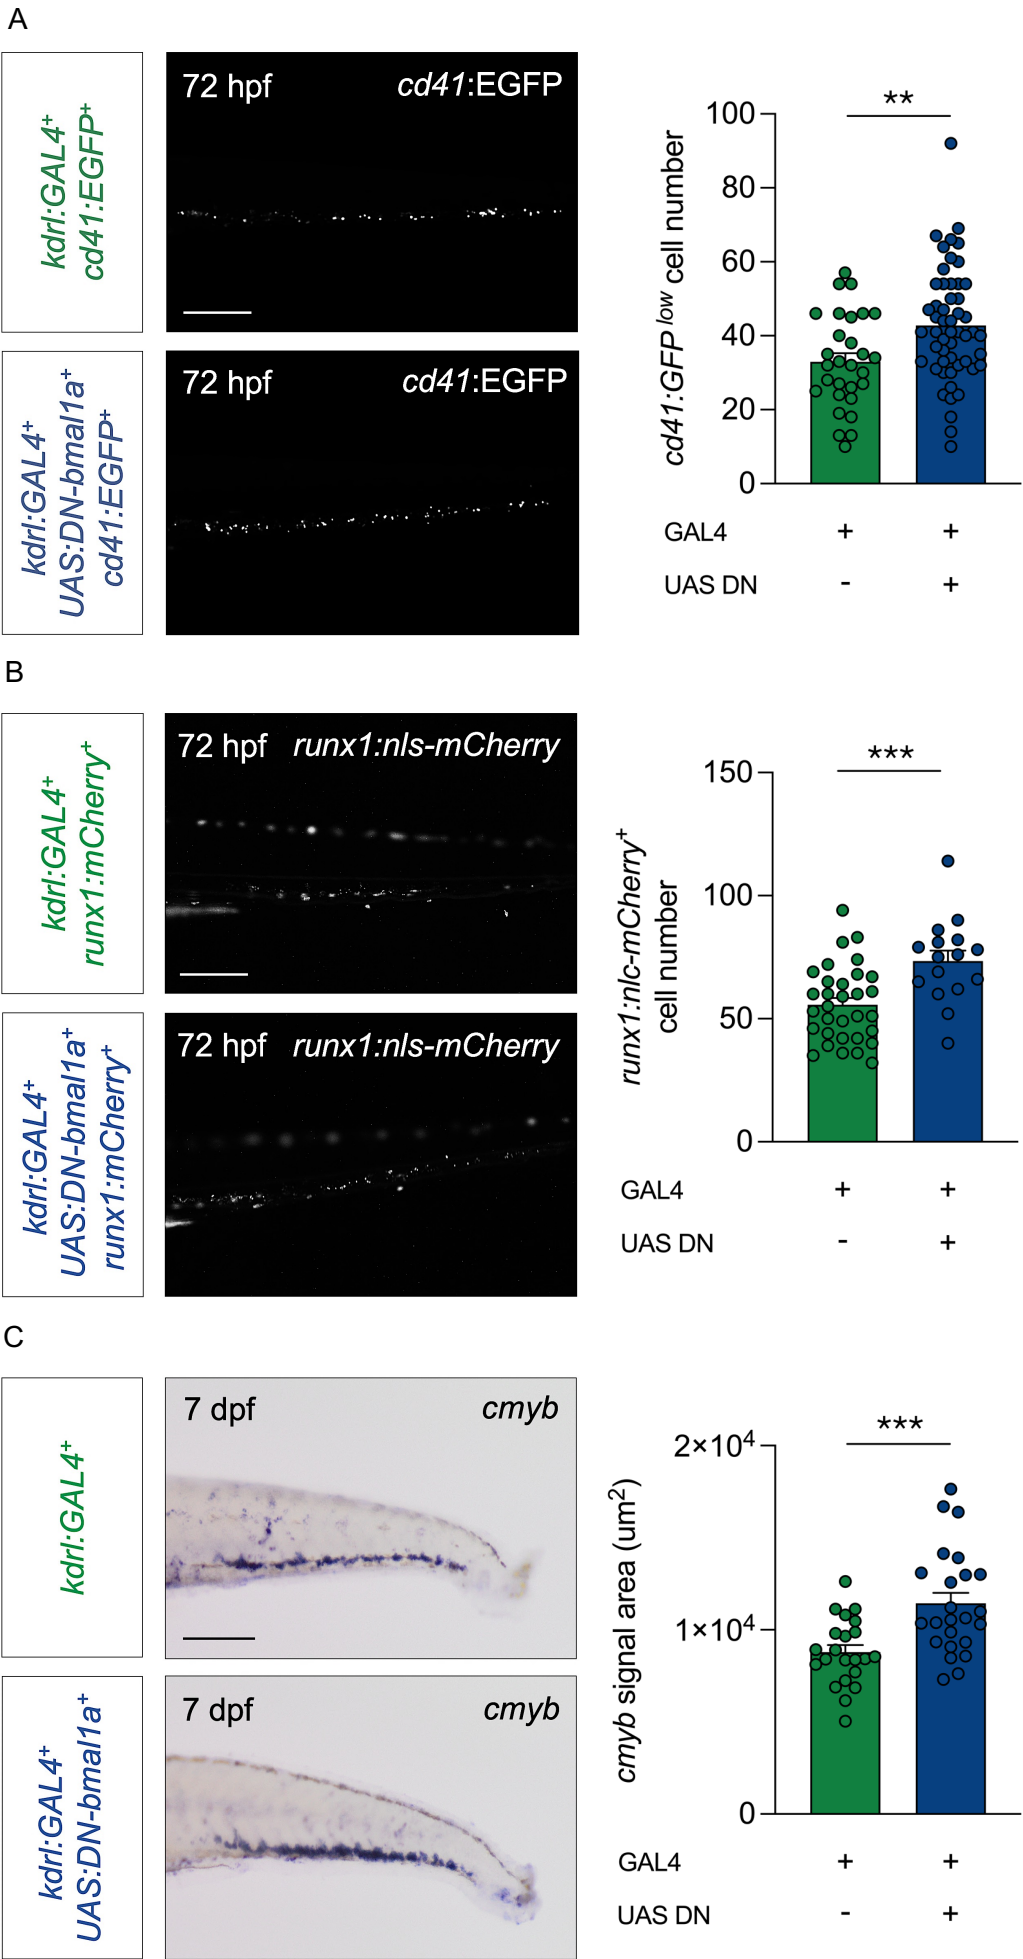

**Fig. S6. Endothelial-specific DN-*bmal1a* larvae have an increased number of HSPCs in the CHT.** **A.** *cd41:EGFP*<sup>+</sup> cells and quantification of *cd41:EGFP*<sup>low</sup> cells in the CHT of *kdrl:GAL4;UAS:DN-bmal1a;cd41:EGFP* zebrafish larvae and controls at 72 hpf. **B.** *runx1:nls-mCherry*<sup>+</sup> cells and quantification in the CHT of *kdrl:GAL4;UAS:DN-bmal1a;runx1:nls-mCherry* larvae and controls at 72 hpf. **C.** *cmyb* *in situ* hybridisation and quantification in *kdrl:GAL4;UAS:DN-bmal1a;cmyb:GFP* larvae and controls at 7 dpf. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bars: 200  $\mu$ m.

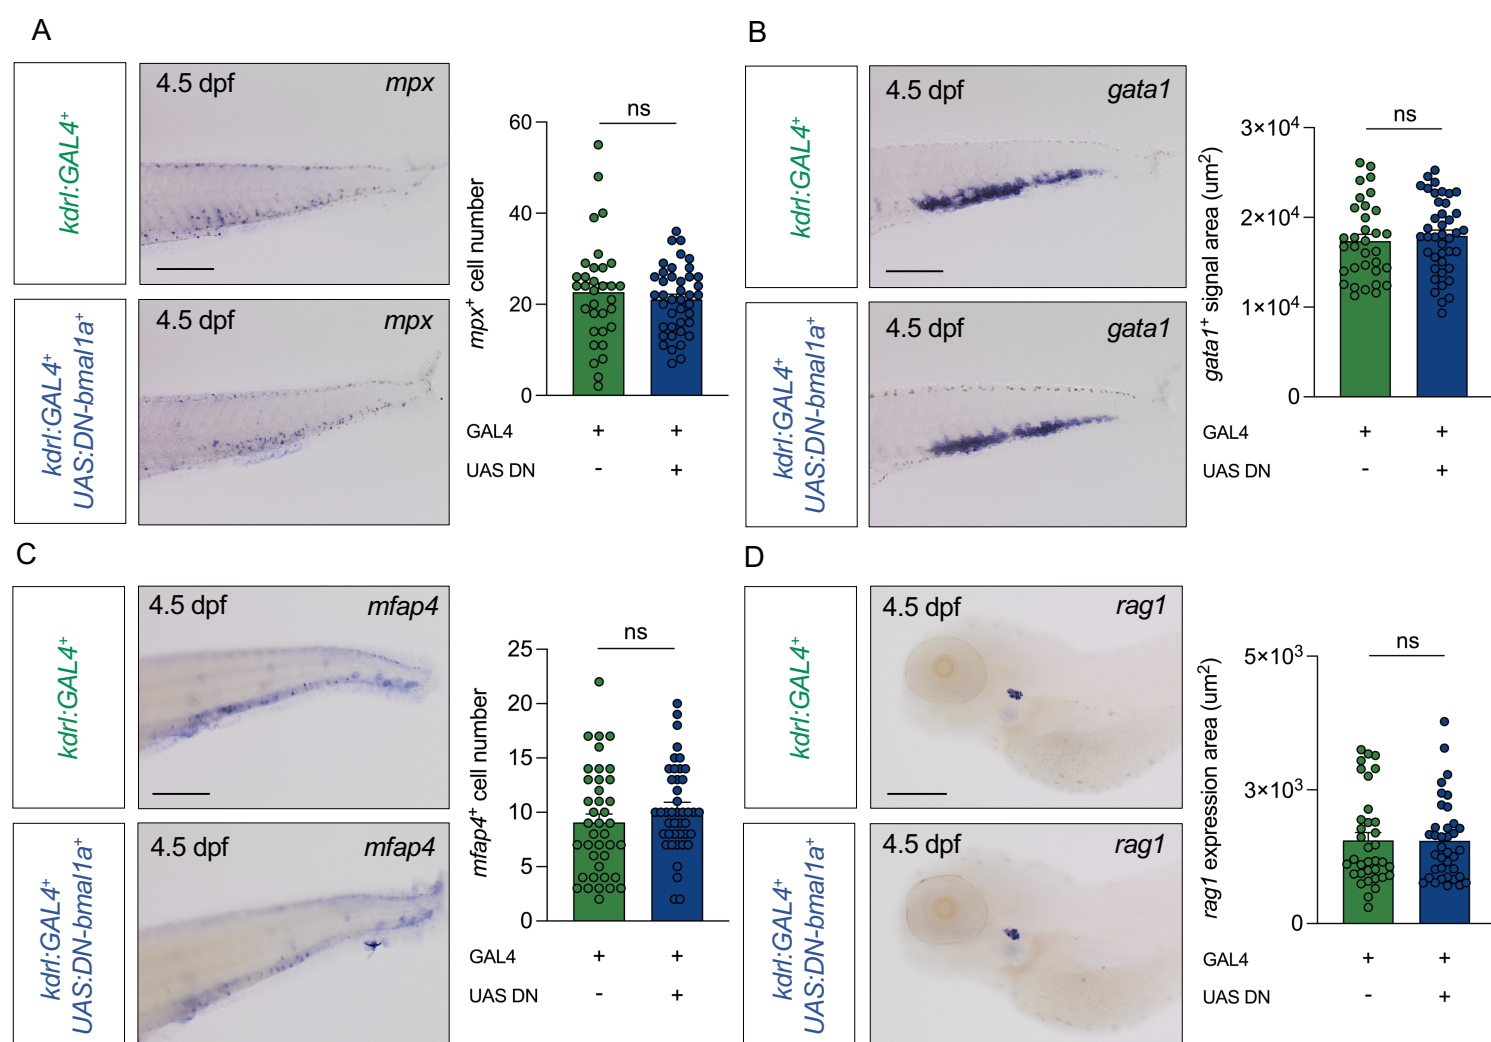

**Fig. S7. Endothelial-specific *DN-bmal1a* does not alter neutrophil, erythrocyte, macrophage or T-cell numbers at 4.5 dpf.** **A.** *mpx* *in situ* hybridisation and quantification in *kdrl:GAL4;UAS:DN-bmal1a* zebrafish larvae and controls at 4.5 dpf. **B.** *gata1* *in situ* hybridisation and quantification in *kdrl:GAL4;UAS:DN-bmal1a* larvae and controls at 4.5 dpf. **C.** *mfap4* *in situ* hybridisation and quantification in *kdrl:GAL4;UAS:DN-bmal1a* larvae and controls at 4.5 dpf. **D.** *rag1* *in situ* hybridisation and quantification in *kdrl:GAL4;UAS:DN-bmal1a* larvae and controls at 4.5 dpf. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bars: 200 µm.

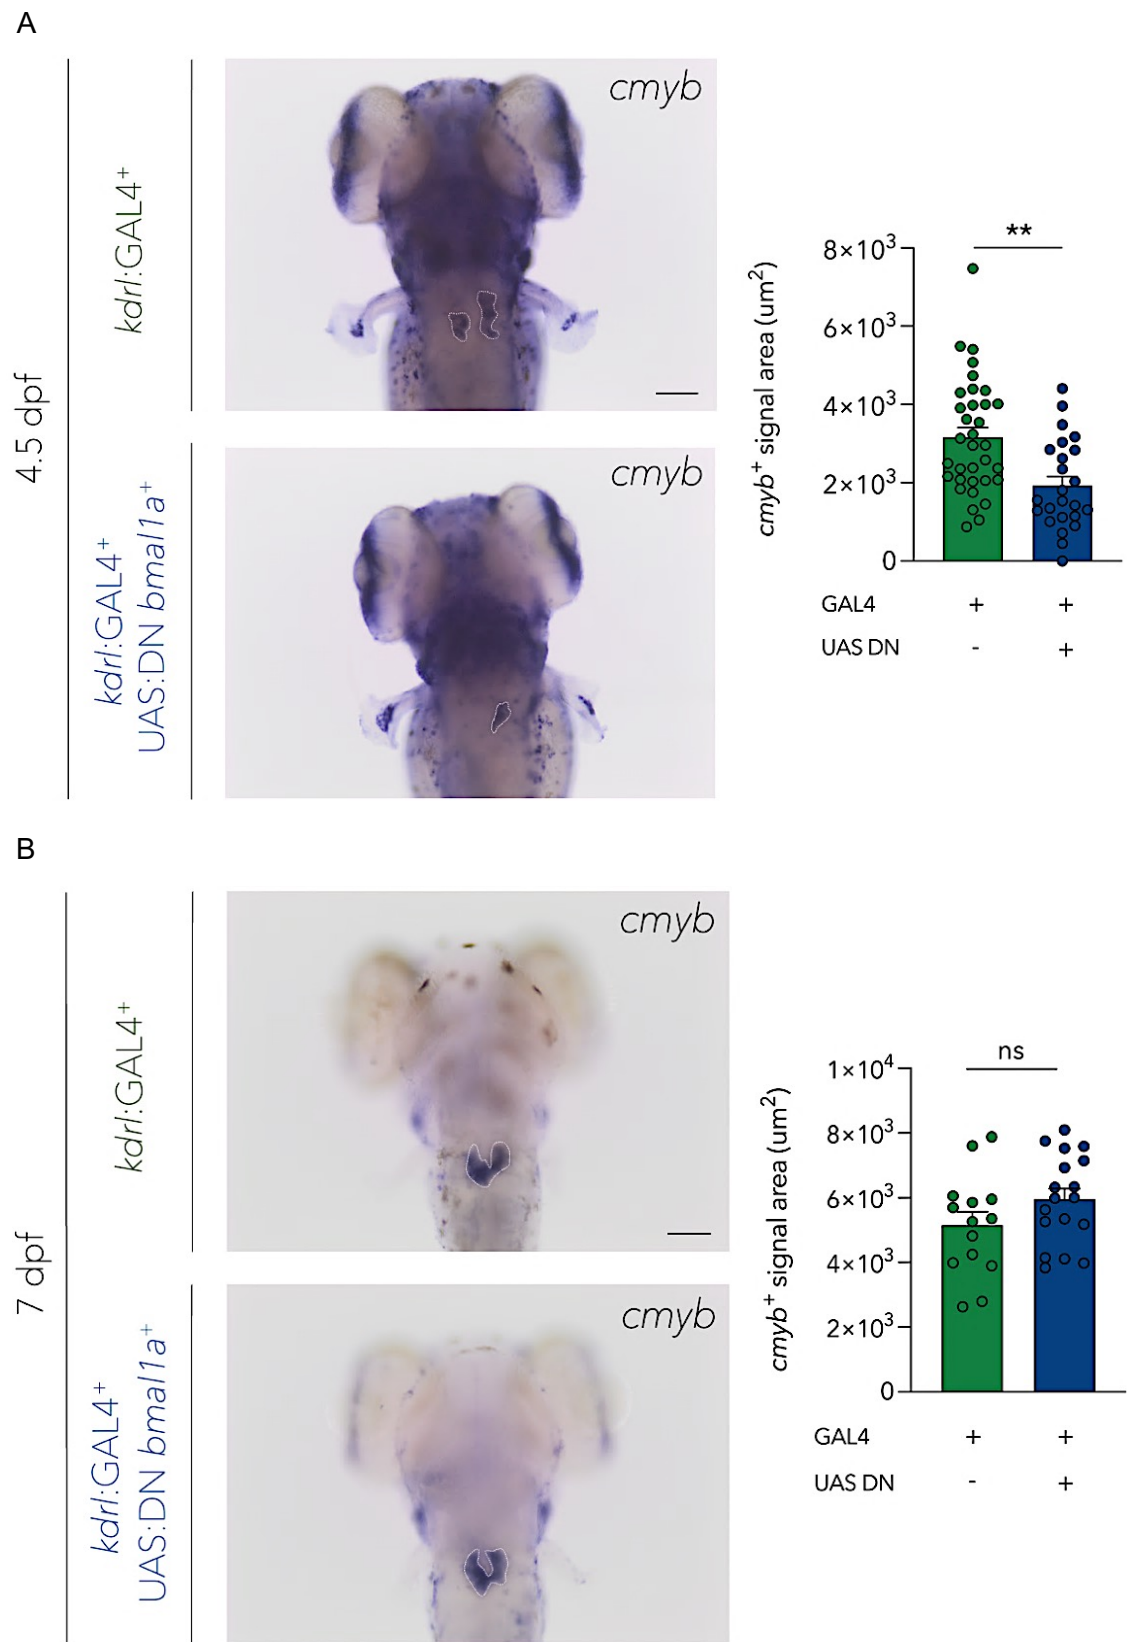

**Fig. S8. Endothelial-specific dominant-negative Bmal1a reduces HSPC numbers in the kidney glomeruli at 4.5 dpf but not at 7 dpf. A.** *cmyb* *in situ* hybridisation and quantification in *kdrl*:GAL4<sup>+</sup>;UAS:DN-*bmal1a* embryos and controls at 4.5 dpf. **B.** *cmyb* *in situ* hybridisation and quantification in *kdrl*:GAL4<sup>+</sup>;UAS:DN-*bmal1a* embryos and controls at 7 dpf. *cmyb*<sup>+</sup> cells measured in the kidney glomeruli are marked by white dotted lines in both **A** and **B**. Two independent experiments were carried out for the experiment at 4.5 dpf. One experiment was performed at 7 dpf. Scale bars: 100 µm.

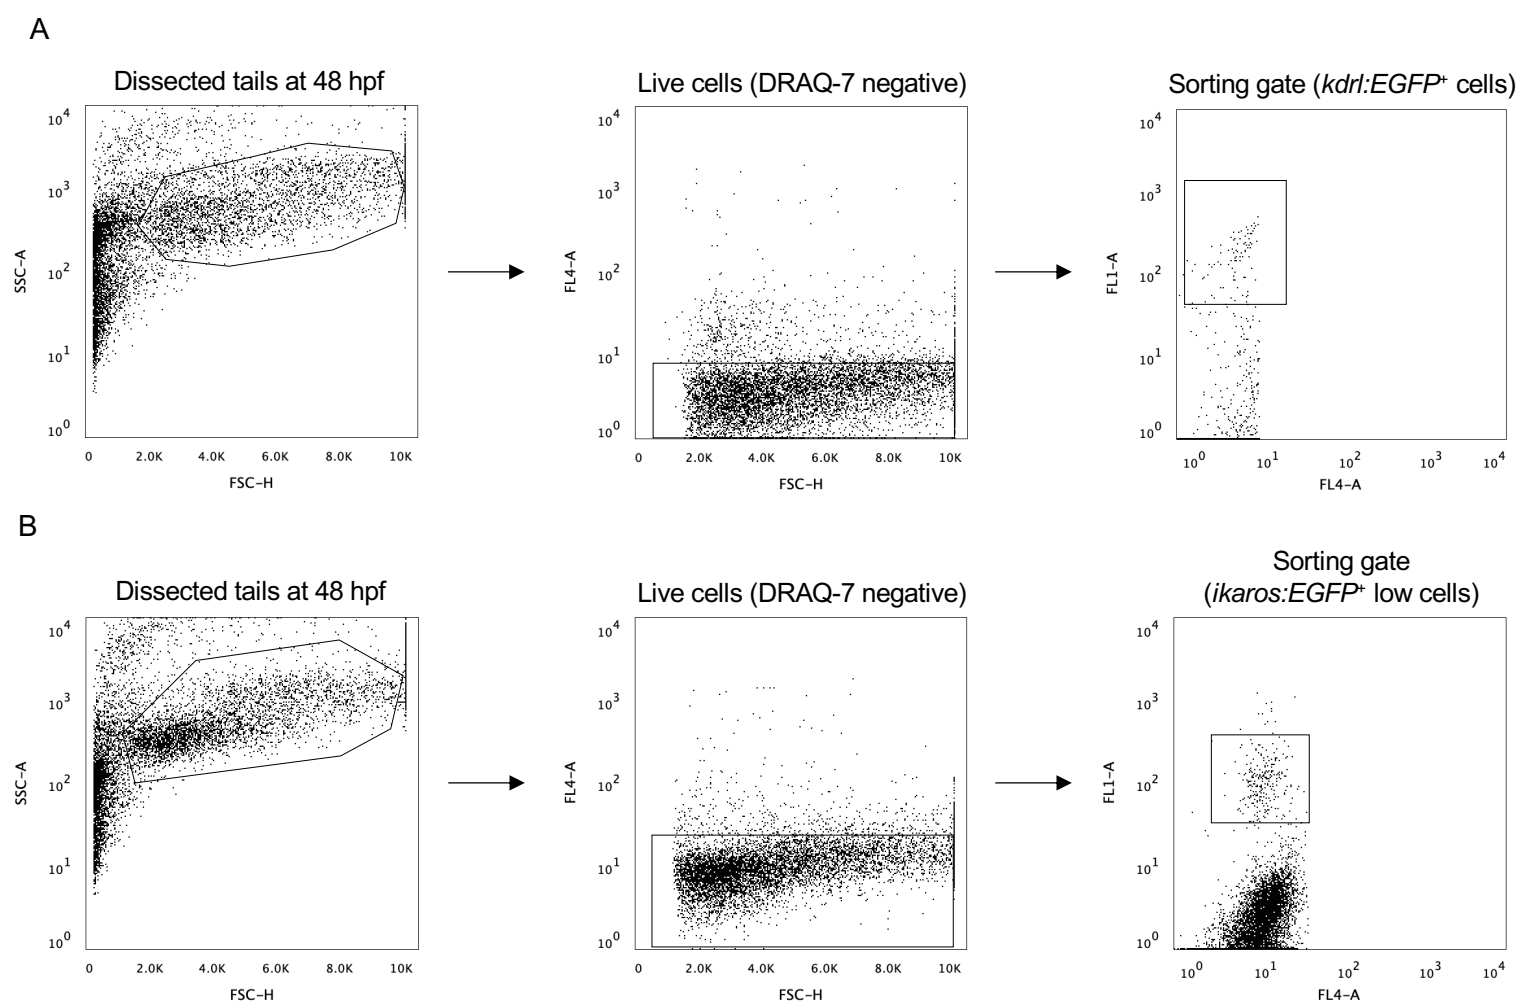

**Fig. S9. Fluorescence activated cell sorting (FACS) strategy for sorting endothelial cells and HSPCs from tails of zebrafish embryos at 48 hpf. A.** FACS plots to depict the strategy used to sort endothelial cells from the tails of *kdr1:EGFP* embryos at 48 hpf. **B.** FACS plots to depict the strategy used to sort HSPCs from the tails of *ikaros:EGFP* embryos at 48 hpf.

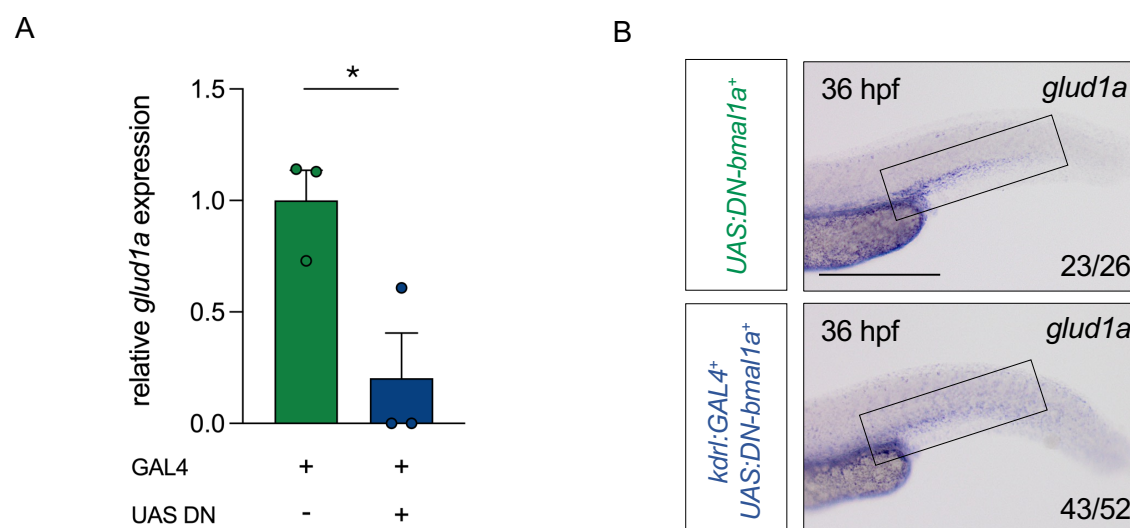

**Fig. S10. *glud1a* expression is significantly reduced in endothelial-specific *DN-bmal1a* embryo tail endothelial cells.** **A.** qPCR analysis of *glud1a* expression in tail endothelial cells of *kdrl:GAL4;UAS:DN-bmal1a* zebrafish embryos and controls at 36 hpf;  $n \sim 60$  embryos in triplicate for each genotype. **B.** *glud1a* in situ hybridisation in *kdrl:GAL4;UAS:DN-bmal1a* embryos and controls at 36 hpf. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bar: 200  $\mu$ m.

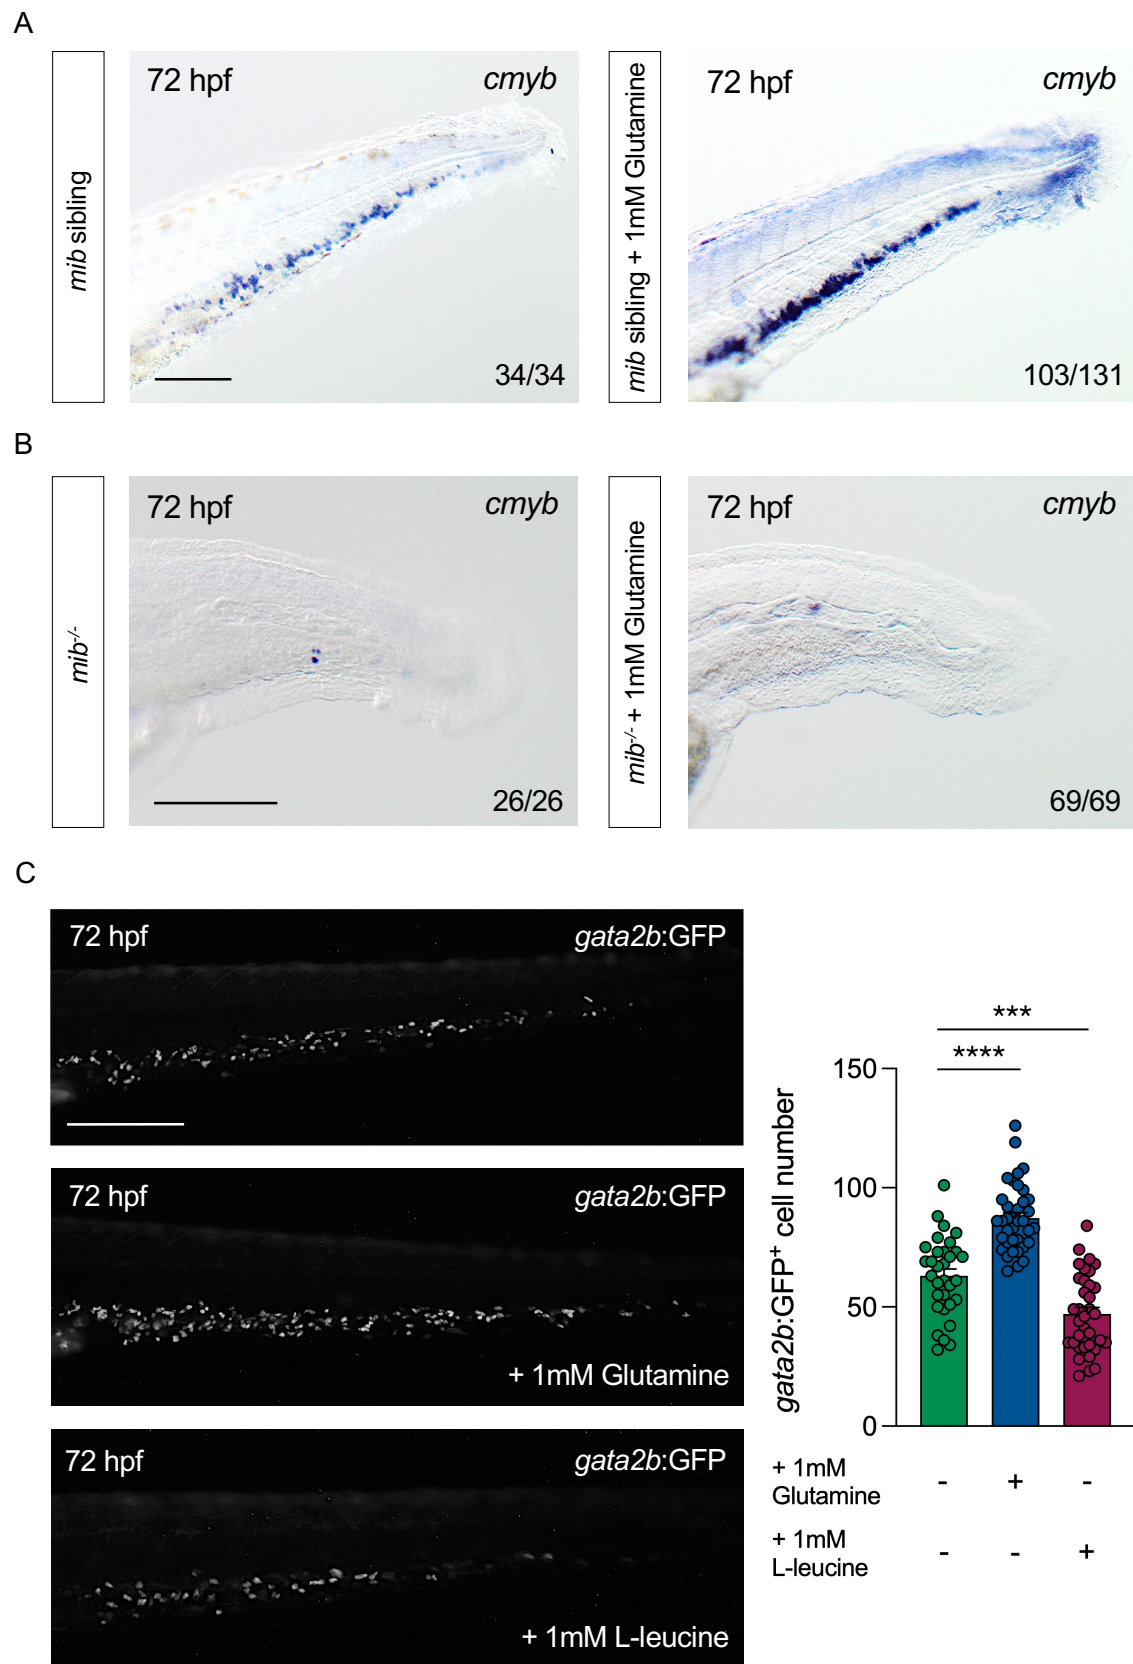

**Fig. S11. Definitive HSPC expansion is affected by glutamine and GLUD1A modulation. A.** Representative image of *cmyb* *in situ* hybridisation in *mib* sibling zebrafish embryos at 72 hpf with 1mM glutamine supplementation and controls. **B.** Representative image of *cmyb* *in situ* hybridisation in *mib*<sup>-/-</sup> mutant zebrafish embryos at 72 hpf with 1mM glutamine supplementation and controls. **C.** *gata2b*:GFP<sup>+</sup> cells and quantification in the CHT of *gata2b*:KALTA4<sup>+</sup>;UAS:lifeact-GFP<sup>+</sup> larvae at 72 hpf in controls and when supplemented with 1mM glutamine or 1mM L-leucine. Fractions in **A** and **B** represent the proportion of embryos with WISH signal as in the representative image. Statistical significance between two groups in **C** was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bars: 200  $\mu$ m.

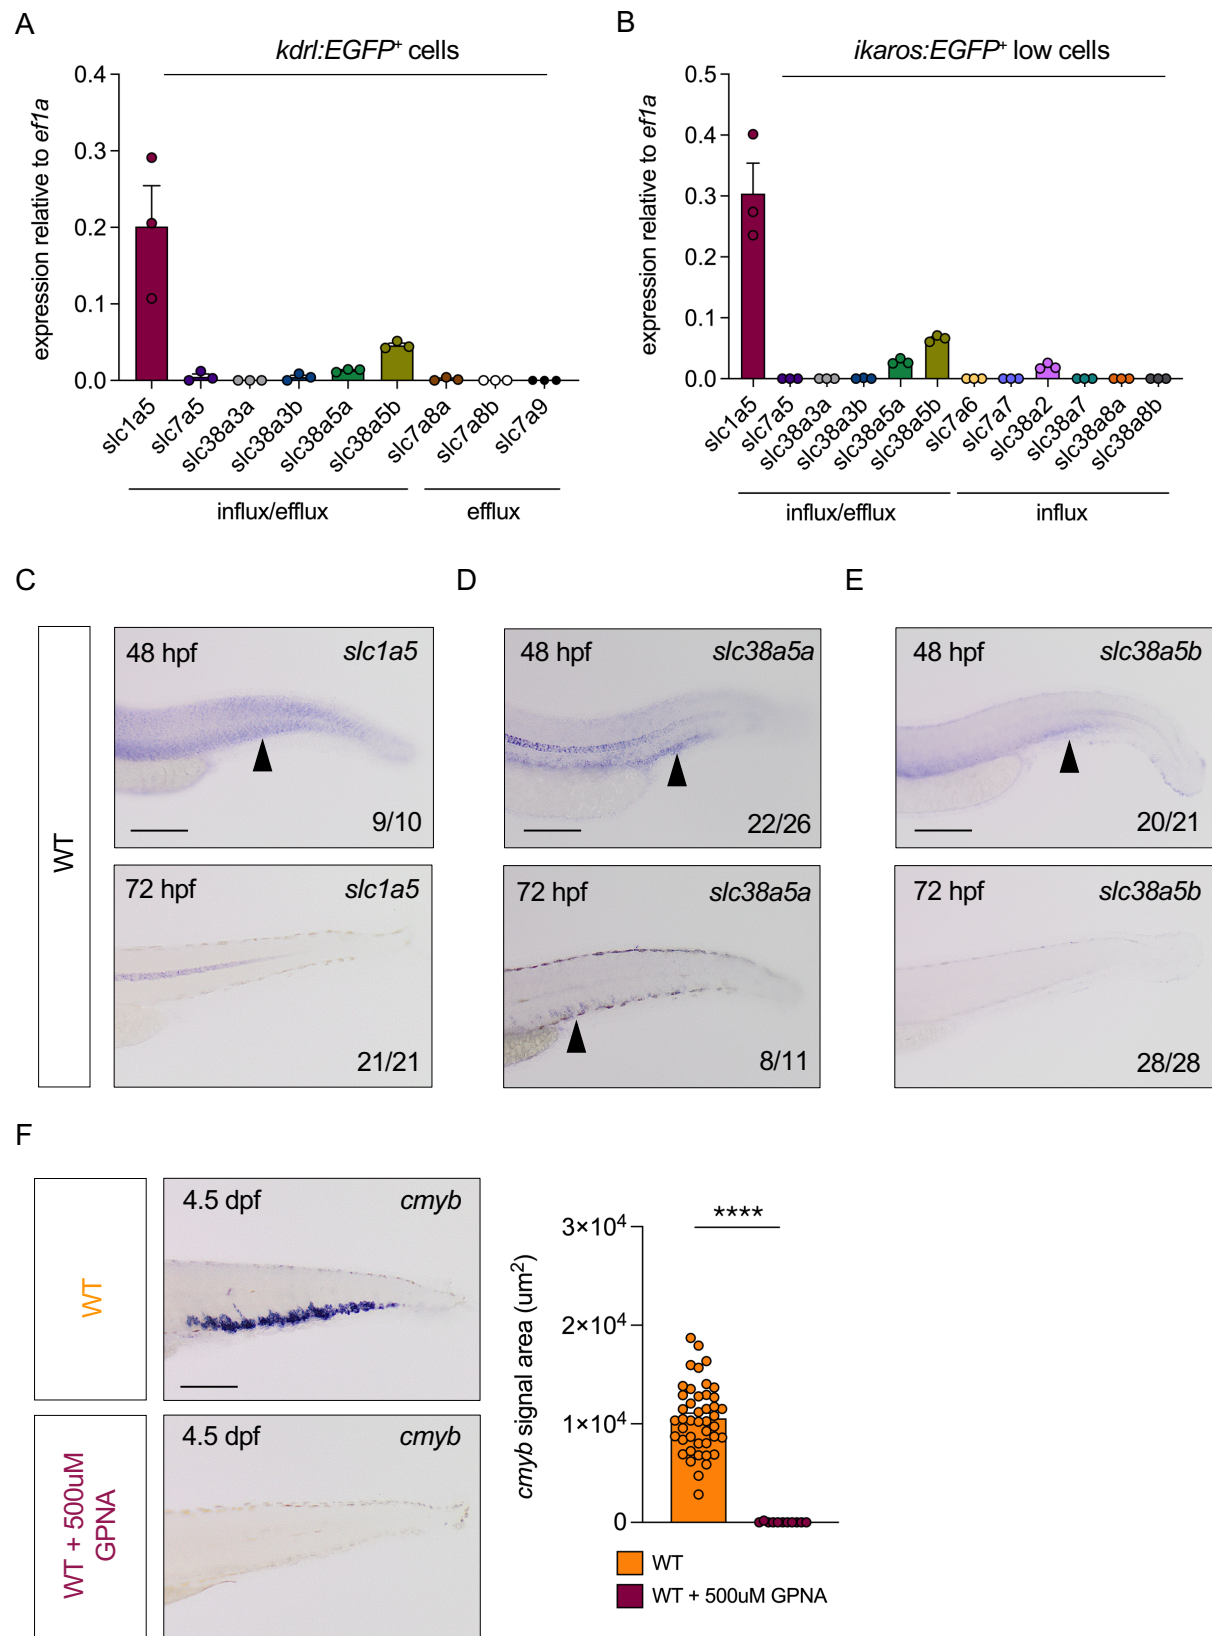

**Fig. S12. Glutamine transporter genes are expressed in both endothelial cells and HSPCs.** **A.** qPCR analyses of *slc* gene expression of SLCs able to carry out glutamine efflux in endothelial cells sorted from *kdr1:EGFP* zebrafish embryo tails at 48 hpf;  $n \sim 80$  embryos in triplicate. **B.** qPCR analyses of *slc* gene expression of SLCs genes able to carry out glutamine influx into HSPCs sorted from *ikaros:GFP* tails at 48 hpf;  $n \sim 80$  embryos in triplicate. **C.** *slc1a5* *in situ* hybridisation at 48 and 72 hpf in wild-type zebrafish. **D.** *slc38a5a* *in situ* hybridisation at 48 and 72 hpf in wild-type zebrafish. **E.** *slc38a5b* *in situ* hybridisation at 48 and 72 hpf in wild-type zebrafish. **F.** *cmyb* *in situ* hybridisation and quantification in wild-type larvae treated with 500  $\mu\text{M}$  GPNA and controls at 4.5 dpf. Statistical significance between two groups in **F** was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Scale bars: 200  $\mu\text{m}$ .

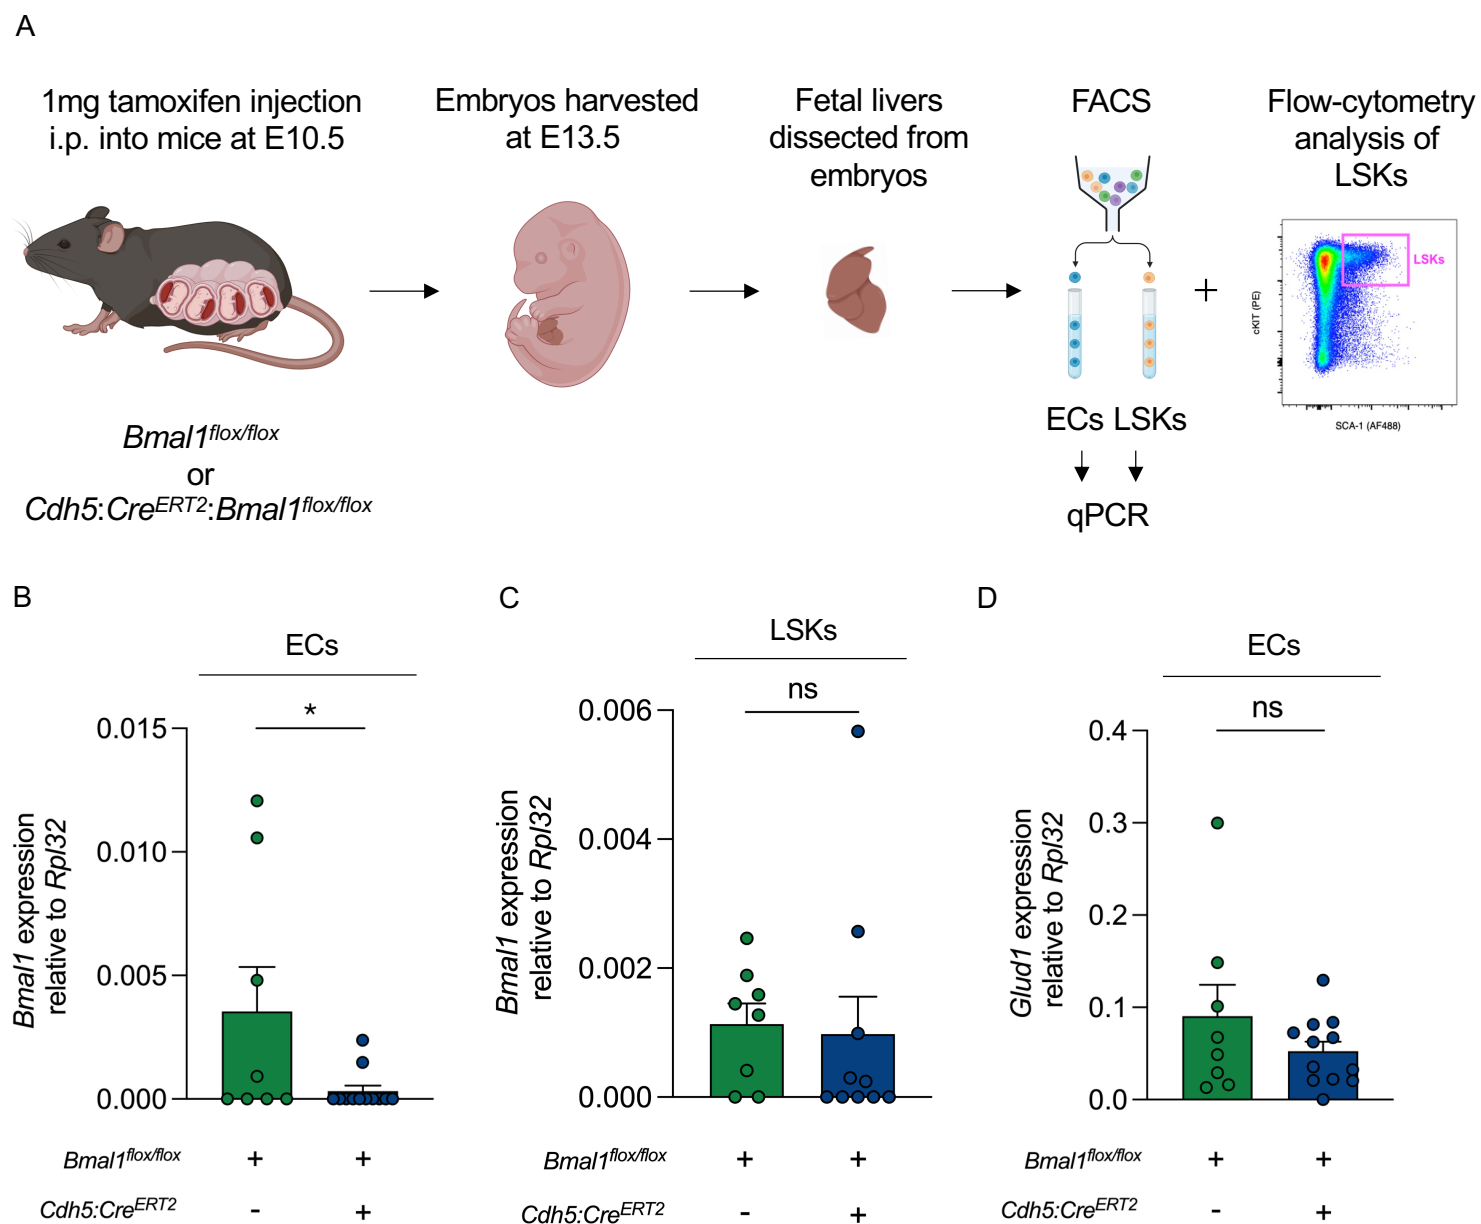

**Fig. S13. Endothelial-specific deletion of *Bmal1* in mouse does not result in a difference in HSPC numbers in the fetal liver.** **A.** Schematic of murine experiments. **B.** *Bmal1* expression in fetal liver endothelial cells of *Cdh5:Cre<sup>ERT2</sup>:Bmal1*<sup>flx/flx</sup> embryos and controls at E13.5, as measured by qPCR. **C.** *Bmal1* expression in fetal liver LSKs (HSPCs) of *Cdh5:Cre<sup>ERT2</sup>:Bmal1*<sup>flx/flx</sup> embryos and controls at E13.5, as measured by qPCR. **D.** *Glud1* expression in fetal liver endothelial cells of *Cdh5:Cre<sup>ERT2</sup>:Bmal1*<sup>flx/flx</sup> embryos and controls at E13.5, as measured by qPCR. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance. Created in BioRender by Petzold, T. (2026) <https://BioRender.com/3hkrd9o>. This figure was sublicensed under CC-BY 4.0 terms.

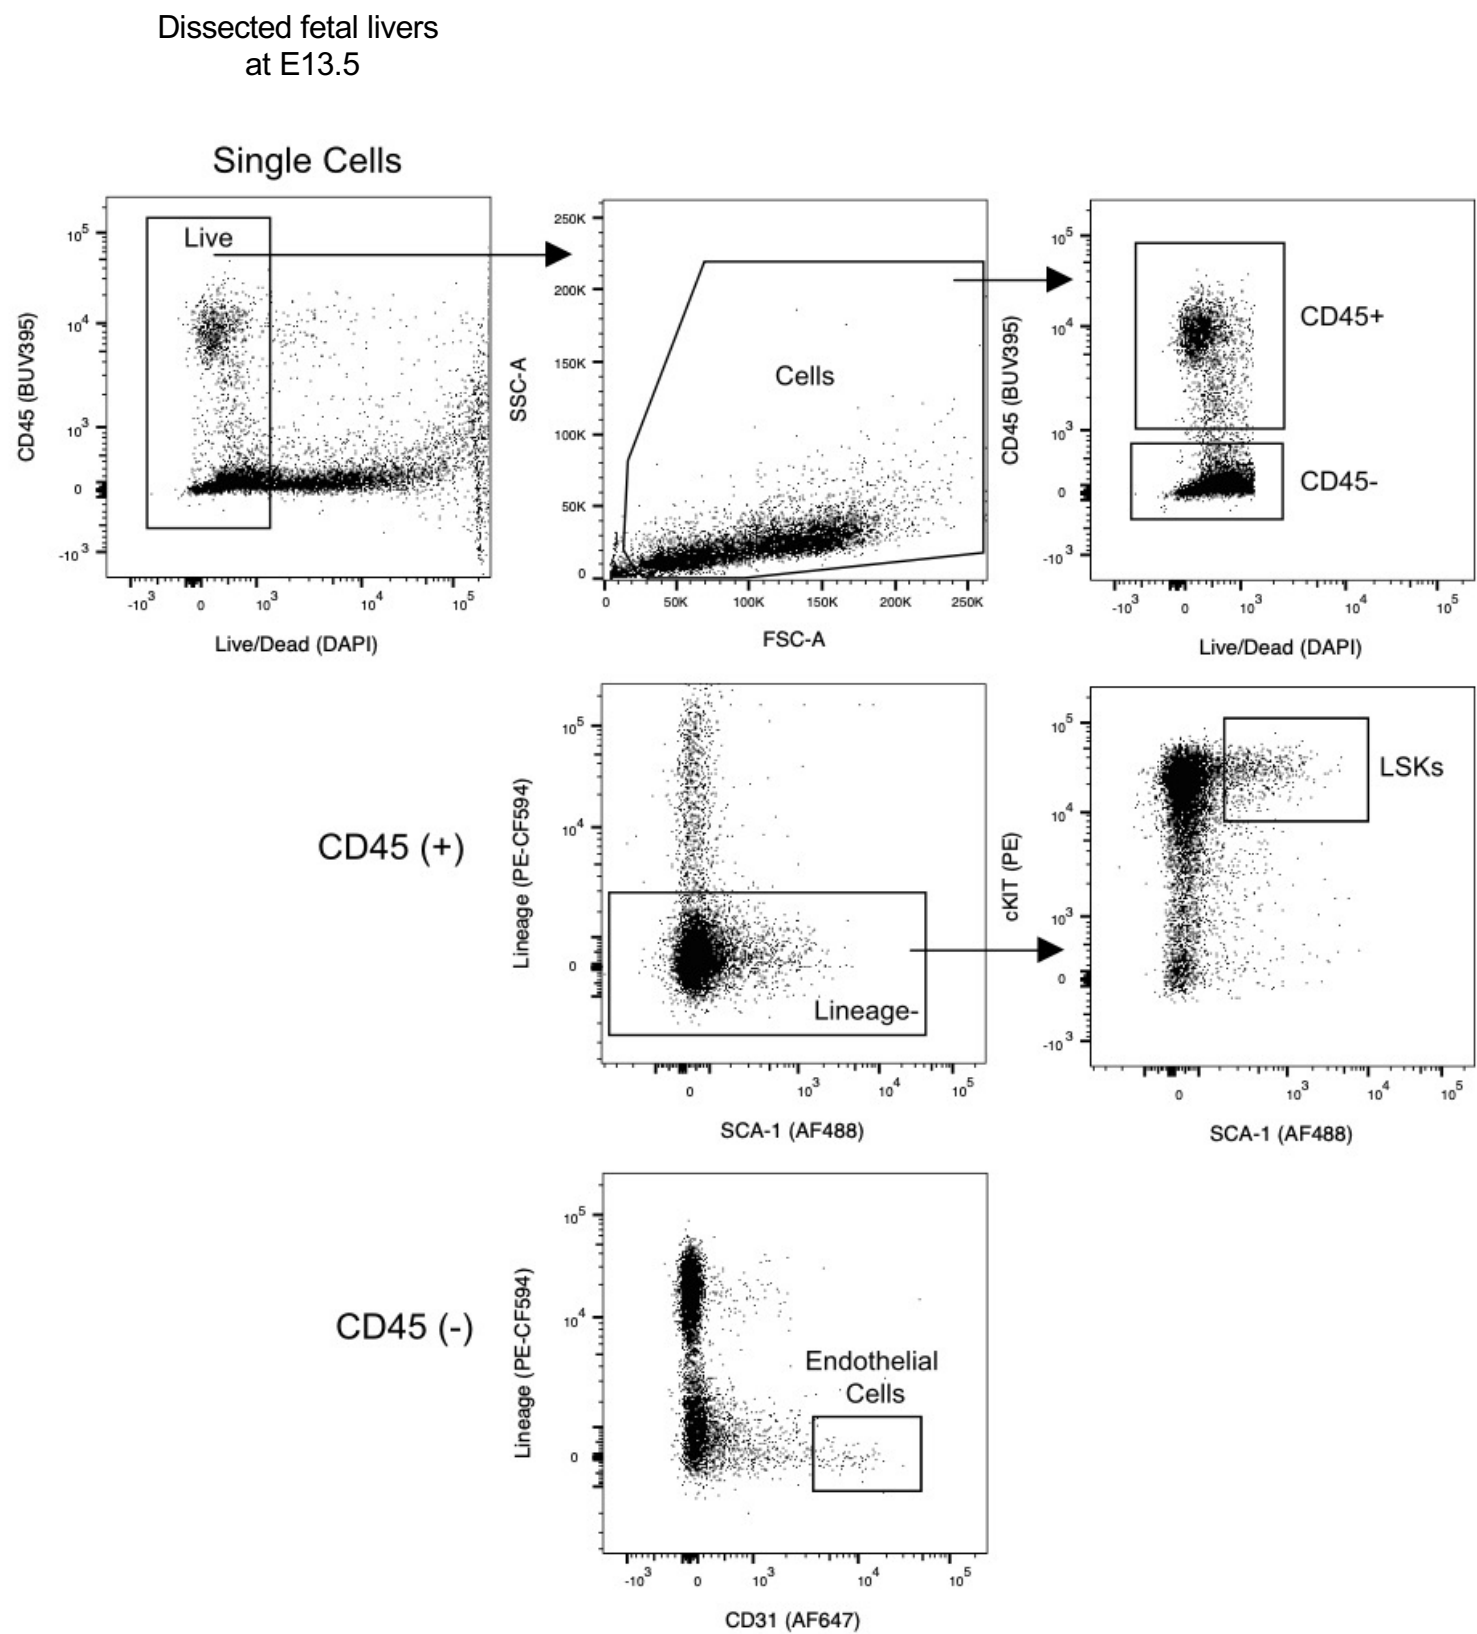

**Fig. S14. Fluorescence activated cell sorting (FACS) strategy for sorting LSKs (HSPCs) and endothelial cells from mouse embryo fetal livers at E13.5.** FACS plots to depict the strategy used to sort Lin-SCA-1<sup>+</sup> cKIT<sup>+</sup> LSKs and CD31<sup>+</sup> endothelial cells from mouse embryo fetal livers at E13.5.

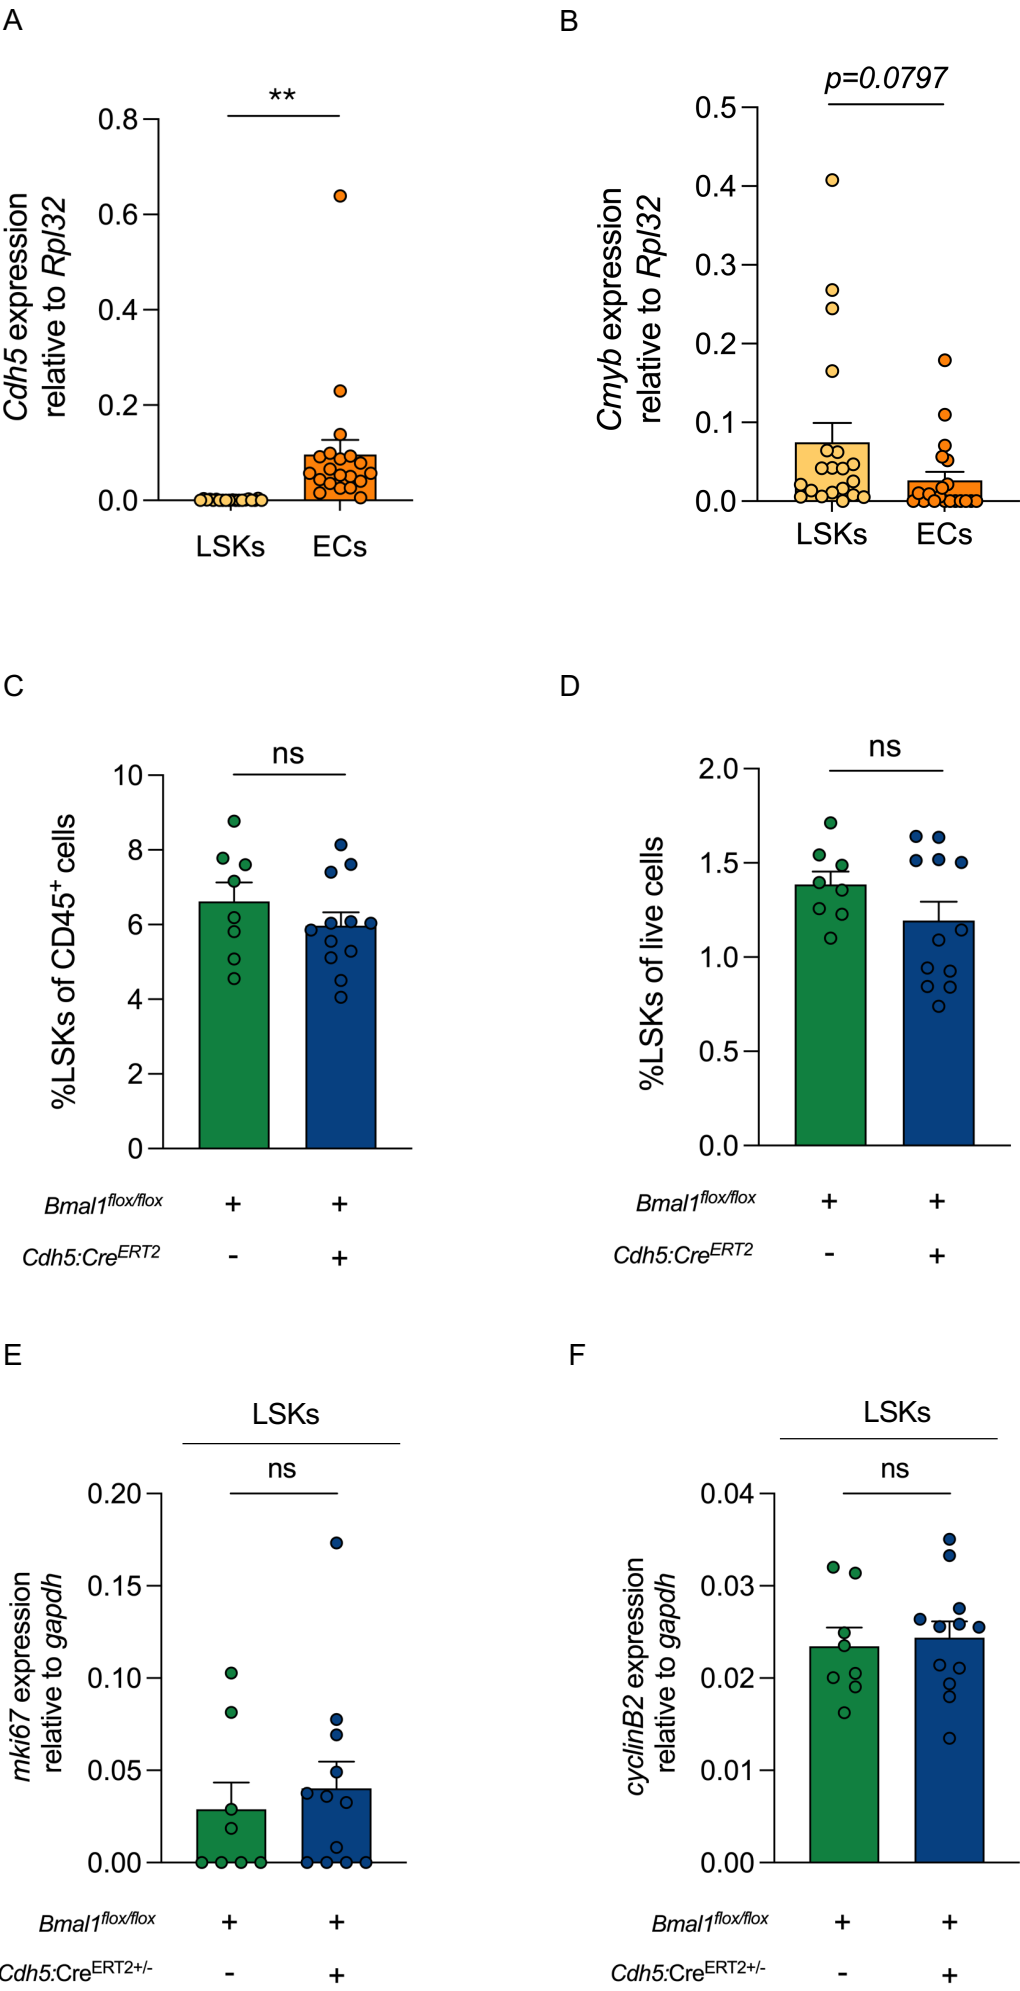

**Fig. S15. Endothelial-specific deletion of *Bmal1* in mouse does not alter LSK (HSPC) numbers in the fetal liver or *Bmal1* expression in LSKs.** **A.** *Cdh5* expression in mouse fetal liver LSKs and endothelial cells at E13.5, as measured by qPCR. **B.** *Cmyb* expression in mouse fetal liver LSKs and ECs at E13.5, as measured by qPCR. **C.** %LSKs of CD45<sup>+</sup> cells in *Cdh5:Cre<sup>ERT2</sup>:Bmal1<sup>flox/flox</sup>* embryos and controls at E13.5, as measured by flow cytometry. **D.** %LSKs of live cells in *Cdh5:Cre<sup>ERT2</sup>:Bmal1<sup>flox/flox</sup>* embryos and controls at E13.5. **E.** *Mki67* expression in fetal liver LSKs of *Cdh5:Cre<sup>ERT2</sup>:Bmal1<sup>flox/flox</sup>* embryos and controls at E13.5, as measured by qPCR. **F.** *Ccnb2* expression in fetal liver LSKs of *Cdh5:Cre<sup>ERT2</sup>:Bmal1<sup>flox/flox</sup>* embryos and controls at E13.5, as measured by qPCR. Statistical significance between two groups was calculated using unpaired two-tailed Student's *t*-tests assuming equal variance.

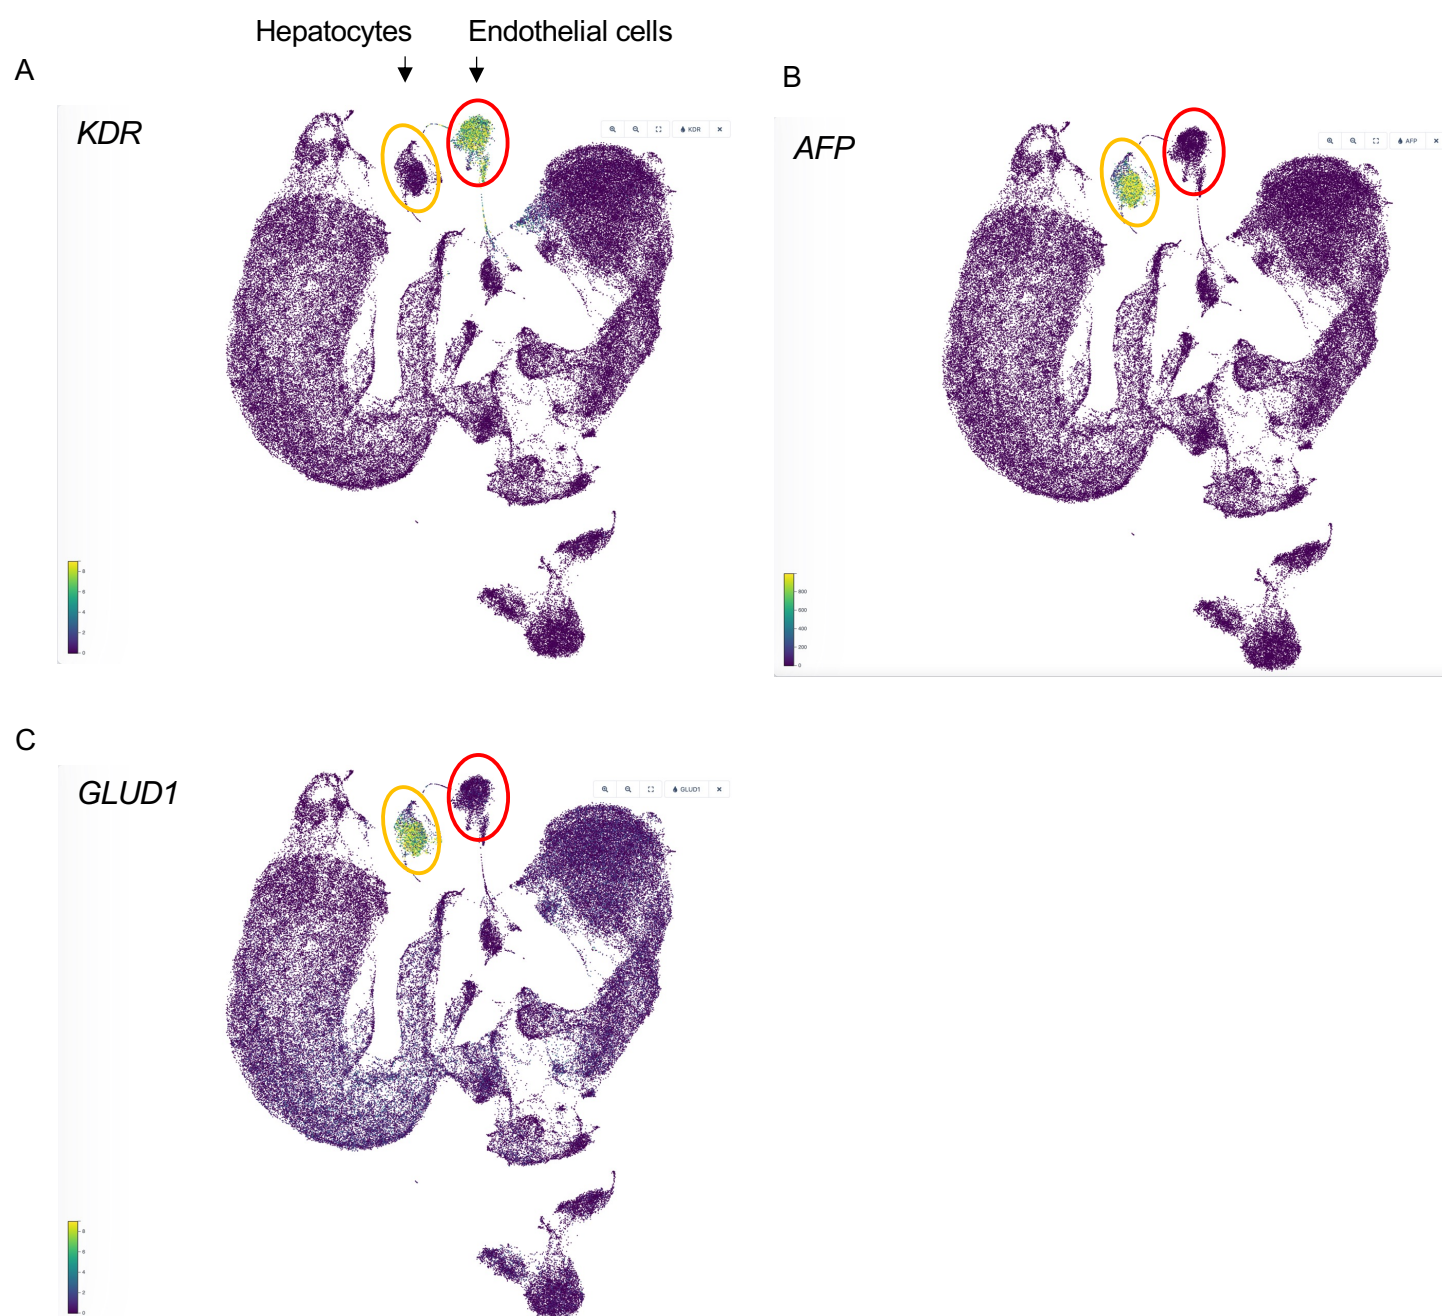

**Fig. S16. *GLUD1* is expressed specifically in hepatocytes in human fetal liver.** **A.** *KDR* expression defines the endothelial cell cluster. **B.** *AFP* expression defines the hepatocyte cell cluster. **C.** *GLUD1* is specifically expressed in hepatocytes of the human fetal liver. Yellow and red ovals denote the hepatocyte and the endothelial cell clusters respectively.

**Table S1.** Primers used for in situ hybridization probe generation

| Gene            | Forward              | Reverse               |
|-----------------|----------------------|-----------------------|
| <i>bmal1a</i>   | AGAACAGCTGTCATCGTCAG | TCAAGCATACTGCCCCGAAAC |
| <i>bmal1b</i>   | CTTCATTAGTGCCTACCTGC | ACTCATAGAAAGACGTGCCC  |
| <i>clocka</i>   | TCATCTGTACAGACAGCAGG | TGCTGCTGTTGGAGTTGTTG  |
| <i>glud1a</i>   | ACAGCCAACCGGTATAACCT | ATCTGTCCCAAGAAGCAGCA  |
| <i>glula</i>    | ATCTCCCATTACTGGACTG  | TGCGACTTTGTACCGCACAA  |
| <i>glulb</i>    | GCTAGCATACGAATTCCACG | AGTCAGCGCCATACAAGTAC  |
| <i>slc1a5</i>   | CTGGACCCAAACCTTGTGAA | CCGGCATCTGAGGTGTTTTA  |
| <i>slc38a5a</i> | TGGGTCAATGGAAAGCAGTC | GGGGGGCTAATAATTCTGAC  |
| <i>slc38a5b</i> | GAGAGAATCGAAGTGGAGGA | TGGGGACAACAGAAAACCTGG |

**Table S2.** Primers used for generating dominant-negative *bmal1a* lines

| line                  | Forward                                               | Reverse                                               |
|-----------------------|-------------------------------------------------------|-------------------------------------------------------|
| <i>DN-bmal1a</i>      | AAGAATTCACCATGGCAGACC<br>AAAGAATGGA                   | AACTCGAGTTATCCTTCAAG<br>CATACTGCCC                    |
| <i>R88A-DN-bmal1a</i> | GGCACACAGTCAAATAGAGAA<br>GAGAGCAAGGGATAAAATGAA<br>CAG | CTGTTCATTTTATCCCTTGCT<br>CTCTTCTCTATTTGACTGTG<br>TGCC |

**Table S3.** Primers used for genotyping

| Primer              | Forward                           | Reverse                         |
|---------------------|-----------------------------------|---------------------------------|
| <i>UAS</i>          | AAAGCGGCCGCGGGATCACG<br>CGGCCATCA | AAACTAGTCGTGTGGAGG<br>AGCTCAAAG |
| <i>Cre</i>          | CGATGCAACGAGTGATGAGG              | CGCATAACCAAGTGAAACAG<br>C       |
| <i>Bmal1</i> (flox) | ACTGGAAGTAACTTTATCAAA<br>CTG      | CTGACCAACTTGCTAACAAT<br>TA      |

**Table S4.** qPCR Primers used in this study

| Gene            | Forward              | Reverse              |
|-----------------|----------------------|----------------------|
| <i>bmal1a</i>   | AAGACATTACGAGGGGCCAC | AGAGGAAACCATCAGCAGCC |
| <i>bmal1b</i>   | ATGGCCGTCCAGCATATGAA | TGGCCAATCAGGTCATTCTG |
| <i>per2</i>     | CCTTCTCGAGACATCCAGAA | ATGCACGCCTTGATGTCGAT |
| <i>glud1a</i>   | GTGCAGTTGTAGATGTGCCT | AACGTCTTGTCTCCAAACCC |
| <i>slc1a5</i>   | GCTGCTTTTCAGTCGTATGC | AGGTGCATACCACATGATCC |
| <i>slc7a5</i>   | ACTCCTCTGCCTTCACTCAT | GGGCAGCAGAATATTGACCT |
| <i>slc38a3a</i> | CCTCTTCAACCTCAACTCAC | GCTCGGCTTCTACCTTATCA |
| <i>slc38a3b</i> | GCTGCATGGTTTTCTTCCTC | GATGGTGTAAGCAGTCTGTG |
| <i>slc38a5a</i> | CATCAACCCACAGACTGCAT | CAAAGATAGCAGTCAGCAGG |
| <i>slc38a5b</i> | ACGCAATCCCACAAAGAGAC | AACAGAAGCTGAAGAAGGGC |
| <i>slc7a8a</i>  | GAACTGGTCGACCCTTATGT | ACCAAACGTCACAGCTACAG |
| <i>slc7a8b</i>  | CATCCCAGCTTTGCTCATCA | CAAGCTCACTTTGATTGGCC |
| <i>slc7a9</i>   | CACCTTCTCCAGCTCTAATG | ATGACTATCGGCACCTTGAC |
| <i>slc7a6</i>   | GAAAGGAACCTTCCTCTGTC | TCCCACGAAAAACAACCTGG |
| <i>slc7a7</i>   | TATTCCAGGGTTACACCCAG | CAGAGGGAGATTTCTCTCTG |
| <i>slc38a2</i>  | AATATAGCCCTGGATCTGCG | CTCCTTCATTGGCCGTTTTG |
| <i>slc38a7</i>  | CTTCAGATGTGCATGATGGC | TTATTGCGCCGATCAGCTTG |
| <i>slc38a8a</i> | TTTCAGTGTCATGAGGCCTG | GGATCACAGATCTTCCAAGC |
| <i>slc38a8b</i> | AGATGGTGAGTCTGGTGTTT | CGTACAGAGACAGACACAAC |
| <i>glula</i>    | CTGCCAGTTCTCAGTTGAGT | GGTGGTTGGTTTCTGCAGTT |
| <i>glulb</i>    | CCTGCAGAAACCAATCTTCG | GAAAGGATGACCATCTGTGC |

**Table S4.** continued.

| Gene         | Forward              | Reverse                         |
|--------------|----------------------|---------------------------------|
| <i>Bmal1</i> | AGAGGTGCCACCAACCCATA | TGAGAATTAGGTGTTTCAGTTC<br>GTCAT |
| <i>Mki67</i> | GAAGTCAAAGAGCAAGAGGC | CTTTCCAAGGGACTTTCCTG            |
| <i>Ccnb2</i> | TGGCGAAGAAACCTCAGAAC | CTCTCTTCCTTCATGGAGAC            |
| <i>Glud1</i> | AAGGGAGGTATCCGTTACAG | TAAAACCCTTCTTGGCCAGC            |
| <i>Glul</i>  | AACCTGCAGAGACCAACTTG | AAGCCATTGGAAGGCCAACC            |
| <i>Cdh5</i>  | CCCGTCTTTACTCAATCCAC | TGGGTTTGATGATACCCTCG            |
| <i>Cmyb</i>  | AATTATCTGCCCAACCGGAC | GCTTCGGACCATATTTCTGG            |
| <i>Rpl32</i> | ACAATGTCAAGGAGCTGGAG | TTGGGATTGGTGACTCTGATG           |

**Table S5.** Differentially expressed genes in FACS-sorted CHT ECs from *kdrl:GAL4;UAS:DN-bmal1a;kdrl:EGFP* embryos and controls at 36 hpf, as determined by RNA-sequencing.

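Table S5 gives for each gene the log2 fold change of DN-bmal1a against control, the mean expression as log2 CPM, the P-value of the test and the P-value after Benjamini-Hochberg adjustment (FDR). For a gene without reads in one group, the size of such a fold change is set by the small count that the software adds before taking the logarithm. Of the 31 genes with a log2 fold change under -7 in the paper's table, all 31 had reads in each of the 3 control libraries, and 21 had no reads in any DN-bmal1a library. For these 21, reads in all 3 controls follow from the listing of genes with reads in at least 3 libraries. On log2(CPM + 1), the 95 genes ranged from -5.0 for zic2a to 3.99 for vwf, a gene named after its values were seen. The symbols of 6 genes, spelled differently in the table's extracted text, were matched to the nearest deposited symbols.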

| Gene                     | logFC      | logCPM     | PValue   | FDR        |
|--------------------------|------------|------------|----------|------------|
| <i>ngs</i>               | -4.2227112 | 6.294271   | 2.78E-20 | 2.84E-16   |
| <i>zic2a</i>             | -13.462472 | 4.05282394 | 3.34E-16 | 1.71E-12   |
| <i>nr4a1</i>             | -2.5461074 | 8.11258794 | 7.82E-16 | 2.67E-12   |
| <i>stab2</i>             | -1.9659453 | 10.1521358 | 2.62E-12 | 6.69E-09   |
| <i>hbbe1.1</i>           | 1.91447154 | 9.86835633 | 1.28E-11 | 2.62E-08   |
| <i>aplrb</i>             | -1.8823056 | 8.45007857 | 3.38E-10 | 5.76E-07   |
| <i>sik1</i>              | -1.8327877 | 7.88526296 | 6.36E-09 | 9.29E-06   |
| <i>si:ch211-216 23.1</i> | -2.2823842 | 6.48303109 | 1.18E-08 | 1.51E-05   |
| <i>ptgdsb</i>            | 2.17830784 | 6.62134324 | 1.39E-08 | 1.58E-05   |
| <i>smyhc1</i>            | 4.33630728 | 4.59961487 | 6.62E-08 | 6.78E-05   |
| <i>cxcl12a</i>           | -2.5511105 | 5.89194563 | 9.97E-08 | 9.27E-05   |
| <i>wu:fc13c02</i>        | -9.7672145 | 3.31158611 | 1.92E-07 | 0.00016332 |
| <i>frem1b</i>            | -1.6236739 | 7.87019329 | 2.35E-07 | 0.000185   |
| <i>dup6</i>              | -1.7808807 | 7.08233982 | 2.66E-07 | 0.0001946  |
| <i>ctssa</i>             | -10.085346 | 3.20651378 | 2.88E-07 | 0.00019631 |
| <i>LOC795545</i>         | -1.3814214 | 9.93810679 | 6.61E-07 | 0.00042242 |
| <i>t1e2</i>              | -1.8720053 | 6.60458259 | 9.31E-07 | 0.00056006 |
| <i>nr2f2</i>             | -1.9603837 | 6.34853658 | 1.69E-06 | 0.00091012 |
| <i>egr1</i>              | -2.0423472 | 6.18489191 | 1.69E-06 | 0.00091012 |
| <i>capn2b</i>            | -10.459604 | 2.95071324 | 1.89E-06 | 0.00096503 |
| <i>hbbe3</i>             | 1.35327496 | 9.10362903 | 2.20E-06 | 0.00107276 |
| <i>stab1</i>             | -1.3210491 | 9.62758311 | 2.34E-06 | 0.00108907 |
| <i>hbae1</i>             | 1.28745843 | 10.1074129 | 3.05E-06 | 0.00135584 |
| <i>skib</i>              | -2.1780644 | 5.89299564 | 3.91E-06 | 0.00164902 |
| <i>slit3</i>             | -1.668227  | 6.81155323 | 4.03E-06 | 0.00164902 |
| <i>si:ch73-173h19.3</i>  | -11.991945 | 2.58945236 | 5.13E-06 | 0.00201838 |
| <i>smarcc1b</i>          | -8.5224499 | 3.09332138 | 8.36E-06 | 0.00316861 |
| <i>igf2b</i>             | -1.4247733 | 7.58946146 | 9.34E-06 | 0.00341326 |
| <i>hapln3</i>            | -1.3483609 | 7.98459912 | 1.20E-05 | 0.00422076 |

Table S5 continued.

|                         |            |            |            |            |
|-------------------------|------------|------------|------------|------------|
| <i>entpd1</i>           | -1.5350104 | 6.92570873 | 1.40E-05   | 0.00477225 |
| <i>dct</i>              | -11.794301 | 2.39319136 | 1.73E-05   | 0.00569727 |
| <i>sash1a</i>           | -1.4526771 | 7.10920245 | 2.05E-05   | 0.00655526 |
| <i>ptrfb</i>            | -1.4655101 | 7.04984696 | 2.15E-05   | 0.00666733 |
| <i>nr1d2a</i>           | -9.9449156 | 2.65478555 | 2.76E-05   | 0.00831725 |
| <i>flrt3</i>            | -1.3230721 | 7.64312653 | 3.35E-05   | 0.00963465 |
| <i>zgc:91999</i>        | -7.4565272 | 3.09902905 | 3.39E-05   | 0.00963465 |
| <i>col2a1a</i>          | -1.5410953 | 6.61662363 | 4.25E-05   | 0.01176571 |
| <i>ghrb</i>             | -1.9204009 | 5.85182775 | 4.99E-05   | 0.0130612  |
| <i>tnw</i>              | -2.8881499 | 4.75933569 | 5.09E-05   | 0.0130612  |
| <i>si:ch211-5k11.12</i> | 1.13522648 | 9.3816389  | 5.18E-05   | 0.0130612  |
| <i>apoeb</i>            | -1.1182255 | 9.89213685 | 5.23E-05   | 0.0130612  |
| <i>znf710a</i>          | -1.3288282 | 7.28693991 | 5.72E-05   | 0.01393695 |
| <i>sncga</i>            | -3.9252708 | 4.06357129 | 7.57E-05   | 0.01801995 |
| <i>ccdc85a</i>          | -11.470047 | 2.07218449 | 8.32E-05   | 0.01853683 |
| <i>flt4</i>             | -1.1488373 | 8.57667548 | 8.33E-05   | 0.01853683 |
| <i>fosab</i>            | -1.2294515 | 7.82183536 | 8.33E-05   | 0.01853683 |
| <i>hbae3</i>            | 1.0771241  | 9.87548144 | 9.71E-05   | 0.02113708 |
| <i>glud1a</i>           | -1.3051016 | 7.14805821 | 0.00010911 | 0.02325963 |
| <i>fbn2b</i>            | -1.3149663 | 7.09098638 | 0.00011514 | 0.02404266 |
| <i>si:ch211-69i14.4</i> | -1.8851976 | 5.73117113 | 0.00011783 | 0.0241127  |
| <i>zcchc24</i>          | -1.2066872 | 7.72374425 | 0.00013075 | 0.02581496 |
| <i>spry2</i>            | -1.8703444 | 5.73358479 | 0.00013119 | 0.02581496 |
| <i>sema3ab</i>          | -1.1772064 | 7.88471207 | 0.00014631 | 0.02824682 |
| <i>lin28a</i>           | -8.8878815 | 2.51873033 | 0.00015801 | 0.02947478 |
| <i>cyp26b1</i>          | -1.8893798 | 5.65418847 | 0.00015844 | 0.02947478 |
| <i>scpp8</i>            | 1.23554338 | 7.3266291  | 0.00016735 | 0.03037753 |
| <i>ntmt1</i>            | -1.4818366 | 6.44268729 | 0.00016923 | 0.03037753 |
| <i>akap12b</i>          | -1.0861426 | 8.73653694 | 0.00017413 | 0.03071826 |
| <i>il1b</i>             | -2.0077729 | 5.47585413 | 0.00018434 | 0.03130001 |
| <i>tgfb1</i>            | -1.0721957 | 8.90402292 | 0.00018597 | 0.03130001 |

Table S5 continued.

|                   |            |            |            |            |
|-------------------|------------|------------|------------|------------|
| <i>il17rd</i>     | -11.2423   | 1.84741532 | 0.00018805 | 0.03130001 |
| <i>vwf</i>        | 4.75498715 | 3.63264619 | 0.00018966 | 0.03130001 |
| <i>pdgfra</i>     | -11.223959 | 1.82911133 | 0.0001967  | 0.03166759 |
| <i>atp2a1</i>     | -1.2892976 | 6.99990615 | 0.00019808 | 0.03166759 |
| <i>ta</i>         | -8.8552072 | 2.40927091 | 0.00022605 | 0.03504386 |
| <i>aqp8a.1</i>    | -1.0174992 | 9.82666529 | 0.00023203 | 0.03543533 |
| <i>ces2</i>       | -11.111798 | 1.71843824 | 0.00025704 | 0.03798151 |
| <i>mxra8a</i>     | -11.101019 | 1.70836313 | 0.00026338 | 0.03798151 |
| <i>hsd17b7</i>    | -11.085498 | 1.69338638 | 0.00027295 | 0.03798151 |
| <i>cpped1</i>     | -11.083675 | 1.6906642  | 0.00027453 | 0.03798151 |
| <i>stm</i>        | -1.2355997 | 7.10261247 | 0.0002747  | 0.03798151 |
| <i>cbic</i>       | -11.081277 | 1.6883886  | 0.00027602 | 0.03798151 |
| <i>zgc:165518</i> | -9.4820472 | 2.22821577 | 0.00028393 | 0.03798151 |
| <i>socs3b</i>     | -1.4709307 | 6.32326783 | 0.00028943 | 0.03798151 |
| <i>col8a2</i>     | -1.320044  | 6.71255685 | 0.00029253 | 0.03798151 |
| <i>sall3b</i>     | -11.05418  | 1.66119419 | 0.00029414 | 0.03798151 |
| <i>lgals1l1</i>   | -11.049469 | 1.65673299 | 0.00029726 | 0.03798151 |
| <i>me3</i>        | -1.9549936 | 5.45013514 | 0.00030067 | 0.03798151 |
| <i>cep128</i>     | -11.033951 | 1.64172523 | 0.00030792 | 0.03842249 |
| <i>gpm6aa</i>     | -11.007728 | 1.616281   | 0.00032673 | 0.03955676 |
| <i>fosl2</i>      | -1.0866873 | 8.09271064 | 0.00032788 | 0.03955676 |
| <i>mhc1zda</i>    | -8.4993627 | 2.40207262 | 0.00032861 | 0.03955676 |
| <i>zgc:103530</i> | -10.990438 | 1.5997528  | 0.00033955 | 0.04014961 |
| <i>gpd1a</i>      | -1.6993266 | 5.81883835 | 0.00034413 | 0.04014961 |
| <i>jak2b</i>      | -1.6526955 | 5.90573966 | 0.00034531 | 0.04014961 |
| <i>hic1</i>       | -10.976555 | 1.58520585 | 0.00035087 | 0.04033766 |
| <i>ctnnd2b</i>    | -10.962689 | 1.57137887 | 0.00036209 | 0.04114331 |
| <i>fynb</i>       | -10.95777  | 1.56688254 | 0.00036591 | 0.04114331 |
| <i>lrrn1</i>      | -1.1362806 | 7.5681016  | 0.0003831  | 0.0423112  |
| <i>rac3a</i>      | -10.933996 | 1.54303941 | 0.00038616 | 0.0423112  |
| <i>ccdc80</i>     | -1.2564882 | 6.85549113 | 0.0004036  | 0.04346987 |
| <i>frs2a</i>      | -10.881646 | 1.49211823 | 0.00043318 | 0.04616994 |
| <i>tuba8l3</i>    | -1.0591881 | 8.11275729 | 0.00044618 | 0.04706509 |
| <i>gch2</i>       | 2.41132159 | 4.80728949 | 0.00045687 | 0.04770096 |
| <i>myl10</i>      | 2.14991059 | 5.07959741 | 0.00047787 | 0.0493893  |

How the deposited data were processed for this re-analysis (not part of the article)

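Bulk RNA-seq of sorted tail ECs at 36 hpf was analysed in 6 libraries, 3 control and 3 DN-bmal1a. Each library's condition and replicate number were taken from the sample labels and the paper. The authors mapped the reads to danRer10 (GRCz10) with STAR, counted them per gene with HTSeq and normalized the counts with edgeR. They deposited the normalized signal per gene and library, reads per 1000000 of an effective library size, in 1 table of 10232 genes. All columns of the table belonged to mapped samples. The low-count filter, the edgeR test and the dispersion estimate are not named in the paper's text.

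The values were taken as CPM when the tests were chosen. The columns did not sum to 1000000, but each value was a whole multiple of a step per library, and the steps equalled those of TMM library sizes. Whole reads were recovered from 100% of the values above 0. The main test was kept on the log scale: limma 3.58.1 (lmFit and eBayes with a trend) on log2(CPM + 1) in R 4.3.3, with all 10232 genes, an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1 in size. Single genes also had a two-sided exact permutation test, whose smallest p with 3 libraries against 3 is 0.1. Gene sets were tested with limma's camera with an inter-gene correlation of 0.01, over 17 sets with at least 3 members in the table. The sets were listed after Table S5 had been read, and were tested with all members and with the members outside Table S5.

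The recovered reads numbered between 26161915 and 55004237 per library, so that the error of counting reads was small against the difference between replicates. The error of sampling molecules before amplification was not estimated. Linear folds against a group with at most 3 reads per library were given as lower bounds. The size of a log2 fold change against such a group is set by the count that each test adds, and these are given as each test writes them. No pair of replicates matched within the error of counting reads.

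The alternatives set before the data were examined were pseudocounts of 0.1 and 10, 2 filters on low values, 2 other scalings, eBayes without a trend, array weights, the replicate number as a block, each library left out in turn, edgeR 4.0.16 quasi-likelihood and exact tests and DESeq2 1.42.0 on the recovered reads, no fold-change threshold, and an estimated inter-gene correlation. Another 34 edgeR settings were run after the values had been seen, to look for the test behind Table S5. They were chosen with the paper's P-values in view.

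The genes named were those the paper names, the first 10 of Table S5, the 5 largest rises and falls past the thresholds, and set members past the thresholds. Others are marked as chosen after their values were seen. Of 39 genes named in the paper, 28 were listed in the table. Symbols were compared with the RefSeq genes of another assembly for names only, and 10137 of the 10232 matched a symbol or synonym. No coordinates are given, since no annotation of danRer10 was used here.

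The tests were tested on simulated data with 200 changed genes among 10232, at a log2 fold change of 3 in size. With a dispersion of 0.05, limma, edgeR and DESeq2 called all 200. With the gene-wise dispersions of the real libraries, estimated without shrinkage, which makes genes more variable than shrunken estimates would, limma called 111 of the 200 and 3 unchanged genes, and the quasi-likelihood test 107 and 2. The exact test called 143 and 53 unchanged genes, DESeq2 164 and 158, the likelihood ratio test with a trended dispersion 147 and 259, and that with gene-wise dispersions 150 and 72.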

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

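The test of erythroid genes other than globins was set before the values were seen. Globin genes were higher in DN-bmal1a than in the controls, and the paper lists most of them among its upregulated genes in Table S5 without discussing them in its text. The 5 globin genes of the set had a mean log2 fold change of 1.44, with all 5 genes higher. Of these, 4 are in Table S5, and the set was listed after that table had been read, so that a p-value for it would test genes chosen for their change. Their mean log2(CPM + 1) was 8.69, 6.82 and 8.06 in the controls and 9.00, 9.60 and 9.30 in DN-bmal1a. They were higher with both other scalings too. How reads shared between near-identical globin copies were counted was not tested. The 22 other erythroid genes, none of them in Table S5, had a mean log2 fold change of 0.19, with 14 genes higher and 8 lower. Their means were 5.27, 4.65 and 4.98 in the controls and 5.26, 4.59 and 5.61 in DN-bmal1a, so that the groups overlapped.

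A candidate explanation is more erythroid RNA in the DN-bmal1a libraries, which would also raise erythroid genes other than globins. These were higher relative to all other genes (camera adjusted p = 0.0166 among the sets outside Table S5), which is consistent with that explanation. The evidence is weak. With the inter-gene correlation estimated, the adjusted p of these genes was 0.562 (from 0.00029 to 0.562 across the alternatives). Their mean log2 fold change ranged from -0.33 to 0.53 across the alternatives, with a value below 0 at a pseudocount of 0.1, and from -0.036 to 0.47 across the fits that each left out one library. gata1a, a member of that set, had a log2 fold change of -2.31, from 0, 0 and 103 reads in the DN-bmal1a libraries. A change of globin expression by DN-bmal1a cannot be told apart from a different share of erythroid RNA.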

How the results depend on the processing

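The number of differentially expressed genes, 1 in the limma fit, stayed at 1 with either other pseudocount, both filters, both other scalings and no fold-change threshold. It was 7, all lower, with eBayes without a trend, where nr4a1, the gene of the main limma fit, was not called. With array weights it was 22 (19 lower, 3 higher), with nr4a1 among them. On the recovered reads it was 38 (35 lower, 3 higher) with edgeR's exact test, 187 (168 lower, 19 higher) with DESeq2 and 0 with edgeR's quasi-likelihood test, where 804 had an unadjusted p under 0.05. Across the 6 fits that each left out 1 library it ranged from 0 to 1, with 754 to 1531 genes at an unadjusted p under 0.05. The called gene was nr4a1 without control replicate 3 and stab2 without DN-bmal1a replicate 1, and the other fits called none. With the replicate number as a block, limma called 1 gene and the quasi-likelihood test 0 (572 at an unadjusted p under 0.05). Same-numbered libraries came from different pools of embryos, and their deviations correlated by -0.027 on average. The cause of these changes was not tested.

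After the data were seen, 34 edgeR settings were run. Of these, 2 gave the values of the exact test set beforehand and 4 repeated another setting, which leaves 28 distinct ones, 15 of them calling glud1a and 23 nr1d2a. The likelihood ratio test called 95 genes (84 lower, 11 higher) with a trended dispersion, 93 (84, 9) with the trend fitted without the design, and 170 (161, 9) with gene-wise dispersions. With a GLM trend fitted by power, spline, bin.spline (and auto) or bin.loess it called 102 (91, 11), 123 (109, 14), 98 (85, 13) and 109 (96, 13), and with tagwise dispersions around these 87 (79, 8), 79 (72, 7), 80 (72, 8) and 80 (72, 8). The exact test with those trends called 77 (68, 9), 102 (88, 14), 85 (72, 13) and 81 (68, 13). It called 171 (167, 4) with the common dispersion, 78 (71, 7) and 61 (53, 8) with the tagwise and trended dispersions of estimateDisp, 80 (67, 13) with the classic trend, 38 (35, 3) with tagwise dispersions after it, and 64 (55, 9) with the trend fitted with the design. With prior degrees of freedom of 1, 10, 50 and 200 it called 234 (213, 21), 38 (35, 3), 41 (36, 5) and 58 (50, 8). The quasi-likelihood test called 0 in the 6 settings tried, with 793 to 825 at an unadjusted p under 0.05.

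glud1a was lower under all settings run. It passed the thresholds in none of those set beforehand and in 17 of the 34 settings, with log2 fold changes of -1.31 and -1.30 there. nr1d2a was also lower under all settings run. It passed with edgeR's exact test (-9.96), DESeq2 (-10.44) and 28 of the 34 settings (-9.93, -9.94, -9.96, -9.97, -9.98, -9.99, -10.02 and -10.04). All tested genes of Table S5 kept the paper's direction except 1 with a pseudocount of 0.1 and 1 without DN-bmal1a replicate 3.

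Of the 17 gene sets, 9 passed in the main setting, 7 outside Table S5, and 0 and 0 with the inter-gene correlation estimated, where the lowest adjusted p was 0.233. The sets were not tested with the exact test, DESeq2 or the likelihood ratio tests.

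Genes whose change was small against its error reversed. clocka was 0.22, and 4.67 with the replicate block in edgeR, -0.016 with a pseudocount of 10, -0.79 with array weights, -0.25 with edgeR and -0.24 with DESeq2. slc7a5 was -0.36 with array weights, -0.061 with edgeR and -0.035 with DESeq2. arntl1b was 0.0034 with edgeR's quasi-likelihood, exact and trended tests, 0.0036 with gene-wise dispersions and 0.028 with DESeq2. per2 was 0.060 when rescaled, 0.054 after quantile normalization, 0.070 with array weights and 0.00073 with the replicate block in edgeR. slc38a7 and mib1 were 0.030 and 0.032 with array weights. Leaving out each library gave ranges of -0.46 to 1.26 for clocka, -0.44 to 0.52 for slc7a5, -0.28 to 0.037 for klf6a, -0.50 to 0.29 for arntl1b, -0.27 to 0.37 for per2, -0.013 to 0.27 for slc7a6, -0.0083 to 0.82 for ifi30, -0.35 to 0.060 for slc38a5b, -0.68 to 0.23 for slc38a7 and -0.21 to 0.063 for mib1.

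Sets that did not pass also reversed relative to the other genes. The glutamine metabolism set outside Table S5 did so with mean log2 fold changes of -0.31 (pseudocount 0.1, and the replicate block in edgeR), -0.17 (rescaled), -0.23 (no trend) and -0.13 (quasi-likelihood). The neural crest set had -0.24 with array weights and, outside Table S5, -0.062 (pseudocount 10), 0.14 (quantile) and -0.021 (array weights). Leaving out each library gave -0.84 to 0.11 for core clock genes, -0.49 to -0.17 for glutamine metabolism (-0.42 to -0.097 outside Table S5), -0.46 to -0.13 for glutamine transport, -0.15 to 0.29 for haematopoietic genes, -1.25 to -0.13 for muscle, and -1.26 to 0.044 for neural crest (-1.0 to 0.17 outside Table S5). Of the other changes, 38 were stronger and 8 weaker for single genes, and 13 stronger and 38 weaker for sets. The cause of these changes was not tested.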

Differences from the paper's values

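The paper reports 95 differentially expressed genes, and limma on log2(CPM + 1) gave 1 here, with 1148 at an unadjusted p under 0.05. The paper reports 84 downregulated genes against 1 here, and Table S5 lists 11 upregulated genes against 0 here, with 317 higher at an unadjusted p under 0.05. None of the 19 alternatives set before the data were examined came within 1.5 times of any of the 3 numbers. DESeq2 gave 187, 168 and 19, and edgeR's exact test gave 38, 35 and 3.

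A setting found after seeing the values gave the paper's numbers. edgeR's likelihood ratio test with a trended dispersion, on the recovered reads, called 95 genes, 84 lower and 11 higher, and these were the 95 genes of Table S5. Its log2 fold changes were within 4.8e-07 of the paper's. It was 1 of 34 edgeR settings tried after the values had been seen, 28 of them distinct from the exact test set beforehand and from one another, and was picked out because it came closest to the paper's P-values. The 34 settings called between 0 and 234 genes, and 20 of them were within 1.5 times of the paper's 95. The 20 were the likelihood ratio test with trended dispersions (with and without the design, and by 5 ways of fitting the trend) and with tagwise dispersions by the same 5 ways, and the exact test with the same 5 trends, the tagwise dispersion of estimateDisp, the classic trend and the trend fitted with the design. All but the last also came within 1.5 times of the paper's downregulated genes. For the upregulated genes 21 settings did so, these 20 except the likelihood ratio test with tagwise dispersions around the spline trend and the exact test with tagwise dispersions of estimateDisp, and also the likelihood ratio test with gene-wise dispersions and the exact test with the trend of estimateDisp and with 200 prior degrees of freedom.

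For glud1a, the paper's adjusted P-value was 0.0233, and it was 0.277 here. It differed in all 19 alternatives set before the data were examined, from 0.0844 to 0.848, and none of them called glud1a. Of the 34 settings chosen after seeing the values, 17 called glud1a, namely the likelihood ratio and exact tests with each trended dispersion tried and the exact test with 50 and 200 prior degrees of freedom, and its adjusted p ranged from 0.0031 to 1 across the 34. In 7 of them it was within 1.5 times of the paper's: both tests with the trend of estimateDisp (with and without the design) and with the power trend, and the exact test with 200 prior degrees of freedom. The log2 fold change of glud1a was -1.31 in the paper and -1.41 here.

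For nr1d2a, the paper's adjusted P-value was 0.00832, and it was 0.185 here. It was not within 1.5 times of the paper's in any of the 19 alternatives set before the data were examined. The paper's log2 fold change of nr1d2a was -9.94, and it was -3.63 on log2(CPM + 1). With at most 1 read per DN-bmal1a library, the size of either is set by the count added before the logarithm. The 2 are therefore not compared beyond their direction, and nr1d2a is given as at least 161-fold lower in reads. edgeR's exact test and DESeq2 called nr1d2a, as did 28 of the 34 settings chosen after seeing the values, all but the 6 with the quasi-likelihood test. In 5 of these 28 the adjusted p was within 1.5 times of the paper's, the likelihood ratio test with the trend of estimateDisp (with and without the design) and with the bin.spline, bin.loess and auto trends.

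In Fig. 4B the dot beside the label glud1a is at a height of about 8.2, read by eye, and the -log10 of the adjusted p of glud1a was 0.557 here. The dot beside the label nr1d2a is at a height of about 3.8, read by eye, against 0.732 here. None of the 19 alternatives set before the data were examined closed either gap. Of the 34 settings chosen after seeing the values, none came within 1.5 times of the former height and 8 did of the latter: both tests with the power and spline trends, the likelihood ratio test with gene-wise dispersions and with tagwise dispersions around the power trend, and the exact test with the common dispersion and with 1 prior degree of freedom. The FDR of the paper's own table gives -log10 values of 1.63 for glud1a and 2.08 for nr1d2a, and its unadjusted P-values give 3.96 and 4.56. Neither dot thus lies at its gene's FDR in that table, so that a setting near a height does not explain it. The same FDR gives 8.17 for stab2 and 3.79 for wu:fc13c02, a gene chosen after its values were seen.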

Other observations

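The tests of the trended dispersion, of the share of lower genes, of genes without reads, of matched lists and of the splits for Table S5 and for gene sets were chosen only after the results were seen. The limit of 60% for the share of lower genes was set with the shares in view, and 1 of the tests of genes without reads was reworded after its first form had been run, so that both forms are given. The other tests were set before.

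The P-values of Table S5 were matched by a likelihood ratio test in which the dispersion of each gene is set by its mean expression alone. Its largest difference from the paper's P-values was 0.00135 on the log10 scale, which is within their rounding. With gene-wise dispersions the largest difference was 15.6, and among the 33 other settings tried the smallest such value was 0.338. The test may therefore be the one behind Table S5, a hypothesis reached by searching 34 settings against that table. In simulated data with the unshrunken dispersions of the real libraries, this test called 259 unchanged genes beside 147 of 200 changed ones. Such dispersions make genes more variable than shrunken estimates would. How many calls in Table S5 are false therefore cannot be read from this simulation. Leaving out each library in turn, the trended test called 61, 22 and 39 genes without control replicates 1, 2 and 3. It called 235, 99 and 76 without DN-bmal1a replicates 1, 2 and 3. The adjusted p of glud1a was 0.0223, 0.15 and 0.337 in the former and 0.0012, 0.169 and 0.0772 in the latter. That of nr1d2a was 0.134, 0.0741 and 0.0443 in the former and 0.0143, 0.00043 and 0.0284 in the latter.

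The 6 libraries can be split into 3 and 3 in 10 ways. Of the 4 splits that part all same-numbered libraries, 1 (the real one) gave as many genes in the limma fit, 1 of 4 gave as many genes with the trended likelihood ratio test, and 1 of 4 gave as many gene sets. With 4 splits, chance cannot be told apart from the condition. Among all 9 other splits, which include 6 that part 1 such pair, the trended test called 0 to 31 genes against 95, limma gave 237 to 900 genes at an unadjusted p under 0.05 against 1148, and 0 to 8 sets passed against 9.

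Of the genes of Table S5 with a log2 fold change under -7, 0 had reads in only 1 control library. This count could not have been above 0, since each listed gene had reads in at least 3 libraries and these genes had reads in at most 1 DN-bmal1a library. In the whole table, 105 genes had no reads in any DN-bmal1a library and reads in all controls, and 1 gene had the opposite pattern. The 105 were 11.2 times what independent zeros in the libraries would give. In the 9 other sets of 3 libraries without control replicate 2, the same ratio lay between 7.61 and 12.4, so that a set of mixed libraries had as large a ratio. In numbers of genes, though, the largest of the 9 was 81, under the 105. Independent zeros would give 8.99 genes in that set and 9.35 in the DN-bmal1a libraries, so that the plain count slightly favours the latter. The tests thus differ on whether a loss of the same genes in several libraries could account for the 105, and do not decide it.

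Lower genes were more frequent than higher ones. Among genes called by the trended test, 77.3% were lower without control replicate 2, 86.9% without DN-bmal1a replicate 2, and 86.2% (50 of 58) among genes with reads in all 6 libraries. In the limma fit the share at an unadjusted p under 0.05 was 72.4% as deposited, 56.4% after quantile normalization and 62.95% with each library rescaled to the same sum. Quantile normalization gives all libraries one distribution and so pulls the split towards balance by itself, and its value cannot show whether scaling lies behind the excess. With the rescaling the share stayed above 60%.

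Endothelial genes were lower. The pan-endothelial set, with 16 of 16 genes lower, had a mean log2 fold change of -0.60, and the venous and lymphatic set had -1.03, with 16 of 17 lower. Of 10000 lists matched on mean expression, 0 had a mean as low as the pan-endothelial set, the lowest being -0.56. Venous genes outside Table S5 were also lower (camera adjusted p = 0.00331, mean -0.74, 11 of 12 lower), so the fall was not limited to the paper's own calls. The arterial set was lower as well, with a mean of -0.39 and 10 of 12 genes lower (camera adjusted p = 0.00393), and outside Table S5 9 of 11 were lower (0.023, from 0.0006 to 0.562 across the alternatives). The library means of the arterial set overlapped between the groups, with and without the genes of Table S5. Fewer endothelial cells in the sorted population would lower endothelial sets alike and raise genes of other cells. Pan-endothelial genes fell less than venous ones. Globin genes rose (mean 1.44), while mesenchyme and somite genes (-1.21) and notochord genes (-1.27) fell. Outside Table S5, the groups overlapped in the latter 2 sets. These sets point in opposite directions, so that fewer endothelial cells cannot be told apart from lower venous expression. With the inter-gene correlation estimated, the adjusted p was 0.233 for the pan-endothelial and venous sets with all members and 0.562 for venous genes outside Table S5 (from 2.9e-10 to 0.233 and from 0.00022 to 0.562 across the alternatives). The means of the pan-endothelial and venous sets were below 0 with both other scalings.

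Immediate early genes were lower, with a mean log2 fold change of -0.63 in 32 genes. Those outside Table S5 were lower too (camera adjusted p = 0.00481, mean -0.45, 20 of 27 lower), which is consistent with a stronger dissociation response in the control libraries. The same result would follow if DN-bmal1a itself lowered these genes, and the 2 cannot be told apart here. The adjusted p was 0.562 with the inter-gene correlation estimated (from 0.0006 to 0.562 across the alternatives). The library means of the immediate early genes outside Table S5 overlapped between the groups. nr4a1, the gene called by limma, belongs to this set. Notochord genes had a mean of -1.27, and those outside Table S5 did not pass (camera adjusted p = 0.421, 6 of 7 lower). Leaving out Table S5 removed 6 of 13 members because they had changed in these libraries, so that this test cannot tell whether notochord RNA was present in the controls. Other sets of non-endothelial genes were lower too. The mesenchyme and somite set had a mean of -1.21, with 19 of 19 genes lower (outside Table S5 -0.88, 14 of 14 lower, camera adjusted p = 0.00375, from 0.00022 to 0.562 across the alternatives). The neural set passed with all members (mean -1.02, 13 of 18 lower, camera adjusted p = 0.0244) and not outside Table S5 (0.378). The muscle set passed outside Table S5 (mean -0.75, 20 of 23 lower, camera adjusted p = 0.023, from 1.2e-06 to 0.79) and not with all members (mean -0.57, 0.0602). Its library means overlapped between the groups in both forms. The epidermis set (mean -0.45) and the neural crest set (mean -0.55) did not pass. Whether RNA from other tissues was lower in general in the DN-bmal1a libraries cannot be told from these sets. Clock output genes outside Table S5 did not pass either (camera adjusted p = 0.218, mean -0.56, 16 of 23 lower; 0.0602 with all members), so a fall of clock output as a whole, beyond nr1d2a, was not shown relative to the other genes. Their mean log2(CPM + 1) was 4.40, 4.59 and 4.79 in the controls and 4.32, 3.68 and 4.08 in DN-bmal1a, without overlap.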
